# The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade

**DOI:** 10.1158/2159-8290.CD-24-0435

**Published:** 2024-11-14

**Authors:** Yi Bao, Gabriel Cruz, Yuping Zhang, Yuanyuan Qiao, Rahul Mannan, Jing Hu, Fan Yang, Mahnoor Gondal, Miriam Shahine, Sarah Kang, Somnath Mahapatra, Alec Chu, Jae Eun Choi, Jiali Yu, Heng Lin, Stephanie J. Miner, Dan R. Robinson, Yi-Mi Wu, Yang Zheng, Xuhong Cao, Fengyun Su, Rui Wang, Noshad Hosseini, Marcin Cieslik, Ilona Kryczek, Ulka Vaishampayan, Weiping Zou, Arul M. Chinnaiyan

## Abstract

How cancer cells escape immune surveillance and resist immune checkpoint blockade (ICB) remains to be fully elucidated. By screening candidate genes frequently gained in cancer, we identified expression of ubiquitin-like modifier-activating enzyme 1 (*UBA1*) as being the most negatively correlated with signatures related to effector CD8^+^ T cells. High *UBA1* expression was strongly predictive of treatment resistance and poor survival in ICB cohorts. Functional studies revealed that UBA1 mediated immune escape to promote tumor growth. Immune profiling further showed that *Uba1* overexpression or depletion markedly decreased or increased functional intratumoral CD8^+^ T cells, respectively. Importantly, a selective UBA1 inhibitor, TAK-243, significantly synergized with ICB in multiple syngeneic models. Mechanistically, depletion or inactivation of the UBA1–STUB1 axis stabilized a key IFN pathway component (JAK1), enhanced IFN signaling, and elevated key immune modulators, including CXCL9, CXCL10, and MHC class I. Our study warrants clinical evaluation of the combination of UBA1 inhibitors and ICB.

**Significance:**

Our study reveals UBA1 as a predictive biomarker for clinical outcomes in ICB cohorts, mediating cancer immune evasion and ICB resistance. We further highlight JAK1 stabilization as a key mechanism of UBA1 inhibition and nominate the UBA1–STUB1 axis as an immuno-oncology therapeutic target to improve the efficacy of ICB.

## Introduction

Cancer immunotherapies have achieved remarkable clinical success in certain indications (1–4). However, many patients fail to respond to these therapies, especially in cancer types considered immunologically “cold,” with fewer intratumoral immune effector cells present (5–8). There remains a critical need to define the mechanisms by which cancer cells evade immune surveillance and thus exhibit resistance to immunotherapies. Uncovering and targeting these mechanisms could greatly expand the pool of patients with cancer that benefit from immunotherapy.

Previous studies have associated genetic aberrations of IFN-γ pathway genes with primary or acquired resistance to immunotherapies (9–14). These aberrations include loss-of-function mutations in *JAK1* or *JAK2* (9); genomic loss of *IFNGR1*, *IRF1*, *JAK2*, and *IFNGR2* (10); and allelic loss of *JAK1* (9, 14). Importantly, in various preclinical settings, the loss of *JAK1*, *IFNGR1*, or *JAK2* has been found to confer resistance to immunotherapies (10, 15–17). However, homozygous loss or mutations of these genes are infrequent among nonresponders (12, 14), suggesting that tumor cells may adopt alternative mechanisms to inactivate or downregulate the products encoded by these genes.

Ubiquitin-like modifier-activating enzyme 1 (UBA1, also known as UBE1) is a primary E1 enzyme, at the apex of the ubiquitin-mediated proteasomal degradation machinery (18–20). UBA1 binds via ATP hydrolysis to and activates ubiquitin, which is then passed on to E2-conjugating enzymes (18) that are brought together with the protein targeted for ubiquitination by E3 ligases (18, 20). *UBA1* has been found to be essential in cancer cells (21). TAK-243 is a mechanism-based small-molecule inhibitor of UBA1 with selectivity over other E1 enzymes, including UBA6 (22, 23). Targeting UBA1 with TAK-243 has shown antitumor efficacy in various immunodeficient settings, and TAK-243 exhibited little or no toxicity in those preclinical models (22–25). Phase I clinical trials have been initiated to study TAK-243 in the treatment of cancer, including one which was terminated because of sponsor realignment of priorities (NCT02045095) and another which is ongoing (NCT03816319). Several mechanisms have been reported to explain the action of TAK-243 in tumors, including stabilization of tumor suppressors such as p53, leading to growth arrest and apoptosis (23); however, almost all preclinical studies testing TAK-243 were performed in immunodeficient models (23–25). Whether UBA1 functions in cancer immune evasion and whether UBA1 inhibition improves the efficacy of immunotherapies via eliciting antitumor immunity remain unexplored. Of note, somatic *UBA1* mutations have been attributed to an adult-onset inflammatory disorder, the VEXAS (vacuoles, E1 enzyme, X-linked, autoinflammatory, somatic) syndrome (26, 27), with elevation of canonical immune signatures, such as TNF, type-I IFN, and type-II IFN (26). This strongly implicates that modulation of UBA1 activity affects the expression of immune-related components.

Here, we report that elevated expression of *UBA1* is prevalent in cancer, associated with low levels of intratumoral CD8^+^ T cells, and predictive of immune checkpoint blockade (ICB) resistance and poor survival in ICB cohorts. Functionally, UBA1 mediates cancer immune evasion, and importantly, inhibition of UBA1 by TAK-243 markedly suppresses tumor growth in combination with ICB, exhibiting the potential of tumor clearance. Mechanistically, depletion or inactivation of the E1 enzyme UBA1 or the E3 ligase STUB1 stabilizes a key IFN pathway component, JAK1. Consequently, response to type-I and type-II IFNs is elevated, leading to increased expression of key immune modulators, including CXCL9, CXCL10, and MHC class I (MHC-I). Our study highlights that apart from genetic aberrations (9–13), key components in IFN signaling pathways can also be dysregulated by proteasomal degradation in cancer cells, leading to tumor progression. Our findings position UBA1 as a therapeutic target for activating anticancer immunity and improving the efficacy of ICB.

## Results

### High Expression of *UBA1* Is Associated with Low Levels of Intratumoral CD8^+^ T Cells

Prostate cancer has been considered immunologically “cold,” with relatively small fractions of patients responding to ICB (5, 6). In an effort to discover novel candidate proteins that may mediate immune evasion in cancer, we assessed the inverse correlation between expression of 614 frequently gained genes and *IFNG*, an antitumor gene expressed by immune effector cells, in 208 metastatic castration-resistant prostate cancer (mCRPC) samples [Fig. 1A (left)]. A total of 17 significant genes, the expressions of which were negatively correlated with *IFNG* expression, were identified [Fig. 1A (left)]. Among them, *UBA1* expression was the most negatively correlated with *IFNG* expression [Fig. 1A (left)]. The 17 candidates were further analyzed in correlation with the expression of a cytotoxic T-lymphocyte (CTL) signature (28), and *UBA1* expression was again the most negatively correlated [Fig. 1A (right)]. To examine how *UBA1* was ranked in the entire transcriptome, we correlated the levels of *IFNG* transcript with all other detected transcripts [total 19,007; Supplementary Fig. S1A (left)]. We found that *UBA1* was ranked within the top five percentile of transcripts that were negatively correlated with *IFNG* expression [Supplementary Fig. S1A (right)]. Of note, the top positively correlated list included genes expressed in functional CD8^+^ T cells [highlighted in blue in Supplementary Fig. S1A (left)], confirming the reliability of the dataset, whereas the top negatively correlated list included many genes that have been reported to mediate immune evasion or were associated with a cold tumor microenvironment [highlighted in pink in Supplementary Fig. S1A (right)]. Dot plots of individual cases further revealed that high-*UBA1*–expressing tumors were associated with low levels of *IFNG* or CTL signature [Fig. 1B (left and middle)], which was validated with another effector CD8^+^ T cell–related signature (Fig. 1B (right); refs. 29, 30].

**Figure 1.**
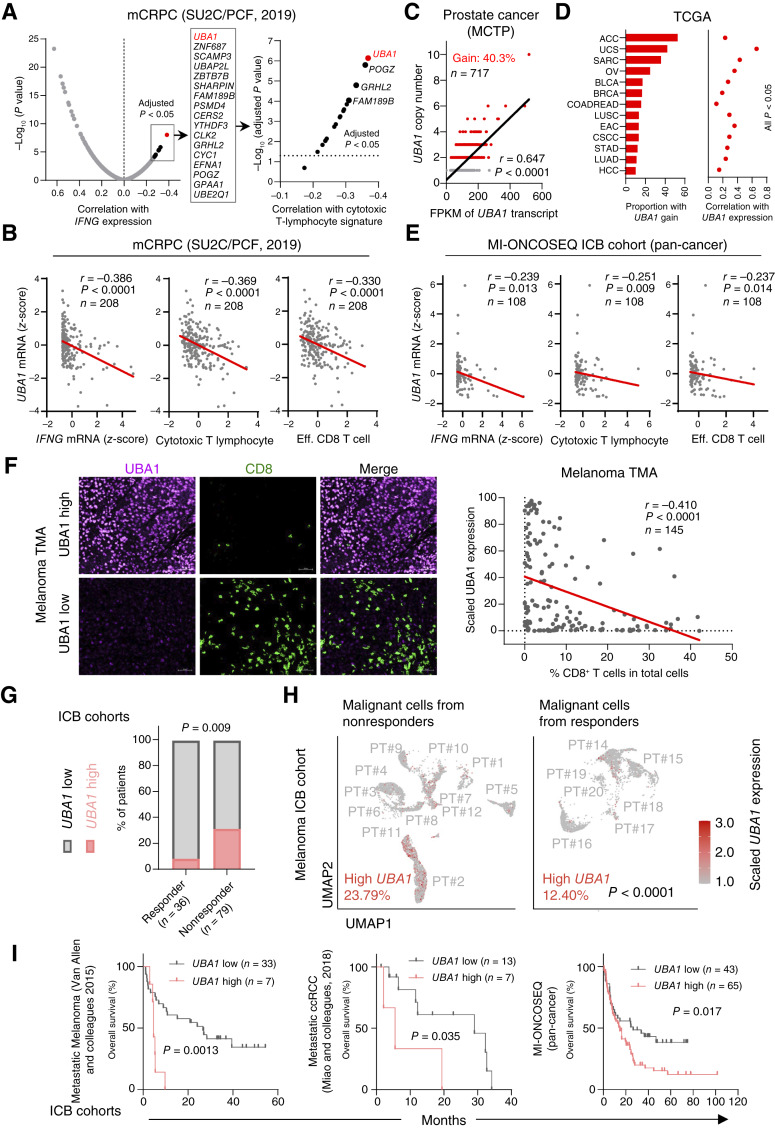
High expression of *UBA1* is associated with low levels of intratumoral CD8^+^ T cells and predictive of ICB resistance and poor survival in ICB cohorts. **A,** Left: Spearman correlation between mRNA expression of *IFNG* and 614 frequently gained genes in the indicated mCRPC cohort (*n* = 208). Genes that are significantly negatively correlated with *IFNG* mRNA expression are listed. Right: Spearman correlation between mRNA expression of the cytotoxic T-lymphocyte signature (*CD8A*, *CD8B*, *GZMA*, *GZMB*, and *PRF1*) and the genes listed on the left. SU2C, Stand Up to Cancer; PCF, Prostate Cancer Foundation. **B,** Spearman correlation between mRNA expression of *UBA1* and the indicated gene or gene signature in the indicated cohort. Eff., effector. **C,** Spearman correlation between *UBA1* copy number and mRNA expression in the indicated prostate cancer cohort. Frequency of copy number gain (gain) is shown. Patients with prostate cancer (male) with two or more copies of *UBA1* (on the X chromosome) are defined as gain. MCTP, The Michigan Center for Translational Pathology. **D,** Proportion of *UBA1* gain (left) and Spearman correlation between *UBA1* copy number and mRNA levels (right) in the indicated cancer types. Data were acquired from The Cancer Genome Atlas (TCGA). ACC, adrenocortical carcinoma; BLCA, bladder urothelial carcinoma; BRCA, breast invasive carcinoma; COADREAD, colorectal adenocarcinoma; CSCC, cervical squamous cell carcinoma; EAC, esophageal adenocarcinoma; HCC, hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; OV, ovarian serous cystadenocarcinoma; SARC, sarcoma; STAD, stomach adenocarcinoma; UCS, uterine carcinosarcoma. **E,** Spearman correlation between pretreatment mRNA expression of *UBA1* and the indicated gene or signature, in a cohort treated with ICB at the U-M, Ann Arbor (MI-ONCOSEQ ICB cohort). **F,** Representative images (left) or quantification (Spearman correlation; right) of immunofluorescence assessing the number of CD8^+^ T cells and the level of UBA1 in a melanoma tissue microarray (TMA). Scale bar, 50 μm. **G,** Fisher exact test of a combined analysis on four public RNA-seq datasets [Van Allen and colleagues (34); Zhao and colleagues (35); Miao and colleagues (36); and Jung and colleagues (37)] examining the relationship between pretreatment mRNA expression of *UBA1* and response to ICB. **H,** Uniform Manifold Approximation and Projection (UMAP) of malignant cells from scRNA-seq data in an ICB-treated melanoma cohort. Cells with high levels of pretreatment *UBA1* mRNA expression are highlighted in pink. PT#, patient number. **I,** Overall survival of patients with tumors showing high or low pretreatment: *UBA1* mRNA levels in the indicated cohorts. ccRCC, clear-cell renal cell carcinoma. Statistics were acquired by two-tailed Student’s *t* test in **H**, and by log-rank test in **I**.

In prostate cancer cohorts, *UBA1* exhibited frequencies of copy number gain higher than 40%, and importantly, the copy number of *UBA1* was strongly correlated with its mRNA expression (Fig. 1C; Supplementary Fig. S1B). Of note, *UBA1* was also frequently gained in many cancer types other than prostate cancer (Fig. 1D), whereas *UBA1* mutations in cancers were rare (Supplementary Fig. S1C). Importantly, in these cancer types, *UBA1* also exhibited positive correlations between DNA and mRNA levels (Fig. 1D). Concordantly, mRNA levels of *UBA1* were upregulated in various cancer types compared with the adjacent normal tissues (Supplementary Fig. S1D). A positive correlation between the copy number of *UBA1* and its mRNA expression implied that the *UBA1* gene was accessible in chromatin in cancer. In agreement with this, we found that hypermethylation on the *UBA1* promoter in cancer was rare (Supplementary Fig. S1E), in contrast to the reported (31–33) frequent hypermethylation on the *MGMT* promoter (Supplementary Fig. S1E). To confirm the upregulation of UBA1 at the protein level, we performed immunoblot analysis on the lysates from normal prostate tissues, primary prostate adenocarcinoma, and mCRPC (Supplementary Fig. S1F). We found that UBA1 was upregulated in 40% (2/5) of prostate adenocarcinomas and 60% (6/10) of mCRPCs (Supplementary Fig. S1F). Of note, the highly aggressive subtype of mCRPC, neuroendocrine mCRPC, showed the highest frequency of UBA1 upregulation (80%; 4/5; Supplementary Fig. S1F). These data, thus, show that UBA1 protein levels were upregulated during disease progression.

We next examined the correlation between expression of *UBA1* and *IFNG* or CD8^+^ T cell–related signatures in cancer types other than prostate cancer. We found that in both individual cancer (Supplementary Fig. S1G) and pan-cancer (Fig. 1E) cohorts, *UBA1* expression was significantly negatively correlated with the expression of *IFNG* or CD8^+^ T-cell–related signatures. These findings were further supported by histological staining in a pan-cancer cohort, whereby most tumors with high tumor-specific UBA1 expression were immune-cold with low amounts of CD8^+^ T cells, whereas a significant portion of low-UBA1–expressing tumors showed high levels of intratumoral CD8^+^ T cells (Supplementary Fig. S1H; Supplementary Table S1). Additionally, validation with a melanoma tissue microarray confirmed that protein levels of UBA1 were strongly negatively correlated with the abundance of intratumoral CD8^+^ T cells (Fig. 1F; Supplementary Fig. S1I).

### High Expression of *UBA1* Is Associated with ICB Resistance and Poor Survival in ICB Cohorts

We next examined whether the expression of *UBA1* was predictive of ICB response. With a combined analysis (*n* = 115) of four publicly available RNA sequencing (RNA-seq) datasets from various cancer types (34–37), we found that high pretreatment expression of *UBA1* was strongly predictive of ICB resistance (*P* = 0.009; Fig. 1G). We next analyzed a single-cell RNA-seq (scRNA-seq) dataset to determine whether high *UBA1* expression specifically in malignant cells was predictive of poor response to ICB. Indeed, we observed that ICB-nonresponsive patients exhibited a significantly higher proportion of high-*UBA1*–expressing malignant cells than responders (23.79% vs. 12.40%; Fig. 1H). We further determined the prognostic value of *UBA1* in ICB cohorts and found that high pretreatment *UBA1* expression was strongly associated with poor survival in both individual cancer and pan-cancer cohorts (Fig. 1I; Supplementary Fig. S1J). Collectively, these results identify *UBA1* as a new predictive biomarker of treatment resistance and poor survival in ICB cohorts.

### UBA1 Promotes Tumor Growth by Mediating Immune Escape

As mentioned earlier, whether and how UBA1 functions in cancer progression or cancer immune evasion remains unaddressed. We thus established two murine syngeneic models, the prostate cancer Myc-CaP model and melanoma B16-BL6 model, with engineered overexpression of *Uba1* (Fig. 2A). These cells were injected into either syngeneic immunocompetent mice or immunodeficient SCID mice (Fig. 2B–E). *Uba1* overexpression significantly promoted tumor growth in the immunocompetent mice (Fig. 2B and C) but not in the immunodeficient mice (Fig. 2D and E). We also sought to deplete *Uba1* in these models with CRISPR (clustered regularly interspaced short palindromic repeats) knockout. In line with the notion that *UBA1* is an essential gene in cancer cells (21), we achieved partial depletion but not complete knockout of *Uba1* in these models (Fig. 2F; Supplementary Fig. S2A). Of note, both Myc-CaP (38) and B16-F0 (the parental cell line of B16-BL6; ref. 39) cells have been reported to carry two X chromosomes, which harbor the *Uba1* gene. This explains why partial depletion of *Uba1* could be achieved in these cells. We found that depletion of *Uba1* significantly decreased tumor growth in both syngeneic models (Fig. 2G; Supplementary Fig. S2B). Importantly, restoration of UBA1 reversed the tumor growth impairment caused by *Uba1* depletion, confirming that the CRISPR-mediated depletion of *Uba1* was on-target (Fig. 2H). To determine whether this antitumor effect was immune dependent, we depleted CD8^+^ T cells with an anti-CD8 antibody (Supplementary Fig. S2C) and observed that depletion of CD8^+^ T cells significantly, albeit partially, rescued the growth of *Uba1*-depleted tumors (Supplementary Fig. S2D), showing that CD8^+^ T cells were indispensable for the full tumor control mediated by *Uba1* depletion.

**Figure 2.**
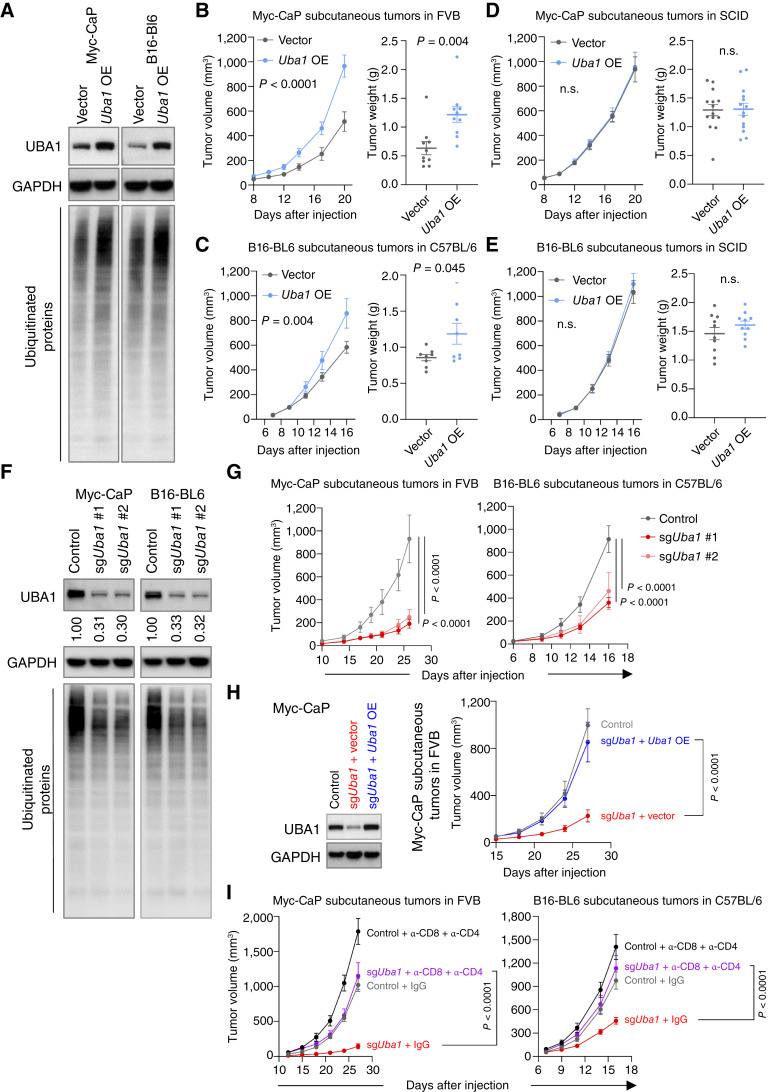
UBA1 promotes tumor growth by mediating immune escape. **A,** Immunoblot analysis assessing levels of the indicated proteins in the indicated cells transduced with empty vector or *Uba1* overexpression (OE). **B** and **C,** Volumes (left) and weights (right) of subcutaneous tumors derived from Myc-CaP (**B**) or B16-BL6 (**C**) cells established in **A**, in FVB or C57BL/6 mice, respectively (*n* = 5 mice per group in **B**; *n* = 4 mice per group in **C**). **D** and **E,** Volumes (left) and weights (right) of subcutaneous tumors established with injection of the indicated Myc-CaP (**D**) or B16-BL6 (**E**) cells to SCID mice (*n* = 7 mice per group in **D**; *n* = 5 mice per group in **E**). **F,** Immunoblot analysis assessing levels of the indicated proteins in the indicated cells transfected with nontargeting sgRNA (control) or independent sgRNAs depleting *Uba1* (sg*Uba1* #1 and sg*Uba1* #2). Quantification of intensity of UBA1 relative to the control is shown. **G,** Volumes of subcutaneous tumors derived from Myc-CaP (left) or B16-BL6 (right) cells established in **F**, in the indicated mice (*n* = 5–7 mice per group). **H,** Left: immunoblot analysis assessing *Uba1* overexpression (OE) in *Uba1*-depleted Myc-CaP. Right: volumes of subcutaneous tumors derived from Myc-CaP cells established in Left, in FVB mice (*n* = 5 mice, per group). **I,** Volumes of subcutaneous tumors established with injection of control or *Uba1*-depleted Myc-CaP (left) or B16-BL6 (right) cells to the indicated mice, with or without simultaneous depletion of both CD8^+^ and CD4^+^ T cells (*n* = 4–5, per group). Data are representative of two distinct sgRNAs. All data are presented as mean ± SEM. Statistics were acquired by two-way ANOVA in **B** (left), **C** (left), **D** (left), and **E** (left), and **G**–**I** (n.s., not significant), or by the two-tailed Student’s *t* test in **B** (right), **C** (right), **D** (right), and **E** (right). Data in **B**, **C**, and **G** are representative of two independent experiments.

The partial rescue from CD8^+^ T cell depletion prompted us to deplete both CD4^+^ and CD8^+^ T cells, as CD4^+^ T cells might also mediate direct tumor control (40–42). We observed that simultaneous depletion of both CD4^+^ and CD8^+^ T cells resulted in a much stronger rescue of tumor growth in *Uba1*-depleted tumors (Fig. 2I). Consistently, although *Uba1* depletion caused elevation of both CD8^+^ and CD4^+^ intratumoral T cells, the levels of CD4^+^ T cells remained elevated after CD8^+^ T cell depletion (Supplementary Fig. S2E). By contrast, NK cell levels did not show a significant change in *Uba1*-depleted tumors compared with controls (Supplementary Fig. S2E).

Collectively, these data indicate that UBA1 plays a role in evading T-cell–mediated immune surveillance, thereby promoting tumor growth. In line with this, *Uba1* depletion only modestly affected cancer cell proliferation *in vitro* (Supplementary Fig. S2F).

### UBA1 Diminishes Intratumoral Effector CD8^+^ T Cell Levels

We next sought to perform a comprehensive immune profiling in tumors with *Uba1* overexpression using scRNA-seq, identifying various immune cells (Fig. 3A; Supplementary Fig. S3A) and five subclusters of T cells (Fig. 3A). We found that compared with control tumors, *Uba1*-overexpressing tumors exhibited diminished proportions of effector CD8^+^ T cells, proliferative T cells, and a subset of CD4^+^ T cells expressing *Tnfsf8* (CD153; Fig. 3B). By contrast, the proportions of other immune cells that have established roles in antitumor immunity or protumor inflammation, such as NK cells, dendritic cells, Tregs, macrophages, and neutrophils, were less altered (Fig. 3C). These data support the notion that T cells, especially effector CD8^+^ T cells, were the major immune cells affected by the modulation of *Uba1* expression in tumor cells. We then performed flow cytometry analysis with a focus on CD8^+^ T cells (Supplementary Fig. S3B and S3C). In agreement with the scRNA-seq data, flow cytometry analysis revealed that the absolute amounts of CD8^+^ T cells were strikingly decreased in *Uba1*-overexpressing tumors compared with the control [Fig. 3D (left)]. Importantly, the proportions of CD8^+^ T cells expressing the functional markers, IFN-γ or granzyme B, or the proliferative marker Ki67, were also greatly reduced [Fig. 3D (middle and right)]. Conversely, in tumors with *Uba1* depletion, we observed significant increases of total, functional, and proliferative CD8^+^ T cells (Fig. 3E and F). The flow cytometry analysis also included CD4^+^ T cells (Supplementary Fig. S3B and S3C), and we found that the levels of total, IFN-γ^+^, and proliferative CD4^+^ T cells were significantly reduced in the *Uba1*-overexpressing tumors (Fig. 3G) and increased in *Uba1*-depleted tumors (Supplementary Fig. S3D). Of note, restoring UBA1 in *Uba1*-depleted tumors (Supplementary Fig. S2C) reversed their status from immune-hot to immune-cold, manifested by reduction of total, functional, and proliferative CD8^+^ and CD4^+^ T cells (Supplementary Fig. S3E). Taken together, the levels of T cells, especially functional CD8^+^ T cells, were greatly altered in tumors with modulated *Uba1* expression.

**Figure 3.**
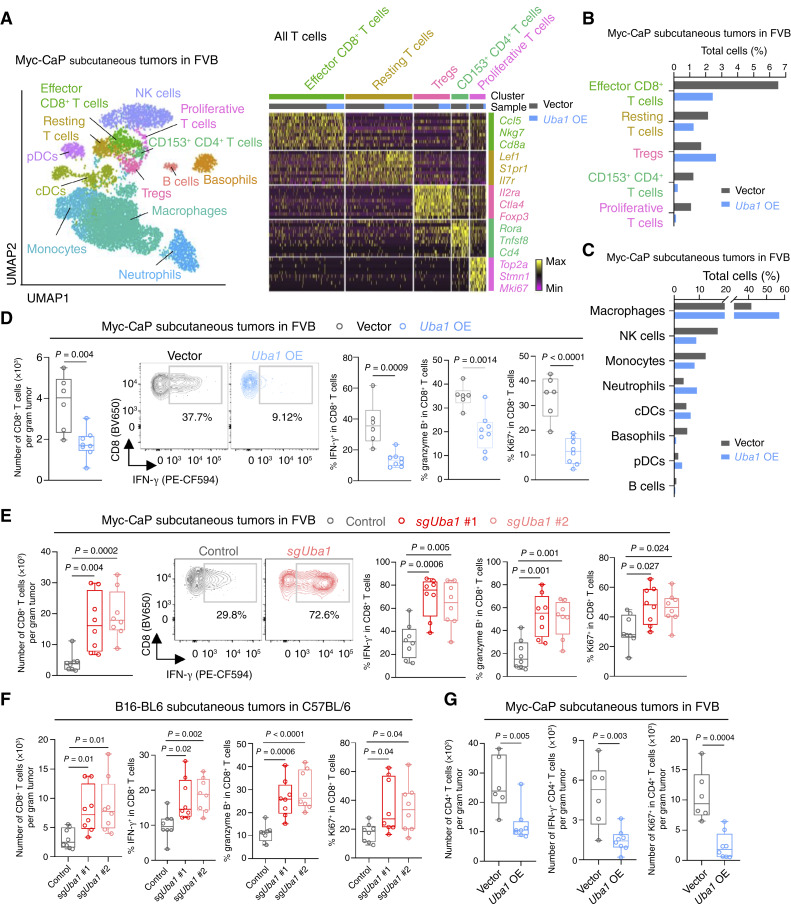
UBA1 diminishes intratumoral functional CD8^+^ T cells. **A,** Left: UMAP of 8,862 cells and the indicated clusters identified among CD45^+^ cells enriched from the indicated Myc-CaP tumors subjected to scRNA-seq. Right: heatmap showing differentially expressed genes in each of the indicated clusters among T cells. Three representative genes are shown on the right for each cluster. Proportions of T cells derived from the experimental group (*Uba1* overexpression) and control group (empty vector) are shown on the top. **B** and **C,** The fraction of each T-cell (**B**) or immune cell (**C**) subpopulation among all CD45^+^ immune cells from the indicated groups. **D** and **E,** Flow cytometry measuring the absolute numbers of CD8^+^ T cells (left) or proportions of IFN-γ^+^, granzyme B^+^, or Ki67^+^ cells among CD8^+^ T cells (right) in the indicated tumors. Middle: representative images showing the proportional change of IFN-γ^+^ CD8^+^ T cells by *Uba1* overexpression (**D**) or *Uba1* depletion (**E**). **F,** Flow cytometry measuring the absolute numbers of CD8^+^ T cells or proportions of IFN-γ^+^, granzyme B^+^, or Ki67^+^ cells among CD8^+^ T cells in the indicated tumors. **G,** Flow cytometry measuring the absolute numbers of CD4^+^ T cells, IFN-γ^+^ CD4^+^ T cells, or Ki67^+^ CD4^+^ T cells in the indicated tumors. All data are presented as box and whisker plots, except in **B** and **C** (bar graph). Statistics were acquired by the two-tailed Student *t* test. Data in **D**–**G** are pooled from two independent experiments.

### UBA1 Inhibition Synergizes with Anti–PD-1 Therapy to Control Tumor Growth

Given the striking increase of CD8^+^ T cells in *Uba1*-depleted tumors, we sought to determine whether inactivation of UBA1 could affect response to ICB therapy. TAK-243 has been demonstrated to be a selective inhibitor of UBA1 (22, 23). In line with this, we observed a profound reduction of ubiquitinated proteins with TAK-243 treatment (Supplementary Fig. S4A). We next examined whether TAK-243 improved efficacy of anti–PD-1. In a melanoma tumor model B16-F10 that is modestly responsive to PD-1 blockade (Fig. 4A; ref. 43), we observed a striking combined effect of TAK-243 and anti–PD-1 (Fig. 4A), leading to tumor clearance in 50% (3/6) of mice (Fig. 4B). No tumors recurred in these mice after treatment was terminated when mice were followed through to the end of the experiment (55 days after tumor cell inoculation; Fig. 4B and C). By contrast, all mice in the vehicle group died or had to be euthanized within 23 days after tumor cell inoculation (Fig. 4C). This translated to a striking extension of survival in the combination-treated mice (Fig. 4C). Importantly, in models (prostate cancer Myc-CaP, colon carcinoma CT26, melanoma B16-BL6, and prostate cancer TRAMP-C2) that were insensitive to anti–PD-1 (Fig. 4D; Supplementary Fig. S4B), TAK-243 treatment significantly sensitized tumors to anti–PD-1 (Fig. 4D; Supplementary Fig. S4B). We also assessed the combination index for TAK-243 and anti–PD-1 with CombPDX, a tool developed for evaluating drug synergism *in vivo* (44). We found that, in all the models tested, TAK-243 was significantly synergistic with anti–PD-1 (Fig. 4E; Supplementary Fig. S4C). Of note, all animals tolerated TAK-243 or the combination treatment, exhibiting no noticeable body weight loss (Supplementary Fig. S4D), which is in line with the reported tolerance of TAK-243 in preclinical models (22, 23). Similarly, *Uba1* depletion improved efficacy of [Fig. 4F (left)] and synergized with [Fig. 4F (right)] anti–PD-1 to control tumor growth. Therefore, UBA1 inhibition or depletion augments response to anti–PD-1. Functional CD8^+^ T cells were upregulated in tumors from mice treated with TAK-243 or the combination (Fig. 4G), and importantly, CD8^+^ T cells were necessary for full tumor control mediated by TAK-243 or the combination (Fig. 4H).

**Figure 4.**
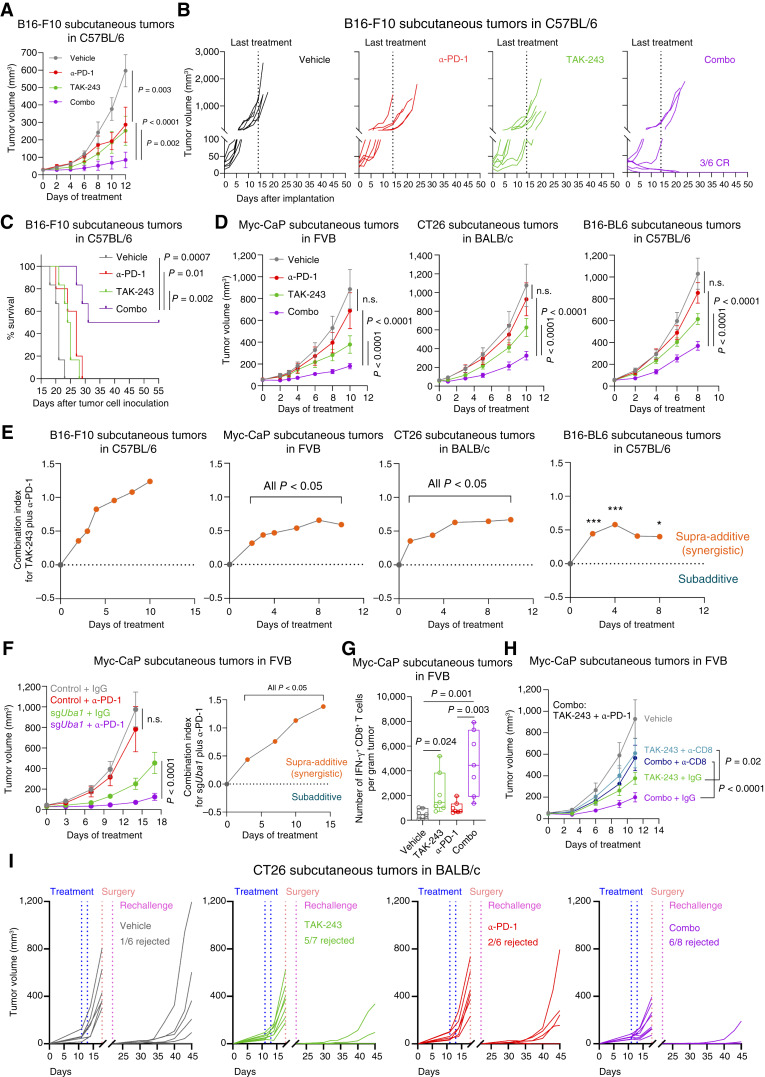
UBA1 inhibition synergizes with anti–PD-1 therapy to control tumor growth. **A,** Change of volume over time of subcutaneous tumors derived from B16-F10 cells in C57BL/6 mice treated with the indicated agents (*n* = 5–6 mice, per group). α-PD-1: anti–PD-1; Combo: TAK-243 plus α-PD-1. **B,** Individual growth curves of tumors in mice treated as in **A**. Last treatment was administered on day 14 after the initial treatment. CR, complete response. **C,** Survival of mice treated in **A**. **D,** Change of volume over time of the indicted tumor models in their syngeneic hosts treated with the indicated agents (*n* = 5–10 mice per group). **E,** Evaluation of drug synergism, using CombPDX (44), for the combination of TAK-243 and anti–PD-1 in the indicated models, treated as in **A** and **D**. A combination index larger than zero was defined as synergistic (44). *, *P* < 0.05; ***, *P* < 0.001. **F,** Left: change of volume over time of subcutaneous tumors derived from Myc-CaP cells transfected with nontargeting sgRNA (control) or sgRNAs depleting *Uba1* (sg*Uba1*) in FVB mice treated with α-PD-1 or the control IgG (*n* = 5 mice per group). Right: Evaluation of synergism using CombPDX for the combination of *Uba1*-depletion (sg*Uba1*) and anti-PD-1 in the indicated model. **G,** Flow cytometry measuring the absolute numbers of IFN-γ^+^ CD8^+^ T cells in the indicated tumors from syngeneic mice treated with the indicated agents. **H,** Tumor growth over time of Myc-CaP subcutaneous tumors in control, TAK-243–treated, or TAK-243–treated and anti-PD-1–treated (combo) FVB mice, with (α-CD8) or without (IgG) CD8^+^ T-cell depletion (*n* = 5 mice, per group). **I,** Tumor growth over time of CT26 subcutaneous tumors at naïve or rechallenged stage, in control, TAK-243–treated, anti–PD-1–treated, or TAK-243–treated and anti–PD-1–treated (combo) BALB/c mice. Rechallenge was performed 4 days after removal of the primary tumors by surgery (*n* = 6–8 mice, per group). All data are presented as mean ± SEM, except **E** (mean) and **G** (box and whisker plots). Statistics were acquired by two-way ANOVA in **A**, **D**, **F**, and **H**, by log-rank test in **C**, or by two-tailed Student’s *t* test in **G**.

As CD8^+^ T cells were involved in tumor control, we hypothesized that TAK-243 or the combination with anti–PD-1 could provide prolonged protection against cancer to the hosts. We thus established tumors in naïve mice and rechallenged the mice with tumor cell inoculation after two doses of vehicle, TAK-243, anti–PD-1, or the combination and surgical removal of initial tumors (Fig. 4I). We observed small fractions of tumor rejection (16.67%–33.33%; 1/6–2/6) in the rechallenged mice in the vehicle- and anti–PD-1–treated groups, showing establishment of immunologic memory, although TAK-243 or the combination with anti–PD-1 greatly increased the rejection percentages [71.43% (5/7) or 75% (6/8), respectively; Fig. 4I]. Moreover, tumors that outgrew in the rechallenged TAK-243– or combination-treated mice grew significantly slower than tumors in the vehicle- or anti–PD-1–treated mice, with the slowest growth rates observed in the combination group (Fig. 4I). As expected, tumors in the rechallenged TAK-243– or combination-treated mice exhibited higher amounts of memory CD8^+^ T cells (CD44^+^, CD62L^+^, and KLRG1^−^; Supplementary Fig. S4E; refs. 45, 46) than the vehicle- or anti–PD-1–treated mice (Supplementary Fig. S4F). Collectively, a systemic and prolonged protection against cancer was observed in the TAK-243– or combination-treated mice, accompanied with an increase of memory CD8^+^ T cells in tumors.

### UBA1 or STUB1 Inactivation Upregulates IFN Signaling via Stabilization of JAK1

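Bulk RNA-seq covered subcutaneous tumors grown from B16-BL6, a mouse melanoma line, and from Myc-CaP, a mouse prostate cancer line. In the B16-BL6 model, 3 control tumors and 4 tumors labelled sgUba1 (carrying a guide RNA against Uba1) were sequenced. In the Myc-CaP model, 3 control tumors and 7 tumors labelled sgUba1 were sequenced, and a further Myc-CaP experiment compared 4 tumors with Uba1 overexpression (OE) against 3 with the empty vector. The paper's methods name a kit that digests ribosomal RNA, whereas the sample labels describe poly-A RNA captured on oligo(dT) beads. The authors deposited expected counts per gene, estimates that can be fractional, and TPM, which are scaled for gene length. The paper's text does not name the program that made them, the genome build or the annotation. Total counts per tumor lay between 28570163 and 35693092 (median 30780215) in the B16-BL6 controls and between 26347890 and 30129609 (median 28852204) in the B16-BL6 tumors labelled sgUba1. They lay between 10668594 and 12552766 (median 11610440) in the Myc-CaP controls and between 10685674 and 14168230 (median 11835783) in the Myc-CaP tumors labelled sgUba1. The empty-vector tumors had 8651963 to 9138573 counts (median 9037323), and the OE tumors had 9232245 to 12569857 (median 10527069). The counts were rounded to whole numbers, normalized by edgeR's TMM method and filtered for low counts with edgeR's filterByExpr. Each experiment was then tested alone by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gene lists were tested with fgsea, which ranked genes by log2 fold change times −log10 p, as the paper's methods state, with Benjamini-Hochberg adjustment over the lists tested. The IFN-α and IFN-γ response lists were written by hand and are not the Hallmark sets. They hold 97 and 199 genes, of which 94 and 193 are in the table, and 72 of these are on both lists. The score of a list in a tumor is the mean log2 CPM (counts scaled to a common library size, prior count 2) of its genes, and groups were compared by a two-sided exact permutation test. For 3 tumors against 4 the smallest p this test allows is 0.0286, and for 3 against 7 it is 0.00833. The lists, the comparisons of groups with their tests and the alternative settings were fixed before the data were examined, and further tests were added later.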

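Uba1 (ENSMUSG00000001924.15), the gene targeted in these experiments, lies on chromosome X of GRCm38 from 20658326 to 20683179. In B16-BL6 tumors labelled sgUba1 its level was 226 ± 16.3 CPM (SD, n = 4) against 426 ± 24.9 CPM (SD, n = 3) in the controls. The log2 fold change was −0.92 (standard error 0.074, adjusted p = 2.94e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 4 tumors below all 3 controls. In the Myc-CaP controls, Uba1 was 320, 325 and 337 CPM. The 7 Myc-CaP tumors labelled sgUba1 had 197, 202, 211, 373, 361, 368 and 383 CPM in the order of their replicate numbers, so that 3 lay below all controls and 4 above all controls. Their log2 fold change was −0.13 (standard error 0.244, adjusted p = 0.787, same test). For these 7 tumors, sgUba1 names the label of the sample and not a measured fall of Uba1 RNA in each. RNA from a gene edited by Cas9 can persist, and protein was not measured in these libraries. In the OE tumors Uba1 was 708 ± 52.4 CPM (SD, n = 4) against 294 ± 16.1 CPM (SD, n = 3) with the empty vector, higher in 4 of 4 tumors. Its log2 fold change was 1.27 (standard error 0.089, adjusted p = 0.00503, same test).

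**Figure D1:**
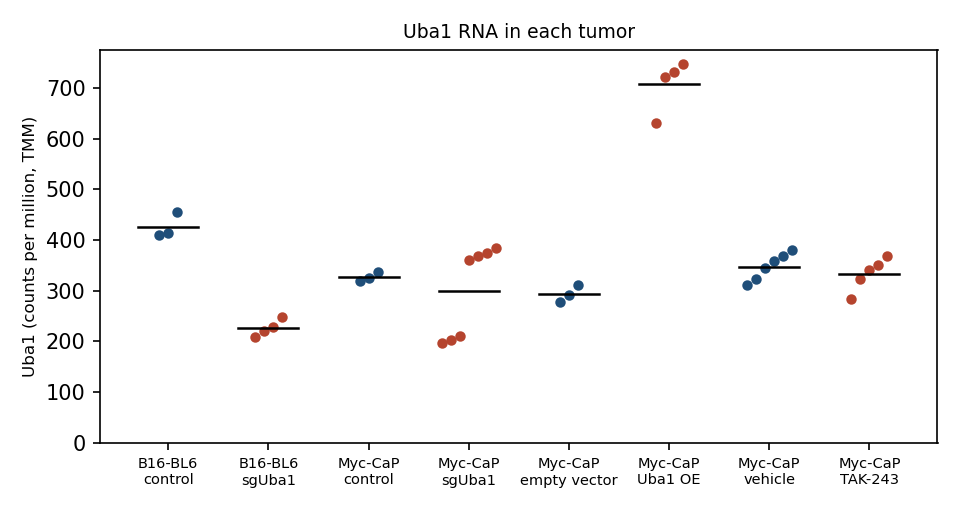
Uba1 RNA (CPM after TMM normalization, y axis) in each of the 35 tumors, by group, with vehicle-treated and TAK-243-treated Myc-CaP tumors at the right; points are tumors and lines are group means. The Myc-CaP tumors labelled sgUba1 lie at 197 to 211 and at 361 to 383 CPM, on either side of their controls at 320 to 337 CPM.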

To determine the mechanism by which modulation of *Uba1* expression affected tumor growth in a CD8^+^ T cell–dependent manner, we performed RNA-seq analysis on tumors with *Uba1* depletion or overexpression and found that both type-I and type-II IFN signaling pathways were among the most deregulated pathways in tumors with modulated *Uba1* expression (Fig. 5A and B; Supplementary Fig. S5A and S5B). Specifically, these pathways were upregulated in tumors with *Uba1* depletion (Fig. 5A; Supplementary Fig. S5A) and downregulated in tumors with *Uba1* overexpression [Fig. 5B (left); Supplementary Fig. S5B]. 

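In the B16-BL6 tumors, the IFN-α and IFN-γ response lists had normalized enrichment scores (NES) of 1.58 and 1.54 in tumors labelled sgUba1 against control. Neither reached the threshold of 0.05 (adjusted p = 0.0728 for both, fgsea with Benjamini-Hochberg adjustment). Both passed without control replicate 4 (adjusted p = 8.15e-04 and 3.29e-05), without sgUba1 replicate 2 or without sgUba1 replicate 4. Of the genes tested, 78 of 92 on the IFN-α list and 145 of 182 on the IFN-γ list were higher. The setting that moved these values most was ranking genes by sign and p alone, with NES of 2.14 (adjusted p = 7.65e-07) and 2.12 (adjusted p = 8.68e-10). Over the alternatives tested by fgsea, the adjusted p ranged from 7.65e-07 to 0.39 for IFN-α and from 8.68e-10 to 0.172 for IFN-γ. The mean IFN-α score was 4.27 ± 0.254 (SD, n = 4) in tumors labelled sgUba1 and 3.95 ± 0.366 (SD, n = 3) in controls. The mean IFN-γ score was 4.11 ± 0.185 (SD, n = 4) against 3.82 ± 0.297 (SD, n = 3). These differences of 0.32 and 0.29 were within what splits of the tumors allow (two-sided exact permutation test, p = 0.2 for both), although 4 of 4 tumors were above the control mean. With each tumor left out in turn, they ranged from 0.13 without control replicate 2 to 0.50 without control replicate 4 for IFN-α, and from 0.15 to 0.45 without the same tumors for IFN-γ. Of the settings that keep all tumors, the median in place of the mean over the list moved the IFN-α difference most, to 0.41. Among 17539 genes tested, 127 had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 47 higher and 80 lower, and DESeq2, the setting that moved this count most upward, gave 534. Without control replicate 1 the count was 43, and without sgUba1 replicate 4 it was 320. The largest increase was in St18, at 20.6 ± 4.01 CPM (SD, n = 4) against 0.923 ± 0.449 CPM (SD, n = 3). Cxcl9 (ENSMUSG00000029417.9) had a log2 fold change of 1.08 (standard error 0.338, adjusted p = 0.182, edgeR), which ran from 0.83 to 1.74 with single tumors left out, and its adjusted p was 0.0072 without control replicate 4.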

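In the Myc-CaP tumors labelled sgUba1, fitted as 1 group although 4 had more Uba1 RNA than any control, the IFN-α list had an NES of 1.81 (adjusted p = 1.23e-04, fgsea with Benjamini-Hochberg adjustment), and 78 of the 91 genes tested were higher. The NES of the IFN-γ list was 1.53 (adjusted p = 0.00698, same test), with 138 of 182 genes higher. The IFN-γ call depended on single tumors: without sgUba1 replicate 3 the NES was 1.24 (adjusted p = 0.137), and without control replicate 3 the adjusted p was also above 0.05. The IFN-α score was 4.01, 3.96 and 3.81 in the controls and 4.23, 3.92, 4.58, 4.40, 4.47, 4.45 and 4.48 in the tumors labelled sgUba1, so that 6 of 7 were above every control. The difference of means was 0.43 (two-sided exact permutation test, p = 0.025). It ranged from 0.38 to 0.51 with single tumors left out. In 6 of these 10 fits, those without control replicate 1, 2 or 3 or without sgUba1 replicate 4, 5 or 7, its exact permutation p was above 0.05, up to 0.0833. The IFN-γ score was 4.17 ± 0.209 (SD, n = 7) against 3.89 ± 0.086 (SD, n = 3), a difference of 0.28 (exact permutation test, p = 0.075) that ran from 0.22 to 0.34 with single tumors left out. Without sgUba1 replicate 2 its exact permutation p was at its lowest, 0.0119. Of 16202 genes tested, 492 had an adjusted p under 0.05 by edgeR, 186 higher and 306 lower. The count fell to 10 without control replicate 2 and rose to 692 without sgUba1 replicate 2. Among the largest decreases were Vwa3a, at 0.733 ± 0.181 against 28.3 ± 3.74 CPM and lower in 7 of 7 tumors, and Krt19, at 14.2 ± 18.6 against 527 ± 451 CPM. The Krt19 call was lost in 5 fits with 1 tumor left out. Arhgap44, at most 2 counts in every control, was at least 22.9-fold higher. Cxcl9 was 8.68 ± 8.21 against 4.14 ± 1.96 CPM (log2 fold change 1.06, adjusted p = 0.425), and Cxcl10 had a log2 fold change of 1.04 (adjusted p = 0.272). The change in the lists was not shown to differ from that of the B16-BL6 model. The difference between the models was −0.11 for IFN-α (p = 0.74) and 0.01 for IFN-γ (p = 0.962) by permutation of the labels within each model with 100000 resamples, two-sided.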

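In the tumors with Uba1 OE, the NES was −1.93 for the IFN-α list and −1.81 for the IFN-γ list against the empty vector (adjusted p = 1.81e-05 for both, fgsea with Benjamini-Hochberg adjustment). Only 21 of 89 and 50 of 170 genes were higher. Without single tumors the NES stayed between −2.11 and −1.75 for IFN-α and between −2.02 and −1.57 for IFN-γ. The IFN-α score was 3.62 ± 0.335 (SD, n = 4) against 4.11 ± 0.154 (SD, n = 3), a difference of −0.49 with 3 of 4 tumors below every empty-vector tumor (two-sided exact permutation test, p = 0.0857). The IFN-γ score was 3.83 ± 0.271 against 4.20 ± 0.16, a difference of −0.37 (exact permutation test, p = 0.114). Without OE replicate 3 the differences were −0.61 and −0.48, and without OE replicate 1 they were −0.35 and −0.26. Genes with an adjusted p under 0.05 by edgeR numbered 4 of 14853 tested, all of them without overlap between the groups, which chance gives in 5.71% of genes for 3 tumors against 4. Apart from Uba1, these were Krt78 (log2 fold change 2.63, adjusted p = 0.0425), Krt19 (2.16, adjusted p = 0.0415) and Cd74 (−2.56, adjusted p = 0.0425, at 19.1 ± 1.52 against 112 ± 46.1 CPM). At an unadjusted p under 0.05 there were 2698 genes. Without empty vector replicate 2 the count past the adjusted threshold was 0 (1845 at an unadjusted p under 0.05), and without OE replicate 1 it was 386. Uba1 itself lost its call without empty vector replicate 2 or 3. Cxcl9 was 2.58 ± 1.05 against 9.97 ± 6.10 CPM (log2 fold change −1.95, adjusted p = 0.145, edgeR, and 0.0133 with DESeq2, the only other method tried for it), and Cxcl10 had a log2 fold change of −1.45 (adjusted p = 0.156).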

Consistently, tumors derived from the TAK-243–treated mice also showed upregulation of the pathways compared with the control [Fig. 5B (right); Supplementary Fig. S5C]. 

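TAK-243 is a small-molecule inhibitor of UBA1. Sequencing covered 5 Myc-CaP tumors from mice treated intravenously with TAK-243 at 25 mg/kg and 6 from mice given vehicle. Their expected counts totaled 26121269 to 34500782 per tumor (median 28855129) with TAK-243 and 26892692 to 35046975 (median 30042578) with vehicle. The sample labels number tumors and not mice. As the paper's methods inject both flanks, tumors may share a mouse, while the tests treat each tumor as independent. Normalization, tests and lists were those of the other tumors, and the smallest p the two-sided exact permutation test allows for 5 tumors against 6 is 0.00216. Uba1 RNA was 333 ± 32.4 CPM (SD, n = 5) with TAK-243 and 348 ± 26.6 CPM (SD, n = 6) with vehicle (log2 fold change −0.06, adjusted p = 0.752, edgeR with Benjamini-Hochberg adjustment).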

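With TAK-243, the NES was 1.97 for the IFN-α list (adjusted p = 2.8e-05) and 2.07 for the IFN-γ list (adjusted p = 7.35e-08, fgsea with Benjamini-Hochberg adjustment). Of the genes tested, 68 of 92 and 123 of 182 were higher, with median log2 fold changes of 0.13 and 0.12. With single tumors left out the NES ran from 1.76 to 2.03 and from 1.88 to 2.13. The IFN-α score was 3.91 ± 0.165 (SD, n = 5) against 3.67 ± 0.173 (SD, n = 6), a difference of 0.25 (two-sided exact permutation test, p = 0.0216). The IFN-γ score was 3.88 ± 0.158 against 3.65 ± 0.132, a difference of 0.22 (exact permutation test, p = 0.013). For both, 5 of 5 tumors were above the vehicle mean and 3 above every vehicle tumor. Across single omissions the differences ran from 0.18 without vehicle replicate 1 to 0.28 without TAK-243 replicate 1, and from 0.16 without TAK-243 replicate 4 to 0.25 without TAK-243 replicate 1. The IFN-α p passed 0.05 without TAK-243 replicate 2 or 4, up to 0.081 (exact permutation test). By edgeR, 25 of 17299 genes had an adjusted p under 0.05, 15 higher and 10 lower. The count was 1 without vehicle replicate 1 and 299 without TAK-243 replicate 5. Ms4a4a rose most, to 5.49 ± 2.45 from 1.60 ± 0.234 CPM (log2 fold change 1.78, adjusted p = 0.0132, higher in 5 of 5 tumors). The 5 largest decreases were all histone genes, from H2ac4 (−1.71) to H4c4 (−1.19), whose near-identical copies make the count of each gene uncertain. No gene of either IFN list passed the adjusted threshold alone. Cxcl10 had a log2 fold change of 0.95 (adjusted p = 0.193, edgeR) and Cxcl9 one of −0.57 (adjusted p = 0.487). Over the 4 tumor comparisons, camera with its preset correlation of 0.01 gave adjusted p from 3.27e-08 to 1.07e-05 for the IFN lists. None of these calls held under fry, whose adjusted p ran from 0.0575 in the Myc-CaP tumors labelled sgUba1 to 0.395 in the B16-BL6 tumors.

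**Figure D2:**
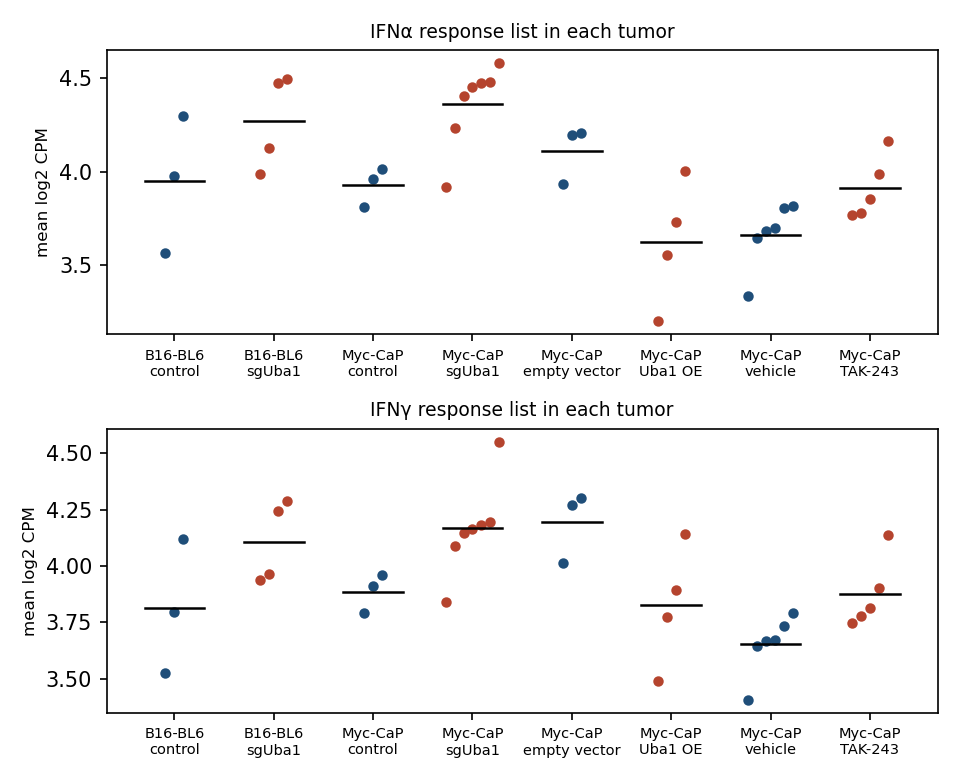
Scores of the IFN-α response list (top) and the IFN-γ response list (bottom), as mean log2 CPM over the genes of the list (y axis), in each of the 35 tumors by group; points are tumors and lines are group means. For the IFN-α list, 6 of 7 Myc-CaP tumors labelled sgUba1 lie above their controls and 3 of 4 tumors with Uba1 OE lie below all empty-vector tumors.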

Using scRNA-seq that distinguished malignant cells from other cells [Fig. 5C (left)], we further specified that the IFN pathways [Fig. 5C (right)] and IFN-regulated genes (Supplementary Fig. S5D) were upregulated in malignant cells in *Uba1*-depleted tumors or tumors from TAK-243–treated mice. 

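Myc-CaP cells in culture were sequenced in a pair of experiments, each with 2 libraries per group. One compared sgUba1 cells with control sgRNA cells, with and without 1 ng/mL IFN-γ for 18 hours. The other compared cells given 50 nmol/L TAK-243 for 18 hours with untreated cells, with and without the same dose of IFN-γ. The 8 libraries of the sgRNA experiment held 26768450 to 38032284 expected counts, and the 8 of the TAK-243 experiment 12860844 to 16793793. All 8 libraries of an experiment were fitted together. Comparisons with IFN-γ set stimulated treated cells against stimulated control cells, and the unstimulated control served as an alternative. As 2 libraries against 2 allow no permutation p under 0.05, each list was summarized by its median log2 fold change without a test. Genes at or under 3 counts in every library of a group are given as bounds. These cells expressed 65 genes of the IFN-α list and 119 of the IFN-γ list. Uba1 was 289 ± 8.77 CPM (SD, n = 2) in sgUba1 cells against 529 ± 5.37 CPM in controls (log2 fold change −0.87, adjusted p = 3.71e-07, edgeR with Benjamini-Hochberg adjustment). With IFN-γ it was 272 ± 4.10 against 593 ± 10.0 CPM (−1.13, adjusted p = 5.06e-08), lower in both libraries each time. With TAK-243 its log2 fold change was 0.37 (adjusted p = 5.68e-12), and 0.20 (adjusted p = 6.04e-07) with IFN-γ.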

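In sgUba1 cells without IFN-γ, the NES was 1.70 for IFN-α genes (adjusted p = 0.0179, fgsea with Benjamini-Hochberg adjustment) and 1.33 for IFN-γ genes (adjusted p = 0.232). With IFN-γ, the NES was 1.96 (adjusted p = 5.03e-06) and 1.68 (adjusted p = 0.00357). For TAK-243 without IFN-γ, the NES was 1.2 (adjusted p = 0.223) and 1.82 (adjusted p = 8.87e-06), and with IFN-γ it was 1.11 (adjusted p = 0.381) and 1.87 (adjusted p = 1.53e-06). Against the unstimulated control, TAK-243 with IFN-γ gave an NES of 1.8 for the IFN-α list (adjusted p = 1.05e-04), the lowest adjusted p among fgsea alternatives that reached up to 0.87. In sgUba1 cells the median log2 fold changes of the IFN-α and IFN-γ lists were 0.25 and 0.10 without IFN-γ and 0.33 and 0.20 with it. With floor genes at their bounds, the first was 0.23 and the others were unchanged. They ran from 0.21 to 0.26 and from 0.02 without sgUba1 replicate 2 to 0.14 with single libraries left out, and with IFN-γ from 0.31 to 0.37 and from 0.18 to 0.21. For TAK-243 the medians were 0.12 and 0.31 without IFN-γ, or 0.09 and 0.29 with bounds, and −0.04 and 0.20 with IFN-γ. Without TAK-243 replicate 1 the unstimulated medians were −0.01 and 0.20. Members of the lists went both ways. With TAK-243 and IFN-γ, 26 genes of the IFN-α list rose and 27 fell at an adjusted p under 0.05 (edgeR), and on the IFN-γ list 62 rose and 35 fell. In sgUba1 cells with IFN-γ, 38 rose and 6 fell, and 62 rose and 24 fell. Of 15530 genes tested, 4618 differed between sgUba1 and control cells without IFN-γ and 6119 with it. Of 14551 tested, 9644 differed with TAK-243 alone and 9918 with TAK-243 and IFN-γ. Changes beyond 1 on the log2 scale were made by 510, 645, 3330 and 3694 of these. The largest included Krt19 in sgUba1 cells (log2 fold change −6.17, adjusted p = 1.97e-11) and Egr1 with TAK-243 (7.10, adjusted p = 1.37e-31), each in both libraries. A test of whether the effect of treatment itself differed with IFN-γ (interaction term, edgeR) gave 720 genes for sgUba1 and 347 for TAK-243. The NES of the interaction was 1.40 for IFN-α (adjusted p = 0.122) and 1.68 for IFN-γ (adjusted p = 0.0427) in sgUba1 cells, and −1.63 (adjusted p = 0.0216) and −1.15 (adjusted p = 0.384) with TAK-243. The IFN-γ call in sgUba1 cells was lost with a block for the replicate number (adjusted p = 0.0814), with no low-count filter (0.152) and without the genes of the IFN-α list (0.0616), in a range of 1.21e-07 to 0.152 by fgsea. The IFN-α call with TAK-243 held only with DESeq2, RLE normalization and the block, in a range of 0.0212 to 0.997.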

Intriguingly, significant enrichment of these pathways was observed in cancer cells with *Uba1* depletion or TAK-243 treatment *in vitro*, particularly in the presence of IFN-γ stimulation (Fig. 5D; Supplementary Fig. S5E). Analysis of the differentially expressed genes revealed that expression of a set of IFN-γ–regulated genes (47) were strikingly upregulated under IFN-γ stimulation in the TAK-243–treated cells compared with the control (Supplementary Fig. S5F). These genes included key immune modulators, such as *Cxcl9* and *Cxcl10*, responsible for recruiting CD8^+^ T cells (48–50), and *H2-K1* and *H2-D1*, encoding MHC class I (MHC-I) genes crucial for antigen presentation and thus tumor recognition by CD8^+^ T cells (51). Upregulation of these genes was confirmed by qPCR (Supplementary Fig. S6A), and ELISA demonstrated that secretion of CXCL9 and CXCL10 was strongly increased in cancer cells co-treated with TAK-243 and IFN-γ (Supplementary Fig. S6B). 

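Supplementary Fig. S5F names 28 genes, of which 26 are in the table and 21 had enough counts to test. The list was taken from the figure, which the study made from these libraries, so calls on it are not independent evidence. Against cells with IFN-γ alone, 13 genes were higher and 3 lower with TAK-243 and IFN-γ at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and the same numbers passed when adjusted over the list alone. The median log2 fold change was 1.12, and 17 of 21 genes were higher. Fos (5.49, standard error 0.17, adjusted p = 4.59e-22), Icam1 (2.68, adjusted p = 3.38e-09), Cdkn1a (2.00, adjusted p = 4e-19), Bcl6 (1.79, adjusted p = 1e-14) and Cd274 (1.46, adjusted p = 8.79e-07) were higher in both libraries. Smaller increases were seen for Jun (1.12), Irf1 (0.86), Nfkb1 (0.68) and Ctsd (0.29). Ccl5 and Fas were at the floor with IFN-γ alone and at least 12.9-fold and 3.32-fold higher with TAK-243. Myc (−2.78, adjusted p = 1.47e-31), Cdkn1b (−0.55, adjusted p = 6.93e-13) and Rb1 (−0.42, adjusted p = 0.00134) were lower. Ido1 (−0.16, adjusted p = 0.0918), Serpinb9 (0.15, adjusted p = 0.114), Cxcl11 (0.27, adjusted p = 0.542) and Cd80 (1.45, adjusted p = 0.0838) did not pass. TAK-243 without IFN-γ, against untreated cells, also gave 13 genes higher and 3 lower, both over all genes and adjusted over the list alone, with a median of 1.06. The sets overlap without being identical: Cd80 and Cxcl11 passed here and not with IFN-γ, and Cxcl9 and Fas the reverse, while Ido1 (−0.86) was lower in place of Rb1. IFN-γ alone raised 8 of the genes and lowered 1 (8 and 2 when adjusted over the list alone), with a median of 0.22, Irf1 (1.63, adjusted p = 6.67e-17) and Ido1 (1.51, adjusted p = 4.63e-13) among them. In the test of whether TAK-243 acted differently with IFN-γ (interaction term, edgeR), 1 gene, Ido1 (0.70, adjusted p = 0.00989), was higher and 1, Ctsd (−0.24, adjusted p = 0.00496), lower over all genes. Adjusted over the list alone, 1 was higher and 4 lower, and the median interaction was 0.01.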

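Cxcl10 (ENSMUSG00000034855.13) lies on chromosome 5 of GRCm38 from 92346638 to 92348889, and Cxcl9 on the same chromosome from 92321347 to 92328079. Cxcl10 had 0 counts in both untreated libraries of the TAK-243 experiment, where 3 counts are the limit that a count of 0 allows. It had 8 and 10 counts with IFN-γ, 44 and 51 with TAK-243, and 185 and 208 with TAK-243 and IFN-γ, or 0.6 ± 0.0523, 3.33 ± 0.284 and 13.0 ± 0.00707 CPM (SD, n = 2). TAK-243 with IFN-γ against IFN-γ gave a log2 fold change of 4.42 (standard error 0.255, adjusted p = 3.1e-15, edgeR with Benjamini-Hochberg adjustment). TAK-243 without IFN-γ gave levels at least 17.6-fold higher than in untreated cells, and IFN-γ alone at least 3.17-fold. Cxcl9 was low throughout, at 11 to 13 counts with IFN-γ and 30 to 38 with TAK-243 and IFN-γ, or 0.802 ± 0.0382 against 2.28 ± 0.562 CPM (SD, n = 2). The log2 fold change was 1.49 (standard error 0.421, adjusted p = 0.00258, and 0.0019 adjusted over the list alone), with both libraries higher. TAK-243 alone moved Cxcl9 by 0.18 (adjusted p = 0.759) and IFN-γ alone by −0.14 (adjusted p = 0.876). H2-K1 and H2-D1 were not analysed here. B2m, which encodes the light chain of MHC-I and lies on chromosome 2 from 122147686 to 122153083, was 168 ± 5.02 CPM (SD, n = 2) with TAK-243 and IFN-γ against 118 ± 1.56 CPM with IFN-γ (log2 fold change 0.50, adjusted p = 1.14e-12). In sgUba1 cells with IFN-γ, B2m was 101 ± 1.58 against 61.3 ± 0.198 CPM (0.72, adjusted p = 3.69e-06), and Cxcl9 did not pass (0.31, adjusted p = 0.497). Cxcl10 had only 17 and 6 counts there, against 1 and 2 in the control. Its mean was at least 3.5-fold higher than at the floor of the control, a bound that does not hold for each library. The paper names Cxcl9 and Cxcl10 for the recruitment of CD8+ T cells. It names H2-K1 and H2-D1, and not B2m, in that statement for antigen presentation, and so for recognition of the tumor by these cells.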

Importantly, surface expression of MHC-I in cancer cells was significantly increased after *Uba1* depletion or inhibition, both *in vitro* with IFN-γ stimulation (Fig. 5E; Supplementary Fig. S6C) and *in vivo* (Fig. 5F; Supplementary Fig. S6D–S6E). This supports the notion that UBA1 inhibition enhances antigen presentation and thus tumor recognition by CD8^+^ T cells, as surface MHC-I without loaded antigen is unstable at physiological temperatures (52). In agreement with this, a recent study incorporating three CRISPR screens identified UBA1 as one of the 44 candidate negative regulators of both surface MHC-I and surface MHC-I–peptide complex expression (53). Of note, as genes regulated by IFN-γ (54), MHC-II genes also showed increased expression upon UBA1 inactivation, both *in vivo* (Supplementary Fig. S5D) and *in vitro* (Supplementary Fig. S6F). This observation was consistent with the increased presence of CD4^+^ T cells in *Uba1*-depleted tumors (Supplementary Fig. S3D) and the involvement of CD4^+^ T cells in mediating the control of tumor growth in these *Uba1*-depleted tumors (Fig. 2I; Supplementary Fig. S2E).

**Figure 5.**
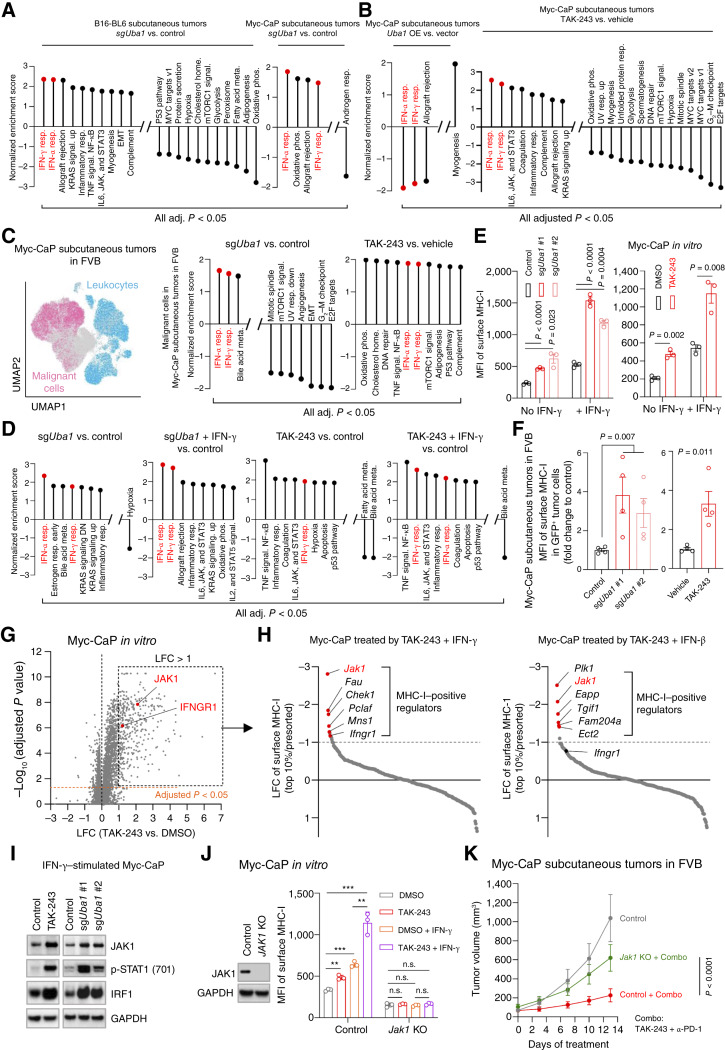
UBA1 inactivation upregulates interferon signaling via stabilization of JAK1. **A,** Hallmark pathways enriched by bulk RNA-seq of tumors with *Uba1* depletion (sg*Uba1*) versus control from the B16-BL6 (left) or Myc-CaP (right) subcutaneous tumor models. **B,** Hallmark pathways enriched by bulk RNA-seq of tumors with *Uba1* overexpression (OE) versus control (empty vector) from the Myc-CaP subcutaneous tumor model (left) or of Myc-CaP subcutaneous tumors in TAK-243–treated vs. control mice (right). **C,** Left: UMAP of pooled CD45^+^ and CD45^−^ cells from the indicated Myc-CaP tumors subjected to scRNA-seq. Clusters of malignant cells and leukocytes are shown. Right: hallmark pathways enriched by the scRNA-seq (shown in the left) of tumors with *Uba1* depletion (sg*Uba1*) versus control or tumors in TAK-243–treated vs. control mice. TAK-243 was administered via intravenous injection in **B** (right) and **C**. **D,** hallmark pathways enriched by bulk RNA-seq of Myc-CaP cells with *Uba1* depletion (sg*Uba1*) vs. control, with or without IFN-γ stimulation, or Myc-CaP cells treated with or without 50 nmol/L TAK-243 for 18 hours, and stimulated with or without IFN-γ. IFN-γ or IFN-α response pathways are highlighted in red in **A**–**D**. **E,** Surface expression of MHC-I measured by flow cytometry in Myc-CaP cells with *Uba1* depletion (sg*Uba1*) or UBA1 inhibition by 18 hours of 50 nmol/L TAK-243 treatment, in the presence or absence of IFN-γ stimulation. Nontargeting sgRNA or DMSO were used as controls, respectively. Data were acquired from biological triplicates. **F,** Surface expression of MHC-I measured by flow cytometry in GFP-labeled Myc-CaP tumor cells that were *Uba1* depleted or inactivated (*n* = 4 mice, per group). **G,** Mass spectrometry measuring protein abundance in Myc-CaP cells treated with 100 nmol/L TAK-243 for 4 hours and subsequently 50 µg/mL of cycloheximide (CHX) for an additional 6 hours. LFC, Log_2_ fold change. **H,** CRISPR knockout screens with sgRNAs targeting genes that were robustly upregulated by TAK-243 in **G**, in Myc-CaP cells that received TAK-243 and IFN-γ co-treatment (left) or TAK-243 and IFN-β co-treatment (right). **I,** Immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells with *Uba1* depletion (sg*Uba1*) or 18 hours of 50 nmol/L TAK-243 treatment in the presence of IFN-γ stimulation. Nontargeting sgRNA or DMSO were used as controls, respectively. **J,** Left: immunoblot analysis assessing JAK1 expression in Myc-CaP cells that received knockout of *Jak1* (*Jak1* KO). Cells receiving nontargeting sgRNA were used as control. Right: surface expression of MHC-I measured by flow cytometry in the indicated cells treated with or without 50 nmol/L TAK-243 and stimulated with or without IFN-γ. Data were acquired from technical triplicates, representative of two independent experiments. **K,** Volumes of tumors derived from Myc-CaP cells established as in **J**, in mice treated with or without the combination (combo) of anti-PD-1 and TAK-243 (*n* = 5 mice, per group). Data in **J** and **K** are representative of two independent experiments with two distinct sgRNAs. IFN-γ stimulation was performed at 1 ng/mL for 18 hours. All immunoblot analysis was representative of two independent experiments. Data are presented as mean ± SEM. Statistics were acquired by the two-tailed Student *t* test in **E**, **F** (TAK-243 vs. DMSO), and **J**, or by two-way ANOVA in **F** (sg*Uba1* vs. control) and **K**. **, *P* < 0.01; ***, *P* < 0.001; n.s., not significant. MFI, mean fluorescent index.

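Beside the IFN lists, 10 further lists were tested in the same tumors by fgsea with Benjamini-Hochberg adjustment. In the B16-BL6 tumors labelled sgUba1 none passed 0.05. The NES was 1.61 for myeloid cell genes (adjusted p = 0.0672), 1.68 for skeletal muscle (0.0672), 1.51 for TNF and NF-κB early response (0.0759), −1.67 for oxidative phosphorylation (0.0778, with 6 of 53 genes higher), 1.46 for the Supplementary Fig. S5F genes (0.0779), 1.32 for T and NK cell genes (0.149), −1.31 for endothelial genes (0.206), 1.11 for fibroblast genes (0.388) and 0.98 for proliferation (0.491). In the Myc-CaP tumors labelled sgUba1, myeloid cell genes (NES 1.57) and oxidative phosphorylation genes (NES 1.52, 50 of 53 genes higher) passed with adjusted p = 0.0265 for both. Their scores were higher by 0.61 and 0.27, with 6 and 4 of 7 tumors above all controls (two-sided exact permutation test, p = 0.0167 and 0.117). The 4 with a high oxidative phosphorylation score, at 6.612 to 6.748, were replicates 4 to 7, whose Uba1 RNA was above all controls. Replicates 1 to 3, at 6.195 to 6.31, lay among the controls, at 6.013 to 6.355. The other NES there were 1.49 for skeletal muscle (adjusted p = 0.0563), −1.47 for endothelial genes (0.113), 1.38 for fibroblast genes (0.122), 1.32 for T and NK cell genes (0.178), −1.15 for proliferation (0.281), 1.16 for TNF and NF-κB early response (0.281) and 1.02 for the Supplementary Fig. S5F genes (0.451). With Uba1 OE, skeletal muscle (NES 1.69, adjusted p = 3.12e-05, 10 of 10 genes higher), proliferation (1.79, adjusted p = 3.81e-04, 40 of 40 genes higher) and myeloid cell genes (−1.51, adjusted p = 0.049) passed. Their scores differed by 1.67, 0.43 and −0.64, with 2, 3 and 3 of 4 tumors beyond all empty-vector tumors (exact permutation test, p = 0.343, 0.171 and 0.114). The others were −1.37 for the Supplementary Fig. S5F genes (adjusted p = 0.152), 1.32 for fibroblast genes (0.202), 1.19 for TNF and NF-κB early response (0.28), 1.15 for endothelial genes (0.335) and 0.60 for oxidative phosphorylation (0.994). With TAK-243, proliferation (NES −2.09, adjusted p = 4.61e-10, 0 of 40 genes higher), myeloid cell genes (1.78, adjusted p = 0.00234), skeletal muscle (−1.65, adjusted p = 0.0055) and TNF and NF-κB early response (1.58, adjusted p = 0.0476) passed. The proliferation score differed by −0.78 and the myeloid score by 0.73, each with 5 of 5 tumors beyond all vehicle tumors (exact permutation test, p = 0.00216, the smallest allowed). The muscle and TNF scores differed by −0.38 and 0.11, with 0 of 5 tumors below all vehicle tumors for muscle, and 1 of 5 above and 2 of 5 below them for TNF (exact permutation test, p = 0.721 and 0.621). The NES of the rest were −1.38 for oxidative phosphorylation (adjusted p = 0.0905), 1.37 for the Supplementary Fig. S5F genes (0.132), 1.23 for T and NK cell genes (0.278), −0.98 for endothelial genes (0.561) and 0.79 for fibroblast genes (0.733). T and NK cell genes in the OE experiment and skin keratinocyte genes in every tumor experiment had too few genes tested by fgsea. The median log2 fold change of the keratinocyte genes was −0.02 in the B16-BL6 and −1.06 in the Myc-CaP tumors labelled sgUba1.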

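In the cells, TNF and NF-κB early response genes had the highest NES with TAK-243, at 1.99 without IFN-γ (adjusted p = 4.52e-06, 34 of 36 genes higher) and 2.06 with it (adjusted p = 1.53e-06, 32 of 36 genes higher, fgsea with Benjamini-Hochberg adjustment). Oxidative phosphorylation genes had an NES of −1.45 without IFN-γ (adjusted p = 0.0639) and −1.64 with it (adjusted p = 0.00867, 12 of 53 genes higher). The other lists did not pass with TAK-243: the NES without and with IFN-γ was 1.37 and 1.46 for the Supplementary Fig. S5F genes (adjusted p = 0.168 and 0.0838), −0.92 and −1.01 for proliferation (0.65 and 0.502), 1.15 and 1.2 for myeloid cell genes (0.449 and 0.381), and 0.87 and 0.98 for skeletal muscle (0.65 and 0.505). In sgUba1 cells the NES of proliferation was −1.56 without IFN-γ (adjusted p = 0.131) and −1.64 with it (adjusted p = 0.0281). TNF and NF-κB early response went the other way from TAK-243, at −1.19 (adjusted p = 0.442) and −1.47 (adjusted p = 0.0858), without passing. Oxidative phosphorylation was at −0.68 and 0.89 (adjusted p = 0.955 and 0.685), the Supplementary Fig. S5F genes at −1.06 and 1.09 (0.523 and 0.487), skeletal muscle at 1.15 and 1.37 (0.523 and 0.183) and myeloid cell genes at −0.95 and 0.57 (0.659 and 0.927). The T and NK cell, fibroblast, endothelial and keratinocyte lists had too few expressed genes in the cells to be tested. IFN-γ by itself changed 603 genes in the sgRNA controls (470 higher, 133 lower) and 4216 in the untreated cells of the TAK-243 experiment (2849 higher, 1367 lower) at an adjusted p under 0.05 (edgeR). Its NES was 2.21 for the IFN-α list (adjusted p = 1.57e-06) and 2.07 for the IFN-γ list (adjusted p = 2.5e-05) in the former, and 2.03 (adjusted p = 1.3e-06) and 1.97 (adjusted p = 5.81e-06) in the latter. The unstimulated sgRNA control libraries differed more from each other than replicates of the TAK-243 experiment did. The chi-square per degree of freedom of their counts was 18.11, against 1.84 to 2.63. A larger spread lets fewer genes pass, so the gene counts alone do not show a weaker response. Among genes with a mean log2 CPM of at least 1, the largest increases were in Cyp1b1 (log2 fold change 2.38, adjusted p = 6.98e-08) in sgRNA controls and Igtp (7.00, adjusted p = 1.77e-17) in the TAK-243 experiment. The latter rests on 8 counts in 1 unstimulated library and 0 in the other, so that without the first only a lower bound could be given. Igtp, too low for that limit in the sgRNA controls, rose there too, from 1 and 2 counts without IFN-γ to 75 and 99 counts with it. Irf1 was higher with TAK-243 both without IFN-γ, at 44.7 against 25.3 CPM, and with it, at 141 against 77.8 CPM.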

The type-I IFN pathway also has the potential to elicit a strong antitumor response (55). 

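As 72 genes are on both the IFN-α and the IFN-γ response list, the type-I list was also tested without the genes that the type-II list holds (fgsea with Benjamini-Hochberg adjustment). The ranges given are of the adjusted p over all alternatives by fgsea, of which this is 1. None of the others leaves out the shared genes, so the low ends belong to lists that hold them. In the tumors the NES was then 1.52 for Myc-CaP labelled sgUba1 (adjusted p = 0.0603, range 3.05e-09 to 0.0603), −1.30 for Uba1 OE (adjusted p = 0.202, range 1.15e-08 to 0.202) and 1.58 for TAK-243 (adjusted p = 0.0524, range 8.93e-15 to 0.0524), none past the threshold of 0.05. In sgUba1 cells it was 1.44 without IFN-γ (adjusted p = 0.3, range 3.19e-04 to 0.3) and 1.54 with it (adjusted p = 0.108, range 4.72e-10 to 0.108). With TAK-243 in cells it was −0.80 without IFN-γ (adjusted p = 0.754, range 0.1 to 0.904) and −0.75 with it (adjusted p = 0.824, range 1.05e-04 to 0.87). The type-I genes not shared with the type-II list thus showed no enrichment past the threshold in these comparisons. The loss was not specific to type I. Without shared genes the type-II list gave 1.2 for Myc-CaP tumors labelled sgUba1 (adjusted p = 0.194) and −1.46 for OE (0.0545). In sgUba1 cells with IFN-γ it gave 1.09 (0.491). It kept its call in TAK-243 tumors and in cells with TAK-243, without and with IFN-γ.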

As the pathway was also consistently enriched in our sequencing data (Fig. 5A–D; Supplementary Fig. S5A–S5C), we examined how cells respond to IFN-β treatment upon UBA1 inhibition or depletion. As hypothesized, we found that UBA1-inhibited cells exhibited an upregulated response to IFN-β manifested by elevated signaling (Supplementary Fig. S6G) and expression of *Cxcl10* and MHC-I genes (Supplementary Fig. S6H and S6I), which was also confirmed in the *Uba1*-depleted cells (Supplementary Fig. S6J).

As UBA1 is an E1 enzyme at the apex of the ubiquitin-mediated proteasomal degradation pathway, we speculated that UBA1 altered response to IFN via regulating the stabilities of effector proteins in key signaling pathways. We thus performed mass spectrometry analysis on cancer cells treated with TAK-243 to discover candidate targets and found that IFN pathway effectors, including JAK1 and IFNGR1, were stabilized by TAK-243 treatment (Fig. 5G). To identify candidates crucial for IFN response, we further performed CRISPR–Cas9 knockout screens targeting all the genes that were robustly upregulated by TAK-243 (Fig. 5G), using MHC-I expression as an indicator of IFN signaling activation. As expected, we found that the IFN pathway effectors, *Jak1* and *Ifngr1*, were MHC-I positive regulators in UBA1-inhibited and IFN-γ–stimulated cells, with *Jak1* being the top hit [Fig. 5H (left)]. In IFN-β–stimulated cells, *Jak1*, but not *Ifngr1*, was also one of the top MHC-I–positive regulators [Fig. 5H (right)], showing that JAK1 is crucial for both type-I and type-II IFN signaling (56), elevated by UBA1 inhibition. Time course immunoblot analysis validated that JAK1, a short-lived protein (57), was strongly stabilized by UBA1 inhibition with TAK-243 (Supplementary Fig. S6K). By contrast, JAK2 and STAT1 levels were not obviously changed, whereas IRF1 was susceptible to UBA1-independent degradation (Supplementary Fig. S6K). In response to IFN-γ, as expected, we observed an upregulation of JAK1 protein upon UBA1 inhibition or depletion, and p-STAT1 and IRF1 were strongly increased (Fig. 5I). Importantly, knockout of *Jak1* abolished the induction of surface MHC-I (Fig. 5J; Supplementary Fig. S6I) or chemokines (Supplementary Fig. S7A) in response to co-treatment with TAK-243 and IFN-γ (Fig. 5J) or with TAK-243 and IFN-β (Supplementary Fig. S6I). Additionally, *Jak1* loss significantly reversed tumor growth impairment mediated by the combination of TAK-243 and anti–PD-1 (Fig. 5K). We also examined the levels of JAK1 in *Uba1*-overexpressing cells, and as expected, overexpression of *Uba1* decreased JAK1 and reduced response to IFN-γ, as indicated by the reduction of p-STAT1 and IRF1 (Supplementary Fig. S7B). Importantly, in *Uba1*-overexpressing tumors, we detected diminished surface expression of tumor-specific MHC-I (Supplementary Fig. S7C) and reduction of mRNA levels of *Cxcl10*, *Cxcl9*, and MHC-I genes compared with the control (Supplementary Fig. S7D). The induction of response to IFN-γ or IFN-β by UBA1 inhibition was also observed in an independent murine model, demonstrating that the phenomenon was not model specific (Supplementary Fig. S7E and S7F). Collectively, these data are consistent with the notion that JAK1 is a key effector for both type-I and type-II IFN signaling (56), supporting that UBA1 modulates JAK1 stability leading to the observed alterations in IFN pathways in *Uba1*-modulated or *Uba1*-inhibited models (Fig. 5A–D; Supplementary Fig. S5A–S5C).

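Jak1 (ENSMUSG00000028530.14), on chromosome 4 of GRCm38 from 101152367 to 101265282, was measured as RNA in the same libraries. In tumors its log2 fold change was 0.01 for B16-BL6 tumors labelled sgUba1 (adjusted p = 0.945), −0.06 for Myc-CaP tumors labelled sgUba1 (0.752), 0.19 with Uba1 OE (0.444) and 0.01 with TAK-243 (0.978, all by edgeR with Benjamini-Hochberg adjustment). In sgUba1 cells Jak1 was 144 ± 3.39 CPM (SD, n = 2) against 130 ± 2.33 CPM in controls, a log2 fold change of 0.14 (adjusted p = 0.0339), which did not pass with DESeq2 (adjusted p = 0.0783). With IFN-γ it was 145 ± 0.778 against 143 ± 1.91 CPM (0.02, adjusted p = 0.731). With TAK-243 Jak1 RNA was 361 ± 2.12 CPM (SD, n = 2) against 127 ± 1.27 CPM in untreated cells, a log2 fold change of 1.51 (standard error 0.033, adjusted p = 8.29e-26), and 357 ± 7.85 against 128 ± 0.283 CPM with IFN-γ (1.49, standard error 0.033, adjusted p = 1.08e-25). Both libraries were higher each time, and 93.8% and 93.1% of genes had a lower log2 fold change. Jak2 went the other way with TAK-243, by −0.54 without IFN-γ and −0.52 with it, and rose in sgUba1 cells by 0.44 and 0.48. Stub1, which encodes the E3 ligase that the paper names for JAK1, fell by 0.57 on the log2 scale with TAK-243 (adjusted p = 9.52e-09), and Ifngr2 rose by 1.12 (adjusted p = 1.09e-08). Uba6, the other E1 enzyme for ubiquitin, rose by 0.62 with TAK-243 and by 0.68 with TAK-243 and IFN-γ. From the IFN enrichments in tumors and cells together with its protein experiments, the paper proposes that UBA1 changes the stability of JAK1, and through it the IFN pathways.

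**Figure D3:**
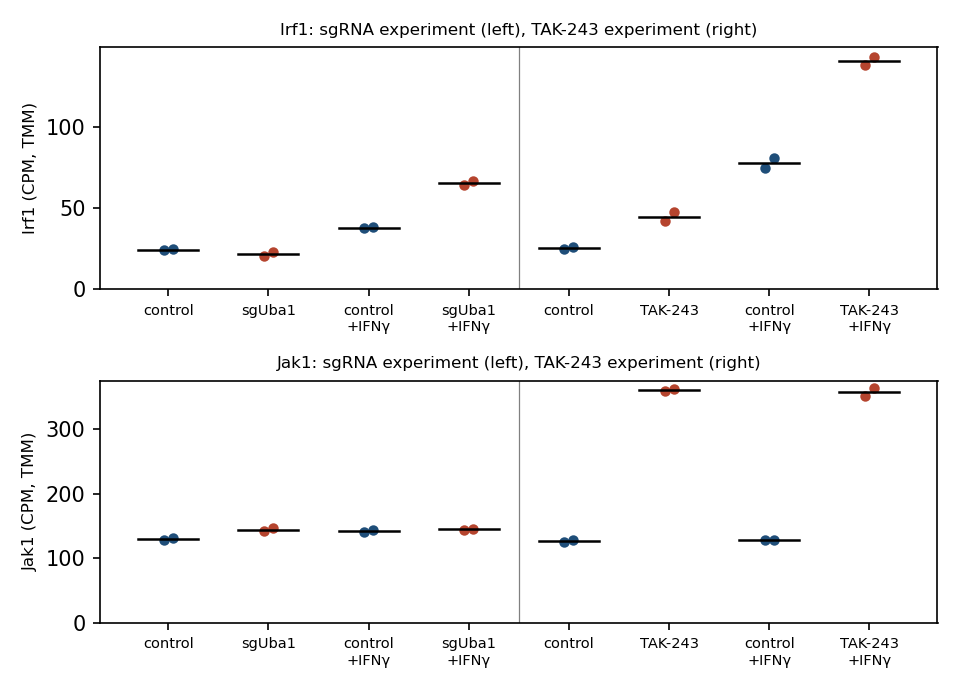
RNA of Irf1 and Jak1 (CPM after TMM normalization, y axis) in Myc-CaP cells, with the sgRNA experiment at the left and the TAK-243 experiment at the right of the vertical line; points are libraries (n = 2 per group) and lines are group means. Jak1 lies at 361 and 357 CPM with TAK-243, without and with IFN-γ, and at 127 to 145 CPM in the other 6 groups.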

Of note, in mass spectrometry analysis, we identified previously reported (23) UBA1 targets, such as p53, MCL1, and c-Jun (Supplementary Fig. S7G). To exclude the possibility that JAK1 upregulation was due to stabilization of p53 or induction of apoptosis, we further performed a time course immunoblot analysis assessing the levels of JAK1, p53, and apoptosis (cleaved PARP) in cells treated with TAK-243 at different concentrations and for different durations (Supplementary Fig. S7H). We observed that under UBA1 inhibition, upregulation of JAK1 was stronger and happened earlier than upregulation of p53 or emergence of cleaved PARP (Supplementary Fig. S7H). Therefore, upregulation of JAK1 by UBA1 inhibition is unlikely to be a secondary effect caused by p53 upregulation or apoptosis. Intriguingly, MHC-I genes H2-K1 and H2-D1 were modestly stabilized by UBA1 inhibition (Supplementary Fig. S7I). However, an important component of surface MHC-I, B2M, was not significantly changed (Supplementary Fig. S7I). Importantly, in *Jak1*-null cells, TAK-243 treatment or co-treatment of TAK-243 and IFN-γ (Fig. 5J) failed to induce MHC-I surface expression, underscoring that JAK1-STAT1 signaling, but not the stabilization of H2-K1 and H2-D1, was crucial for surface MHC-I expression that was upregulated by UBA1 inhibition.

We also confirmed that UBA1-mediated JAK1 degradation was proteasome-dependent, as UBA1 inhibition failed to elevate JAK1 when the proteasome was inhibited with bortezomib (Supplementary Fig. S8A). Furthermore, inactivation of UBA1 strongly reduced ubiquitinated JAK1 both *in vitro* and *in vivo* (Supplementary Fig. S8B). STUB1 has been reported as an E3 ligase mediating JAK1 degradation (58) and implicated as an MHC-I negative regulator (53). Consistent with the literature, we found that knockdown or knockout of *Stub1* elevated JAK1 [Fig. 6A (top)] and MHC-I levels (Supplementary Fig. S8C). Importantly, depleting *Stub1* counteracted the decrease in JAK1 levels [Fig. 6A (bottom)] and increase in ubiquitinated JAK1 (Supplementary Fig. S8D) caused by *Uba1* overexpression. Collectively, the data support that STUB1 is an E3 ligase, responsible for UBA1-mediated JAK1 degradation.

**Figure 6.**
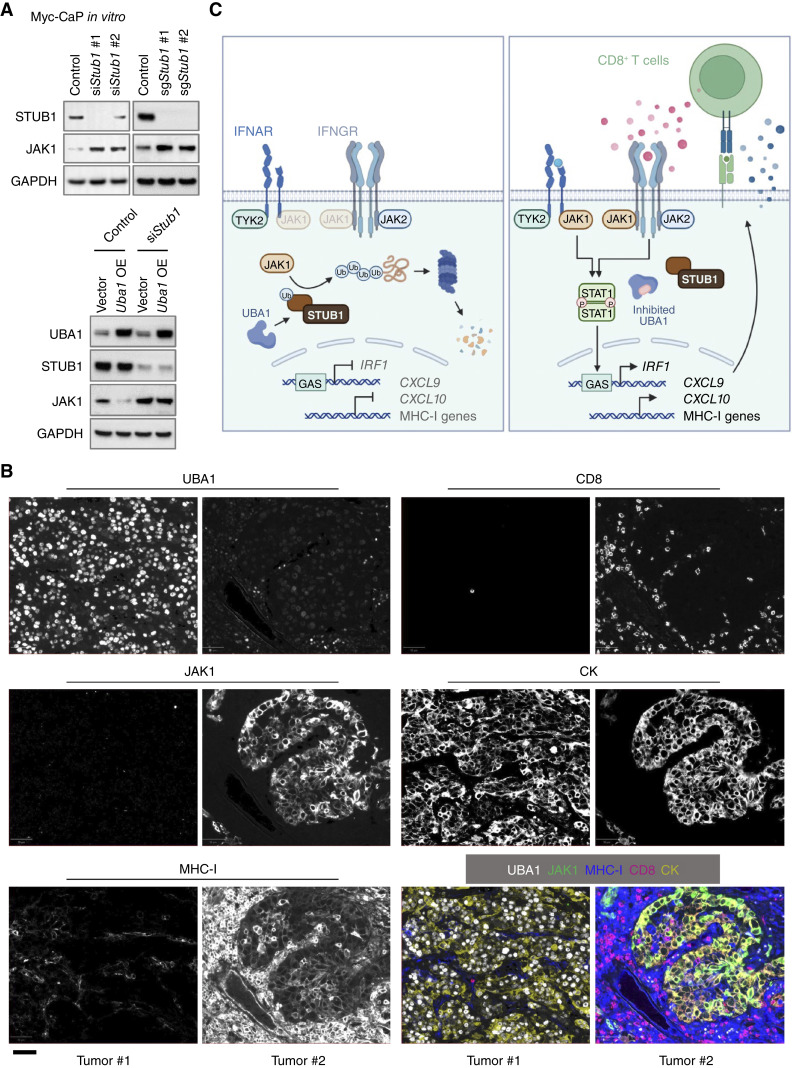
Depletion of *Stub1* upregulates JAK1. **A,** Top: immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells that received distinct siRNAs or sgRNAs targeting *Stub1*. Nontargeting siRNA or sgRNA was used as control, respectively. Bottom: immunoblot analysis assessing levels of the indicated proteins in the indicated Myc-CaP cells. OE, overexpression. **B,** Representative images of multiplex immunofluorescence staining for the indicated proteins in UBA1-high and UBA1-low human tumor samples. CK, pan-cytokeratin. Scale bar, 50 µm. **C,** Schematic showing that UBA1 upregulation in tumor cells facilitates STUB1-mediated proteasomal degradation of a key IFN sensor, JAK1, resulting in low expression of IFN-stimulated genes and thus an immune-cold tumor microenvironment (left). By contrast, inhibition of UBA1 elevates JAK1 and enhances response to IFNs, contributing to the formation of an immune-hot tumor microenvironment (right).

We next evaluated the impact of *Uba1* depletion or inactivation on JAK1 levels *in vivo*. As expected, we found that tumors with *Uba1* depletion or inactivation displayed significant reduction of ubiquitinated proteins (Supplementary Fig. S9A). Importantly, *Uba1* depletion or inactivation strongly increased JAK1 and IRF1, a downstream effector of JAK1/STAT1 signaling, *in vivo* (Supplementary Fig. S9A). We also investigated the impact of TAK-243 administration on JAK1 and MHC-I expression in tumor-associated macrophages. Intriguingly, we found that UBA1 expression was markedly higher in tumor cells than in macrophages [Supplementary Fig. S9B (left)], accompanied by increased abundance of ubiquitinated proteins [Supplementary Fig. S9B (left)]. Although a single dose of TAK-243 administration markedly reduced the levels of ubiquitinated proteins in tumor cells, their levels in macrophages, which had inherently lower expression of UBA1 and ubiquitinated proteins, were less affected [Supplementary Fig. S9B (left)]. Consistently, JAK1 and MHC-I were markedly upregulated in tumor cells, but not in the macrophages, by TAK-243 administration (Supplementary Fig. S9B). Consistent with these findings, our assessment of clinical samples revealed that UBA1 expression was considerably lower in macrophages than in tumor cells (Supplementary Fig. S9C).

We next examined the tumor-specific expression of UBA1, JAK1, and MHC-I in clinical samples. We observed significantly reduced levels of JAK1 and MHC-I in tumors with high tumor-specific UBA1 expression compared with UBA1-low tumors (Supplementary Fig. S10A). Of note, virtually all high-UBA1–expressing tumors showed low expression of JAK1 [Supplementary Fig. S10A (right)]. We further subjected UBA1-high and UBA1-low human tumor samples to multiplex immunofluorescence staining (Fig. 6B). As expected, tumor cells with high UBA1 expression showed lower JAK1 and MHC-I expression (Fig. 6B). Moreover, although low-UBA1–expressing tumors were surrounded by and infiltrated with a high density of CD8^+^ T cells, tumors with high UBA1 levels were immune-cold with low abundance of CD8^+^ T cells (Fig. 6B). We next treated human cancer cells with TAK-243 or small interfering RNAs (siRNA) targeting *UBA1* and found that treatment with TAK-243 or knockdown of *UBA1* upregulated JAK1 levels; this was accompanied by an increased response to IFN-γ or IFN-β, manifested by upregulation of p-STAT1, IRF1, and surface MHC-I (Supplementary Fig. S10B–S10F). These data show that inhibition or depletion of *UBA1* also stabilizes JAK1 and enhances the IFN response in human cancer.

## Discussion

Using comprehensive bioinformatics analyses, we identified the expression of *UBA1*, a gene frequently gained in cancer, as being associated with low levels of intratumoral CD8^+^ T cells, ICB resistance, and poor survival in ICB-treated cohorts. Through the use of syngeneic murine cell lines with partial *Uba1* depletion and models of *Uba1* overexpression, we established that UBA1 facilitates tumor progression and diminishes intratumoral CD8^+^ T cell levels. Mechanistically, UBA1 facilitates STUB1-mediated proteasomal degradation of JAK1 in tumor cells. This process leads to reduced expression of IFN-stimulated genes and consequently contributes to an immune-cold tumor microenvironment (Fig. 6C).

Intriguingly, apart from the T cell chemokines CXCL9 and CXCL10, we observed upregulation of surface MHC-I expression upon UBA1 inhibition or depletion in various cancer models (Fig. 5E and F; Supplementary Figs. S7F, S10C and S10D). Surface MHC-I without antigen loaded is unstable at physiological temperatures (52); therefore, these data suggest that UBA1 inhibition increases antigen presentation and results in tumor recognition by CD8^+^ T cells. This is seemingly contradictory to an antigen-processing role for proteasomal protein degradation (59–61). However, accumulating evidence has demonstrated that a substantial number of antigens can be processed in a ubiquitin- or proteasome-independent manner, supporting a more sophisticated mechanism of generating MHC-I–peptide complexes than had been previously recognized (62–65). Thus, we speculate that although antigen processing may be partially compromised by UBA1 inhibition, a strong elevation of JAK1 and IFN signaling yields an overall outcome of increased MHC-I surface expression. In line with this, a recent study incorporating three CRISPR screens shows *UBA1* is one of the 44 candidates that negatively regulate expression of both surface MHC-I and surface MHC-I–peptide complexes (53).

In summary, our study (i) identifies UBA1 as a biomarker predictive of clinical outcomes in ICB cohorts; (ii) implicates UBA1 in mediating immune evasion, thus promoting tumor progression; (iii) defines JAK1 stabilization as a primary mechanism through which UBA1 inhibition influences immune responses; and (iv) nominates the UBA1–STUB1 axis as an immuno-oncology therapeutic target. Importantly, administration of the clinical UBA1 inhibitor TAK-243 enhances efficacy of ICB in a series of preclinical models.

Despite these impactful findings, our investigation on TAK-243 efficacy has been limited to preclinical settings. Two phase I clinical trials of single-agent TAK-243 were initiated: NCT03816319 is ongoing, and NCT02045095 was terminated due to realignment of sponsor priorities. NCT03816319 is assessing the recommended phase II dose and activity of TAK-243 in patients with relapsed or refractory acute myeloid leukemia, myelodysplastic syndrome, or chronic myelomonocytic leukemia. However, evaluation of co-inhibiting UBA1 and immune checkpoint has not been initiated clinically. Based on our findings, clinical trials should be undertaken to evaluate UBA1 inhibitors (such as TAK-243) in combination with ICB as a new strategy to boost immunotherapy response across multiple cancer types.

## Methods

### Cell Lines and Reagents

Cell lines were acquired as previously described (66, 67). B16-F10, Myc-CaP, TRAMP-C2, VCaP, and A375 were purchased from ATCC, and B16-BL6 was purchased from Riken. Cell lines were maintained following the instructions from the manufacturers. Pellets of all cell lines were regularly sent to Labcorp Cell Line Testing division (Burlington) for authentication. All cell lines were tested for *Mycoplasma* contamination every 2 weeks to assure that they remained *Mycoplasma* free. TAK-243 (formerly known as MLN7243) was purchased from MedChemExpress. Recombinant mouse IFN-γ (#485-MI), mouse IFN-β (#8234-MB), and human IFN-γ (#285-IF) were acquired from R&D Systems. *UBA1*-targeting siRNAs (catalog #4427038; assay ID s599 and s600), *Stub1*-targeting siRNAs (catalog #4390771; assay ID s80536 and s80537), and the non-targeting control (catalog #4390843) were acquired from Thermo Fisher Scientific.

### Stable Cell Lines with Gene Overexpression or Depletion

*Uba1* gene was amplified with cDNA derived from Myc-CaP cells and constructed into the backbone pLenti CMVie-IRES-BlastR (Addgene; #119863). Successful construction was confirmed by Sanger sequencing. The *Uba1*-carrying vector or empty vector (control) was then co-transfected with pRSV-REV (Addgene; #12253), pMDLg/pRRE (Addgene; #12251), and pMD2.G (Addgene; #12259) into HEK293T cells to generate virus. The virus media was filtered with a 0.22-µm filter to remove cell debris, then the target cells were infected with the virus in medium containing 4 μg/mL of polybrene (Sigma-Aldrich; #H9268). One day after infection, infected cells were selected with blasticidin S (Thermo Fisher Scientific; #A1113903) at 10 μg/mL. Cells with gene depletion were generated as described previously (68). Briefly, single-guide RNAs (sgRNA) targeting early exons of the target genes were checked for off-target prediction using Off-Spotter (https://cm.jefferson.edu/Off-Spotter/), and sgRNAs with weak off-target potential were selected. The target sequences of all sgRNAs in this study are provided in Supplementary Table S2. The lentiCRISPR v2 (Addgene; #52961) was used to carry the sgRNAs, and the Golden Gate reaction was used for vector construction. Sanger sequencing was performed to confirm successful insertion. The vector containing the sgRNA was next transfected into target cells using Lipofectamine 3000 (Thermo Fisher Scientific; #L3000001). One day after transfection, cells were selected with puromycin, and then single cells were plated into 96-well dishes with a cell sorter (Sony SH800S). Sublines derived from the single cells were next expanded. Depletion of the target gene was determined by Sanger sequencing and immunoblot. For generating GFP-labeled cancer cells, viral Lenti-GFP containing cytomegalovirus (CMV)-driven GFP was acquired from the Biomedical Research Core Facilities at the University of Michigan (U-M) and used to infect the target cells. Two days after infection, the GFP-expressing cells were sorted using a cell sorter. All stable cell lines were assessed for *Mycoplasma* contamination every 2 weeks to assure that they remained *Mycoplasma* free.

### Flow Cytometry Analysis

Measurement of MHC-I surface expression in cultured cancer cells was performed as described previously (68). In brief, the cells were trypsinized and resuspended in MACS buffer (PBS containing 2% FBS and 2 mmol/L EDTA), stained with a LIVE/DEAD stain, Zombie NIR (BioLegend; #423106), and fluorophore-conjugated anti–MHC-I antibody. The cells were washed with 2 mL MACS after staining and then fixed with 2% paraformaldehyde in PBS prior to the analysis on a flow cytometer (Sony SH800S). In this experiment, the following antibodies were used: anti–H-2Kd (BD Biosciences; #562004) and anti–H-2Dd (BD Biosciences; #553580) for CT26, and anti–H-2Kq (BD Biosciences; #742296) and anti–H-2Dq/H-2Lq (BD Biosciences; #744853) for Myc-CaP. For measuring human MHC-I, anti–HLA-A,B,C (clone w6/32; BioLegend; #311406) was used.

For staining of T cell intracellular markers, tissues were weighed and cut into small pieces. They were then placed in digestion buffer, PBS containing 2% FBS and 0.5 mg/mL collagenase D (Roche; #COLLD-RO) and 0.25 mg/mL DNase I (Roche; #10104159001) for digestion at 37°C for 30 minutes. They were then filtered with 70-μm cell strainers, and then the suspensions were laid onto a density gradient medium (Lymphoprep; StemCell Technologies; #07851) in centrifuge tubes. After centrifugation, cell layers at the interface were harvested and washed with MACS. The cells were next cultured in RPMI 1640 (Gibco; #11875093) containing 10% FBS, 50 U/mL penicillin–streptomycin, 10 mmol/L HEPES, 27.5 µmol/L β-mercaptoethanol, 200 ng/mL phorbol 12-myristate 13-acetate, 1,000 ng/mL ionomycin, 1× brefeldin A, and 1× monensin at 37°C for 4 hours. The cells were then washed one time with PBS, stained with Zombie Green (BioLegend; #423112) in PBS, blocked with anti-mouse CD16/32 (BioLegend; #156604) in MACS, and stained with surface antibodies in MACS for 12 minutes at room temperature. The cells were next washed one time with 2 mL MACS, then fixation and permeabilization were performed with the Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific; #00-5523-00) following the instructions from the manufacturer. The cells were next stained with intracellular markers for 12 minutes at room temperature, washed one time with 2 mL 1× permeabilization buffer, and analyzed on a flow cytometer (BD LSRFortessa cell analyzer) with Absolute Counting Beads (Thermo Fisher Scientific; #C36950) added for quantification. The following surface antibodies were used in this experiment: anti-CD45 (BD Biosciences; #550994), anti-CD3 (BioLegend; #100237), anti-CD90.1 (BD Biosciences; #563770), anti-CD90.2 (BioLegend; #140327), anti-CD8 (BioLegend; #100742), and anti-CD4 (BD Biosciences; #553051). The following intracellular antibodies were used in this experiment: anti-Ki67 (Thermo Fisher Scientific; #56-5698-82), anti-granzyme B (BioLegend; #372208), and anti–IFN-γ (BD Biosciences; #562333).

For quantifying memory CD8^+^ T cells, tissues were weighed, cut, digested, filtered, and laid onto the density gradient medium as described above. After centrifugation and harvesting the interface cells, they were washed one time with PBS, stained with Zombie NIR (BioLegend; #423106) in PBS, blocked with anti-mouse CD16/32 (BioLegend; #156604) in MACS, and stained with the following surface antibodies in MACS for 12 minutes at room temperature. The cells were washed one time with 2 mL MACS and analyzed on a flow cytometer (BD LSRFortessa cell analyzer) with Absolute Counting Beads (Thermo Fisher Scientific; #C36950) added for quantification. Antibodies used in this experiment included anti-CD8 (Thermo Fisher Scientific; #MA5-16759), anti-CD44 (BD Biosciences; #563736), anti-CD62L (BioLegend; #104418), and anti-KLRG1 (BioLegend; #138412).

For assessing CD8^+^ T cell depletion after treatment of anti-CD8α antibody, 50 to 100 μL of blood was collected from the tail in an EDTA-coated tube. Anti–mouse CD16/32 (BioLegend; catalog #156604) was added to the blood and then the following antibodies used: anti-CD45 (BD Biosciences; #550994), anti-CD3 (BioLegend; #100237), anti-CD90.1 (BD Biosciences; #563770), anti-CD8 (BioLegend; #100742), and anti-CD4 (BD Biosciences; #553051). Staining was performed for 12 minutes at room temperature, then RBC Lysis Buffer (BioLegend; #420301) was used to lyse the red blood cells. The samples were then washed with MACS, fixed with 2% paraformaldehyde in PBS, and measured on the BD LSRFortessa cell analyzer.

FlowJo v.10.8.1. was used to analyze all flow cytometry data.

### scRNA-seq

Tumor tissues were cut into small pieces and then digested with PBS containing 2% FBS and 0.5 mg/mL collagenase D (Roche; #COLLD-RO) and 0.25 mg/mL DNase I (Roche; #10104159001) at 37°C for 30 minutes. Tissues were then filtered with 70-μm cell strainers, and then the cells were washed one time with PBS. Next, the cells were stained with Zombie NIR (BioLegend; #423106) in PBS, blocked with anti–mouse CD16/32 (BioLegend; #156604) in MACS, and stained with anti-CD45 (BD Biosciences; #550994) in MACS for 12 minutes at room temperature. Live CD45^+^ cells were then sorted with a cell sorter (Sony SH800S). For pathway enrichment and identifying differently expressed genes (DEG) in malignant cells, live CD45^−^ cells were mixed 1:1 with live CD45^+^ cells, prior to subjection to scRNA-seq. Sequencing was performed using the Chromium Next GEM Single Cell 3′ HT Kit v3.1 (Dual Index), a product from 10× Genomics, following the instructions from the manufacturer. The sequencing was performed with the Illumina NovaSeq.

Per-sample FASTQ files were generated from the raw base call files using Cell Ranger (69) *mkfastq*. The raw gene count matrices were generated from the FASTQ files using the Cell Ranger count command and the 10× Genomics supplied *mm10* reference. *Seurat* (70) and *scDblFinder* (71) were used to remove cells that were either classified as doublets, had counts of less than 200 genes, or had more than 5% mitochondrial genes. The samples were then processed using Seurat methods, including log-normalization, scaling, PCA dimensionality reduction, Uniform Manifold Approximation and Projection dimensionality reduction, and clustering of cells. Malignant cell clusters were identified as clusters having a low expression of *Cd45* (also known as *Ptprc*) and high expression of *Ar* and *Myc*. Immune cell clusters were identified as clusters having high expression of *Cd45*. The immune cell clusters were further annotated using a previously published single-cell mice immune cell dataset (72) and *Seurat* label-transfer methods, *FindTransferAnchors* and *TransferData*. Although basophil clusters were not present in the reference dataset, they were identified in the samples as clusters with high expressions of *Mcpt8* and *Cd200r3*. The top 10 DEGs were identified using *FindAllMarkers*. Control and treatment samples were integrated using 2,000 integration features and *Seurat IntegrateData*. T-cell clusters were separated and reprocessed to identify more granular subclusters. The subclusters were annotated based on their top 10 DEGs, in combination with manually assessing the difference of *Cd8a*, *Cd8b*, *Rora*, and *Cd4* expression. Pseudobulk matrices for each sample were generated and used for pathway enrichment analysis between conditions. Gene set ranking [log_2_ fold change × −log_10_ (*P* value)] with the *fgsea* package was used for the gene set enrichment analysis. The hallmark pathway analysis was based on the Molecular Signatures Database (73, 74).

### Animal Experiments

The U-M Institutional Animal Care and Use Committee approved all experimental protocols. Subcutaneous tumor models were established by injecting B16-F10 cells (3 × 10^5^), B16-BL6 cells (3 × 10^5^), CT26 cells (5 × 10^5^), MC38 cells (3 × 10^6^), Myc-CaP cells (3 × 10^6^), or TRAMP-C2 cells (3 × 10^6^) in a volume of 50 µL to both flanks of their syngeneic immunocompetent mice or SCID mice. Female BALB/c, male (for TRAMP-C2) or female C57BL/6, male FVB, and SCID mice, aged 6 to 8 weeks, were used. All animals were acquired from The Jackson Laboratory. Cells were washed and resuspended in PBS prior to injection. Tumor volume was measured 5 to 9 days after tumor cell injection and conducted every 2 to 4 days, using calipers. The formula (*W*^2^ × *L*)/2, in which W is minor tumor axis and L the major, was used for tumor volume calculation. All mice were pathogen free and maintained in a cycle of 12-hour light/dark.

### *In Vivo* Treatments

Mice were randomized when tumors reached 35 to 100 mm^3^. Preparation and intravenous administration of TAK-243 followed the previously described protocol (23). Administration of TAK-243 was performed at 25 mg/kg, two times a week. Anti–PD-1 (clone RMP1-14) and its isotype control were from Bio X Cell and administered intraperitoneally, two times a week, at 50 μg per mouse for MC38 tumor models and at 200 μg per mouse for all the other models. For depletion of T cells, anti–mouse CD8α (clone 2.43), anti–mouse CD4 (clone GK1.5), or their isotype controls from Bio X Cell were administrated intraperitoneally on 1 day before tumor cell inoculation or co-treatment and TAK-243 and anti–PD-1, at 400 μg per mouse, and subsequently 100 μg per mouse one time every 3 days until the end of the experiment.

### Evaluation of *In Vivo* Drug Synergism

Evaluation of *in vivo* drug synergism was performed with a publicly available tool, CombPDX (https://licaih.shinyapps.io/CombPDX/), following the tutorial (44). Combination indexes were generated under the Highest Single Agent reference model. A combination index larger than zero was defined as supra-additive (synergistic; ref. 44).

### Cell Sorting

Tumor tissues were cut into small pieces and then digested with PBS containing 2% FBS and 0.5 mg/mL collagenase D (Roche; #COLLD-RO) and 0.25 mg/mL DNase I (Roche; #10104159001) at 37°C for 30 minutes. Tissues were then filtered with 70-μm cell strainers, then washed one time with PBS. Next, the cells were stained with Zombie NIR (BioLegend; #423106) in PBS, blocked with anti–mouse CD16/32 (BioLegend; #156604) in MACS, and stained with anti-CD45 (BD Biosciences; #550994) and anti-F4/80 (BD Biosciences; #565613) in MACS for 12 minutes at room temperature. The live CD45^+^ F4/80^+^ cells were then sorted using a cell sorter (SONY SH800S), and the live GFP-labeled tumor cells were sorted by GFP expression. The sorted cells were then subjected to further analysis.

### Human Studies

The U-M Institutional Review Board approved the acquisition and use of clinical data in this study. Patients were recruited at the U-M Hospital in Ann Arbor, Michigan. Patient samples were sequenced through the MI-ONCOSEQ clinical sequencing program (30, 75–77) at the Michigan Center for Translational Pathology. Data from pretreatment samples were analyzed for predicting treatment resistance and survival. Treatment response was assessed using RECIST1.140 criteria, with pseudo progression [imRECIST criteria (78)] excluded. The Michigan Center for Translational Pathology Clinical Laboratory Improvement Amendments–compliant laboratory performed sequencing of patient samples with approved protocols, in line with recognized ethical guidelines, as described previously (76, 77, 79). Written informed consents were obtained from the patients. Population characteristics of the cohort are shown in Supplementary Table S3.

### Bulk RNA-seq

After checking the quality of RNAs on an Agilent Bioanalyzer using the Eukaryote Total RNA Nano kit (Agilent Technologies; #5067-1511), the KAPA RNA HyperPrep Kit with RiboErase (Roche Sequencing Solutions; catalog #08098140702) was used to build the libraries with a total of 800 ng RNA for each sample, following the user’s manual. Briefly, enzymatic digestion was used to remove ribosomal RNAs, then the RNAs were fragmented with heat in fragmentation buffer. The 200- to 300-bp fragmented RNAs were next converted to cDNAs using reverse transcriptase and random primer. Second strands were next synthesized to obtain double-stranded cDNAs. New England Biolabs adapters were attached and then DNAs were amplified using the KAPA HiFi HotStart mix and New England Biolabs dual barcode. Library quality was assessed with Agilent Bioanalyzer using DNA 1000 Kit (Agilent Technologies; catalog #5067-1504), and NovaSeq 6000 was then used for sequencing. Data analysis was performed with packages *limma* (80, 81) and *edgeR* (82). Gene set ranking [log_2_ fold change × −log_10_ (*P* value)] with the *fgsea* package was used for gene set enrichment analysis. The hallmark pathway analysis was based on the Molecular Signatures Database (73, 74).

### Analysis of RNA-seq Data

Public bulk RNA-seq data from ICB-treated cohorts were downloaded from the cBioPortal (https://www.cbioportal.org/; refs. 83–85), the Tumor Immunotherapy Gene Expression Resource (http://tiger.canceromics.org/#/), the Kaplan–Meier plotter (https://kmplot.com/analysis/; ref. 86), or directly from the research article. Main datasets used in this study include two metastatic melanoma datasets [Snyder and colleagues (87) and Van Allen and colleagues (34)], a metastatic clear-cell renal cell carcinoma dataset [Miao and colleagues (36)], a glioblastoma dataset [Zhao and colleagues (35)], and a non–small cell lung cancer dataset [Jung and colleagues (37)]. Data from pretreatment samples were analyzed to determine if expression of *UBA1* was predictive of treatment response and patient survival. The best cutoff distinguishing high or low expression was used in the dichotomized analysis. The CTL signature (28) was composed of *CD8A*, *CD8B*, *GZMA*, *GZMB*, and *PRF1*, and the effector CD8 T-cell signature (32, 33) was composed of *CD8A*, *IFNG*, *GZMA*, *GZMB*, *TBX21*, *CXCL9*, *CXCL10*, and *PRF1*.

### qRT-PCR

QIAzol Lysis Reagent was used to lyse cells, and the RNeasy Mini Kit (QIAGEN) was used for RNA extraction, following the instructions from the manufacturer. The Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific; #K1671) was next used to obtain cDNAs, and the Fast SYBR Green Master Mix (Thermo Fisher Scientific; #4385612) was used for qPCR. qPCR was conducted in a 386-well format on QuantStudio 5 or 7 Pro system (Thermo Fisher Scientific). *ACTB* was used as a control for normalization, and 2^−ΔΔCT^ was used to determine the relative abundance of the target transcripts. Information for the primers used in this experiment are given in Supplementary Table S4.

### CRISPR/Cas9 Knockout Screens

The sgRNAs targeting genes upregulated by TAK-243 treatment were designed, synthesized, and constructed to pLentiGuide-Puro (GenScript), by GenScript. Six sgRNAs were designed for each gene. Myc-CaP cells were infected with virus carrying pLentiCas9-Blast (GenScript). After blasticidin (10 µg/mL) selection, expression of Cas9 was confirmed with immunoblotting. The Cas9-expressing cells were then infected with virus carrying the library at multiplicity of infection less than 0.3. Five days after puromycin (10 µg/mL) selection, the cells were treated with 75 nmol/L TAK-243 for 4 hours, and then 1 ng/mL of IFN-γ or 0.1 ng/mL of IFN-β for an additional 18 hours. After harvesting a pre-sort bulk population, the cells were stained with Zombie NIR (BioLegend; #423106), anti–H-2Kq (BD Biosciences; #742296), and anti–H-2Dq/H-2Lq (BD Biosciences; #744853). Cells with the highest 10% of MHC-I expression from the live cell population were sorted with a cell sorter (SONY SH800S). Sufficient cells were harvested to ensure 500× coverage. Genomic DNAs were extracted from the frozen pre-sorted and sorted cell pellets using the DNeasy Blood & Tissue Kit (QIAGEN, 69504), following manufacturer’s instructions. The sgRNAs were amplified with two rounds of PCR using Herculase II Fusion DNA Polymerase (Agilent Technologies, 600677) and the following primers:

First-round forward primer: TTTGCATATACGATACAAGGCTG;
First-round reverse primer: TCAAGATCTAGTTACGCCAAGC;
Second-round forward primer: TTTCTTGGGTAGTTTGCAGTTTT;
Second-round reverse primer: TCAAGATCTAGTTACGCCAAGC.

The PCR products were purified and size-selected using the Select-a-Size DNA Clean & Concentrator Kit (Zymo Research, D4080) and then Novex TBE Gels, 6%, 10-well (Thermo Fisher Scientific, catalog #EC6265BOX). The purified PCR products were then subjected to deep sequencing. Putative MHC-I regulators were identified by comparing sgRNA abundance among the top 10% of the cells with the highest MHC-I expression and pre-sorted populations. The sgRNAs with less than 50 reads in the pre-sorted populations were filtered, and genes with less than three targeting sgRNAs remaining were removed. Data from the CRISPR screen in Myc-CaP treated with TAK-243 + IFN-γ or TAK-243 + IFN-β are given in Supplementary Table S5 or Table S6, respectively.

### IHC

After paraffin embedding, tumor tissues were sectioned, deparaffinized, and rehydrated. Sodium citrate buffer (10 mmol/L sodium citrate, 0.05% Tween 20, pH 6.0) was then used for antigen retrieval. Sections were next treated with 3% H_2_O_2_ and blocked with 5% goat serum diluted in PBS. After blocking, samples were incubated with primary antibody overnight at 4°C, followed by washing with PBST buffer (0.1% Tween 20 in PBS). Sections were then stained with secondary antibody for 1 hour, washed with PBST, developed with 3,3′-diaminobenzidine (Vector Laboratories, SK-4100), and incubated with hematoxylin for 2 minutes for counterstaining. After mounting, images of sections were acquired with a microscope. Quantification was conducted after deconvoluting the layer of brown from the image in a downloadable online software: Fiji (ImageJ; https://imagej.net/software/fiji/downloads). Scoring for UBA1 levels was independently performed by two histologists. Primary antibodies used in this experiment included anti-UBA1 (Proteintech; #15912-1-AP), anti–HLA class 1 ABC (EMR8-5; ab70328), anti-JAK1 (Cell Signaling Technology; #3344), anti-IRF1 (Cell Signaling Technology; #8478), and anti-ubiquitinylated proteins antibody, clone FK2 (Sigma, 04-263). Secondary antibodies used in this experiment included horseradish peroxidase (HRP) goat anti–rabbit IgG secondary (Vector Laboratories; #MP-7451-15) and HRP goat anti–mouse IgG secondary (Vector Laboratories; #MP-7452-15).

### Immunoprecipitation

Immunoprecipitation was performed as described previously (88). Briefly, cells or minced tumor tissues were lysed with lysis buffer (50 mmol/L Tris-HCl pH 7.5, 120 mmol/L NaCl, 1 mmol/L EDTA, and 0.5% NP-40) supplemented with a protease inhibitor cocktail (Cell Signaling Technology; #5871). The lysates were then precleared with 0.25 µg of the control IgG (rat IgG2b isotype control; Thermo Fisher Scientific, 02-9288) and 20 μL Protein A/G PLUS-Agarose beads (Santa Cruz Biotechnology, sc-2003) at 4°C for 30 minutes. Cell lysates of 0.5 mg total proteins were incubated with 1.0 μg of anti-JAK1 antibody (R&D Systems, MAB4260) or the control IgG overnight with rotation at 4°C, and then 3-hour incubation with 20 μL Protein A/G PLUS-Agarose beads. The agarose beads were next washed five times with wash buffer (20 mmol/L Tris-HCl pH 7.5, 100 mmol/L NaCl, 1 mmol/L EDTA, 0.5% NP-40). The precipitated proteins were then denatured by the addition of NuPAGE LDS Sample Buffer (Thermo Fisher Scientific, NP0007) and heated at 70°C for 10 minutes. The proteins were then subjected to immunoblot analysis. The following antibodies were used in the immunoblot analysis: anti-GAPDH (Cell Signaling Technology; #3683S), anti-JAK1 (Cell Signaling Technology; #3332), and anti-ubiquitin (Cell Signaling Technology; #3936S).

### Immunofluorescence

Staining of CD8, UBA1, and DAPI was performed on the Ventana Discovery Ultra, and images were acquired using a florescence microscope, with pseudo-color: green for CD8, purple for UBA1, and blue for DAPI. Antibodies used in this experiment included anti-UBA1 (Cell Signaling Technology; #4890) and anti-CD8 (Roche; #790-4460). Staining of MHC-I was performed according to the previously described protocol (68). After paraffin embedding, tumor tissues were sectioned, deparaffinized, and rehydrated. Sodium citrate buffer (10 mmol/L sodium citrate, 0.05% Tween 20, pH 6.0) was then used for antigen retrieval. The sections were then blocked with goat serum (diluted to 5% in PBS) and incubated overnight at 4°C with the MHC-I antibody (Novus Biologicals, NB100-64952). After three washes with PBS, the sections were incubated with Alexa Fluor 488 goat anti–rat IgG (Jackson ImmunoResearch, 112-545-167), for 1 hour at room temperature. After mounting, images of the sections were acquired with a microscope. Quantification was performed using Fiji (ImageJ) software. Multiplex immunofluorescence was performed with the Lunaphore COMET system, using the following antibodies: anti-UBA1 (Cell Signaling Technology; #4890), anti-HLA Class 1 ABC (EMR8-5; ab70328), anti-JAK1 (Cell Signaling Technology; #3344), and anti-CD8, anti–pan-cytokeratin, and anti-CD68 antibodies were provided by Lunaphore.

### Immunoblot

Cells were washed with PBS and then lysed with RIPA buffer (Thermo Fisher Scientific; #89901) containing a protease inhibitor cocktail (Cell Signaling Technology; #5871). After sonication and removal of debris by centrifugation, protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific; #23227). The samples were then run on SDS-PAGE, followed by transferring to polyvinylidene difluoride membrane (Merck; #IPVH00010). Blocking was next applied to the membrane followed by incubation of the primary antibody at 4°C overnight. The membrane was then washed with TBST (0.1% Tween 20 in TBS) and incubated with HRP-linked secondary antibody. After the second wash, target proteins were visualized using the chemiluminescent substrate (Thermo Fisher Scientific; #34096) on the ChemiDoc XRS+ Imaging System (Bio-Rad). Antibodies used in this study included anti-GAPDH (Cell Signaling Technology; #3683S), anti-vinculin (Cell Signaling Technology; #18799S), anti-JAK1 (Cell Signaling Technology; #3344), anti-JAK1 (Cell Signaling Technology; #3332), anti-UBA1 (Cell Signaling Technology; #4891), anti-STAT1 (Tyr701; Cell Signaling Technology; #9167), anti-IRF1 (Cell Signaling Technology; #8478), and anti-ubiquitin (Abcam, ab134953).

### Mass Spectrometry

Cells were washed with PBS and then lysed with RIPA buffer (Thermo Fisher Scientific; #89901) containing a protease inhibitor cocktail (Cell Signaling Technology; #5871). After sonication and removal of debris by centrifugation, the protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific; #23227). A total of 75 mg of protein at 2 mg/µL for each sample was sent for mass spectrometry. The U-M Biomedical Research Core Facilities performed mass spectrometry and analyzed the data. Data from the mass spectrometry are given in Supplementary Table S7.

### Analysis of a Public scRNA-seq Dataset

A recently published scRNA-seq dataset from an ICB-treated melanoma cohort (89) was used in this study. The data were acquired from the KU Leuven Research Data Repository in the form of RDS files with metadata included. Cell-type annotations followed the original study. Malignant cells in pretreatment samples were used in the analysis. The Seurat package (v4.1.1) was used for single-cell analysis. Log1p was used for data normalization, and Seurat’s unsupervised graph-based clustering approach was used for clustering. FetchData function from Seurat was used to extract *UBA1* expression from each cell.

### Cell Proliferation Assay

*In vitro* proliferation of cancer cells was determined by the confluence of cells on 96-well dishes. The IncuCyte ZOOM system was used to capture cell images and calculate the confluence.

### Statistical Analysis

All data points were derived from distinct samples. Prism version 8 (GraphPad Software) was used for data analysis. Means ± SD or ± SEM were used for data presentation, as stated in the figure legends. A *P* value less than 0.05 was used to indicate statistical significance. All statistics were adjusted with Bonferroni correction.

### Data Availability

Sequencing data have been deposited to the NCBI Gene Expression Omnibus (accession numbers GSE253880 and GSE253810). All other data are given in the article or the Supplementary Materials.

## Supplementary Material

Supplementary Table S1 Supplementary Table S1. UBA1 protein expression and levels of intratumoral CD8+ T cells in tumor samples.

Supplementary Table S2 Supplementary Table S2. Target sequences of the sgRNAs used in this study.

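Supplementary Table S2 gives a pair of target sequences against mouse Uba1, and each was searched on both strands of 141767 GENCODE M21 transcripts (GRCm38). The sequence of sgUba1 #1, TACCAATGTCCTCCTCCCGA, lies on the minus strand of chromosome X from 20669136 to 20669155, in exon 5 of 26 of the coding transcripts, and is followed by the PAM AGG. The sequence of sgUba1 #2, TAGCCGTGGTATCAAGCTAG, lies on the plus strand from 20670263 to 20670282, in exon 6 of 26, and is followed by TGG. Both lie in coding sequence. Exact matches were found in 4 and 3 transcripts, all of Uba1, of which 2 each encode protein. Introns and intergenic sequence were not searched. The sample labels of the sequenced tumors and cells do not name which of the guides they carry.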

Supplementary Table S3 Supplementary Table S3. Population characteristics of the MI-ONCOSEQ ICB cohort.

Supplementary Table S4 Supplementary Table S4. Sequences of primers used in RT-qPCR in this study.

Supplementary Table S5 Supplementary Table S5. Data from the CRISPR screen in Myc-CaP cells treated with TAK-243 + IFN-γ.

Supplementary Table S6 Supplementary Table S6. Data from the CRISPR screen in Myc-CaP cells treated with TAK-243 + IFN-β.

Supplementary Table S7 Supplementary Table S7. Data from the mass spectrometry in Myc-CaP cells treated with TAK-243.

Supplementary Figure S1 Supplementary Figure S1. High expression of UBA1 is associated with low levels of intratumoral CD8+ T cells and predictive of ICB resistance and poor survival in ICB cohorts.

Supplementary Figure S2 Supplementary Figure S2. UBA1 promotes tumor growth by mediating immune escape.

Supplementary Figure S3 Supplementary Figure S3. UBA1 diminishes intratumoral functional T cells.

Supplementary Figure S4 Supplementary Figure S4. UBA1 inhibition synergizes with anti-PD-1 therapy to control tumor growth.

Supplementary Figure S5 Supplementary Figure S5. UBA1 inactivation upregulates interferon signaling.

Supplementary Figure S6 Supplementary Figure S6. UBA1 inactivation upregulates interferon signaling via stabilizing JAK1.

Supplementary Figure S7 Supplementary Figure S7. UBA1 inactivation upregulates interferon signaling via stabilizing JAK1.

Supplementary Figure S8 Supplementary Figure S8. UBA1 mediates JAK1 ubiquitination via STUB1.

Supplementary Figure S9 Supplementary Figure S9. UBA1 inactivation upregulates interferon signaling *in vivo*.

Supplementary Figure S10 Supplementary Figure S10. UBA1 inactivation upregulates interferon signaling in human cancer.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S1 — High expression of UBA1 is associated with low levels of intratumoral CD8+ T cells and predictive of ICB resistance and poor survival in ICB cohorts.

Supplementary Figure S1

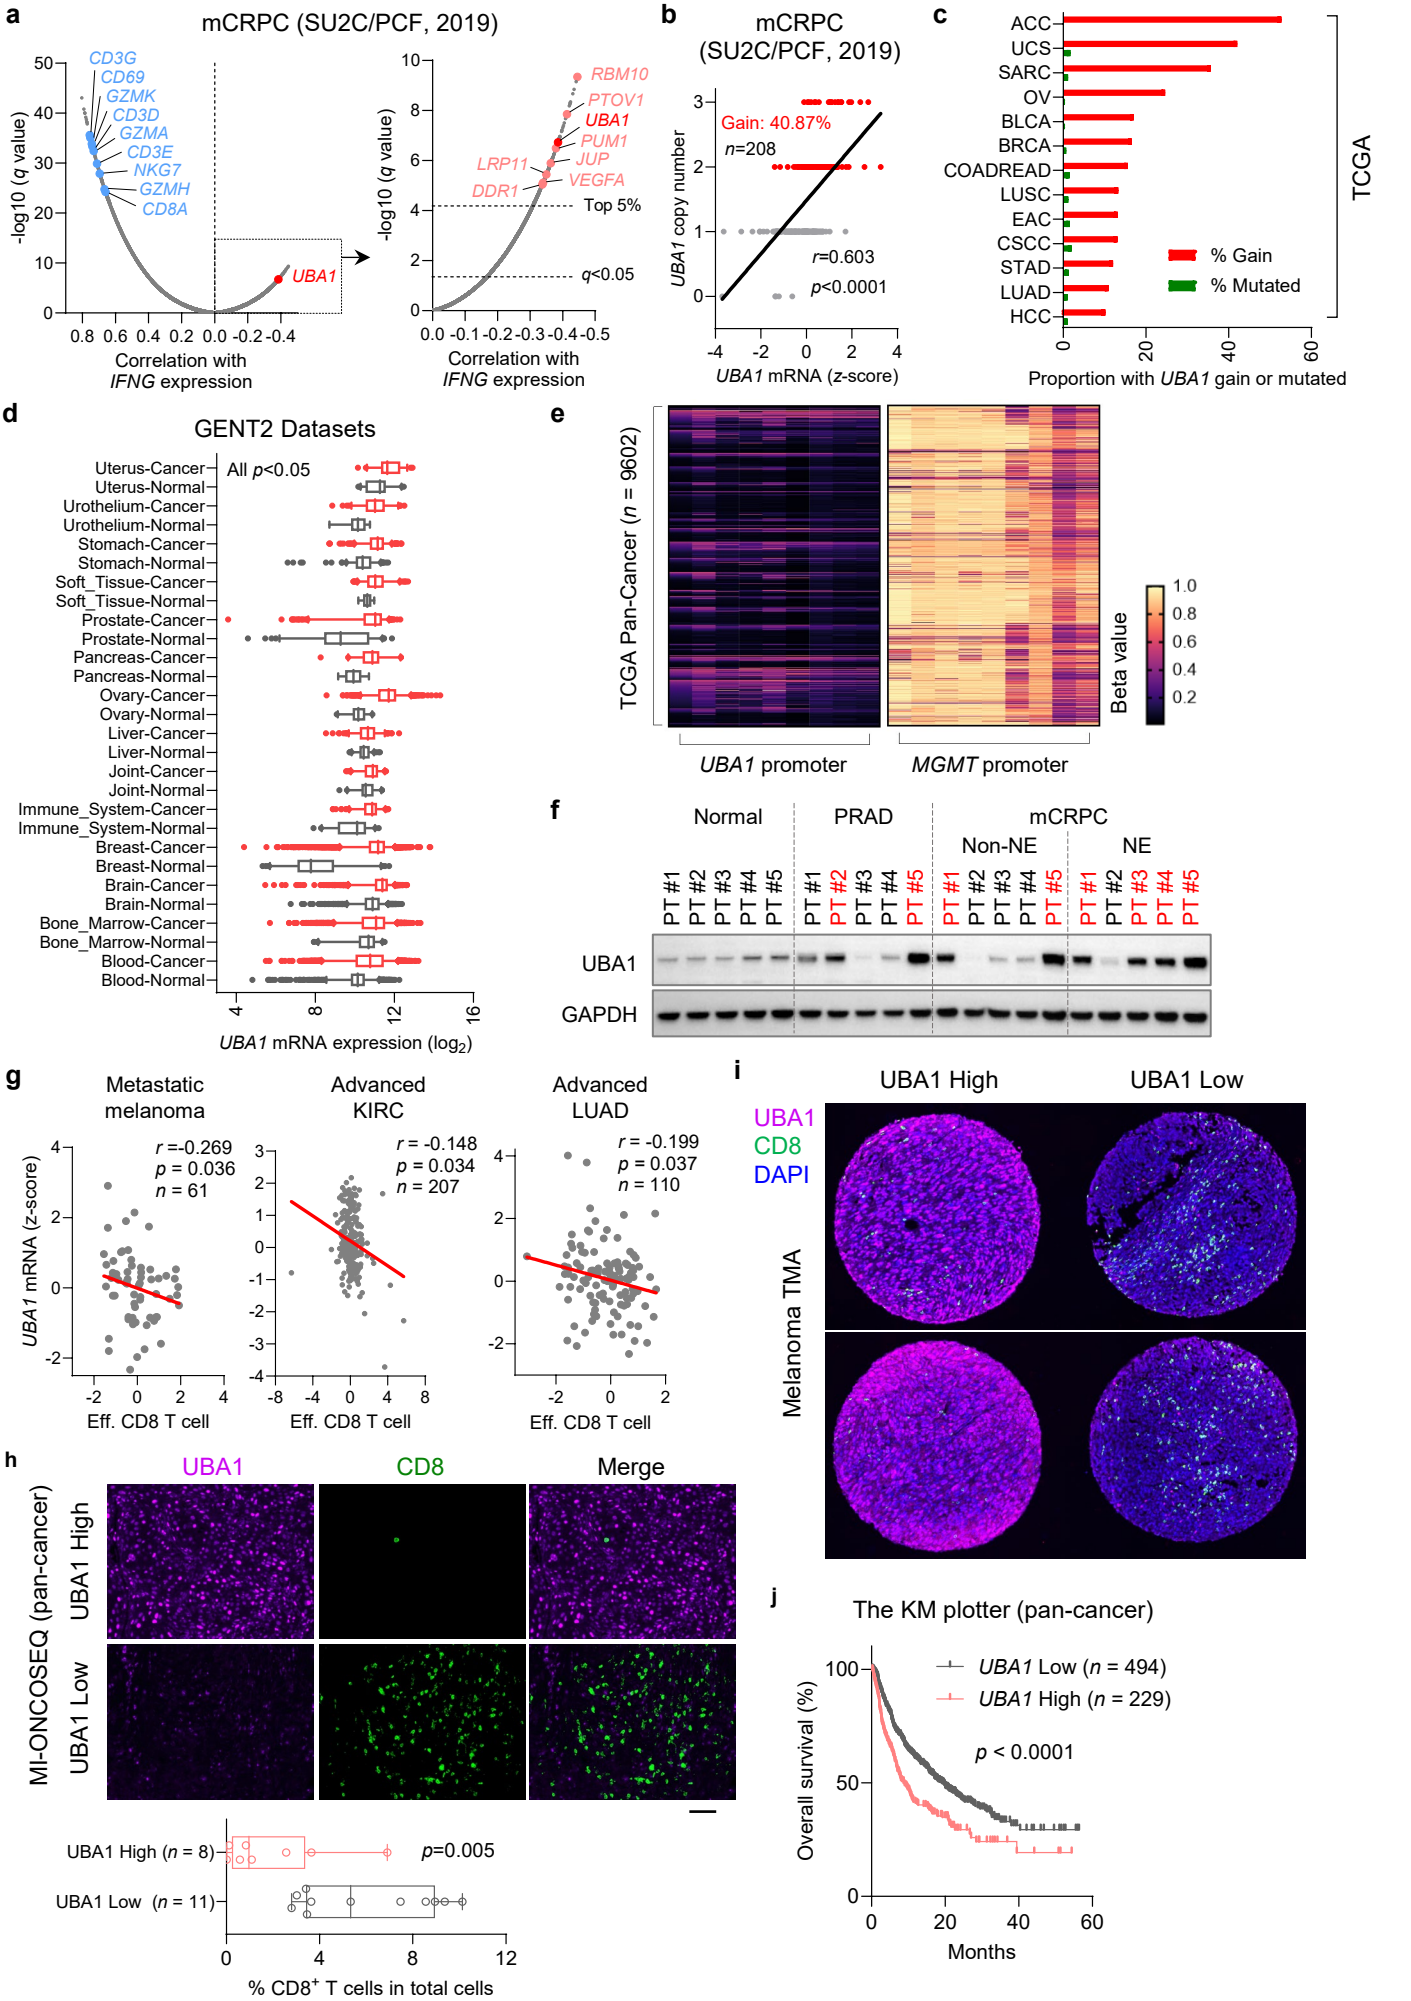

**Supplementary Figure S1:** **a**, Left: Spearman's correlation between mRNA expression of *IFNG* and other transcripts in the indicated metastatic castration-resistant prostate cancer (mCRPC) cohort. Genes that are associated with functional CD8<sup>+</sup> T cells are highlighted in blue. Right: Genes of which mRNA expression was inversely correlated with *IFNG* mRNA levels are shown. Genes that have been reported to be inversely associated with intratumoral amounts of CD8<sup>+</sup> T cells are highlighted in pink. **b**, Spearman's correlation between *UBA1* copy number and mRNA expression in the indicated mCRPC cohort. Frequency of copy-number-gain (gain) is shown. **c**, Proportion of cases with *UBA1* gains or mutations in the specified cancer types. Data were acquired from The Cancer Genome Atlas (TCGA). ACC: adrenocortical carcinoma; UCS: uterine carcinosarcoma; SARC: sarcoma; OV: ovarian serous cystadenocarcinoma; BLCA: bladder urothelial carcinoma; BRCA: breast invasive carcinoma; COADREAD: colorectal adenocarcinoma; LUSC: lung squamous cell carcinoma; EAC: esophageal adenocarcinoma; CESC: cervical squamous cell carcinoma; STAD: stomach adenocarcinoma; LUAD: lung adenocarcinoma; HCC: hepatocellular carcinoma. **d**, *UBA1* mRNA expression in normal or cancer tissues in the indicated cancer types. Data are collected from the GENT2 database. GENT2: Gene Expression patterns across Normal and Tumor tissues. **e**, Methylation status on the promoters of the indicated genes. Data are acquired from UCSC Xena (<https://xenabrowser.net/>). **f**, Immunoblot analysis assessing UBA1 and GAPDH protein levels in normal, primary, or metastatic prostate cancer tissues. PRAD: prostate adenocarcinoma; NE: neuroendocrine. **g**, Spearman's correlation between mRNA expression of *UBA1* and the indicated signature in the indicated datasets. The metastatic melanoma dataset is a combination of two studies (Snyder et al. 2014 [87] and Van Allen et al. 2015 [34]). Data for advanced (stage III and IV) KIRC and LUAD were acquired from TCGA. KIRC: kidney renal clear cell carcinoma; LUAD: lung adenocarcinoma; Eff.: effector. **h**, Representative images (top) or quantification (bottom) of immunofluorescence assessing CD8<sup>+</sup> T cells in tumors with low or high UBA1 protein levels in the indicated cohort. Scale bar: 50  $\mu$ m. **i**, Images of immunofluorescence for representative low or high UBA1-expressing tumors showing high or low amounts of intratumoral CD8<sup>+</sup> T cells, respectively, in a melanoma TMA. **j**, Overall survival of patients with tumors showing high or low pretreatment *UBA1* mRNA levels in the indicated cohort. Statistics were acquired by t-test in **d** and **h**, and log-rank test in **j**.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S2 — UBA1 promotes tumor growth by mediating immune escape.

Supplementary Figure S2

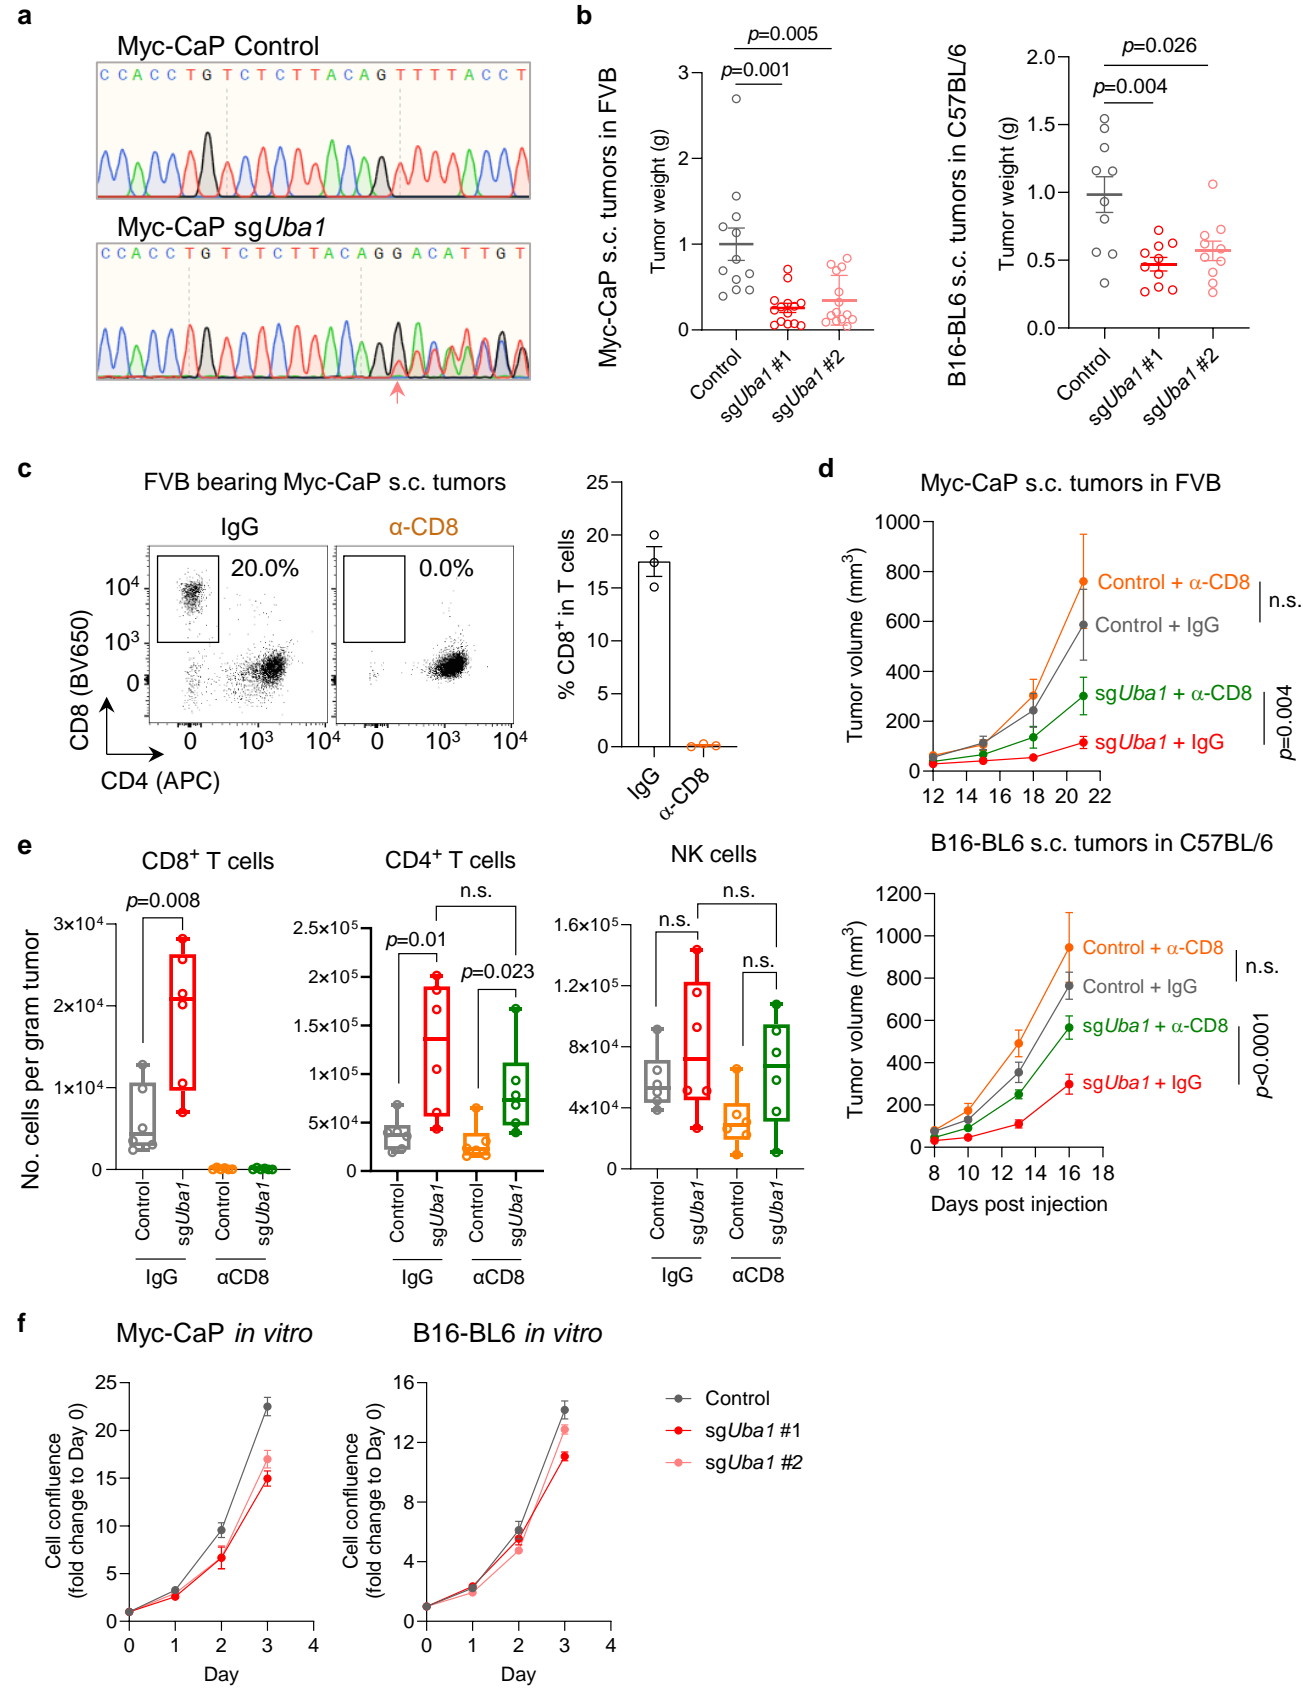

**Supplementary Figure S2:** **a**, Sanger sequencing on the region targeted by a single-guide RNA depleting *Uba1* (*sgUba1*) in a representative clone derived from Myc-CaP cells. Control: a clone received a non-targeting single-guide RNA (control). An arrow highlighting the position that starts to show mixture of wild-type and mutated alleles is shown. **b**, Weights of subcutaneous (s.c.) tumors derived from Myc-CaP (left) or B16-BL6 (right) cells transfected with non-targeting single-guide RNA (control) or independent single-guide RNAs depleting *Uba1* (*sgUba1* #1 and *sgUba1* #2), in the indicated mice ( $n = 5-7$  mice, per group). **c**, Quantification of flow cytometry measuring CD8<sup>+</sup> T cells in blood harvested from the indicated tumor-bearing FVB mice, four days post isotype control (IgG) or anti-mouse CD8 antibody ( $\alpha$ -CD8) injection. **d**, Volumes of s.c. tumors established with injection of control or *Uba1*-depleted Myc-CaP (top) or B16-BL6 (bottom) cells to the indicated mice, with or without depletion of CD8<sup>+</sup> cells as in **c** ( $n = 5$ , per group). Data are representative of two distinct single-guide RNAs. **e**, Flow cytometry measuring the absolute numbers of CD8<sup>+</sup> T cells, CD4<sup>+</sup> T cells, and NK cells in the indicated tumors from mice with ( $\alpha$ -CD8) or without (IgG) CD8 T cell depletion ( $n = 6$  mice, per group). **f**, *In vitro* proliferation of Myc-CaP (left) or B16-BL6 (right) cells with or without depletion of *Uba1*. Data were acquired with technical triplicates.

Data are presented as mean  $\pm$  SEM. Statistics were acquired by two-tailed Student's t test in **b** and **e** (n.s.: not significant) or by two-way ANOVA in **d**. Data in **b** are representative of two independent experiments.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S3 — UBA1 diminishes intratumoral functional T cells.

Supplementary Figure S3

**a** Myc-CaP s.c. tumors in FVB

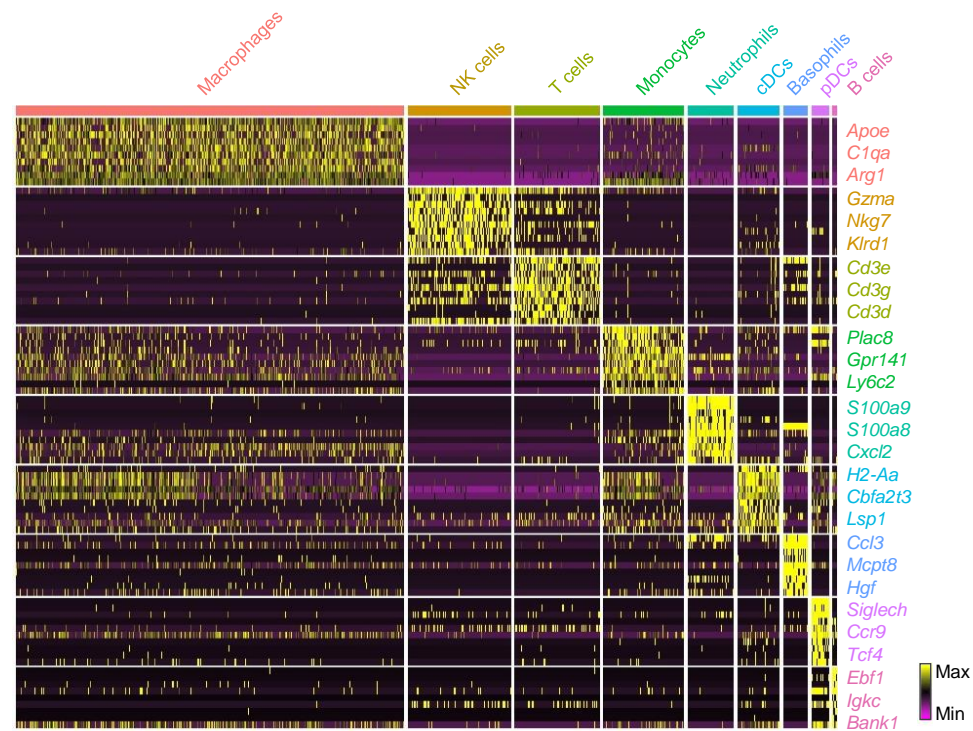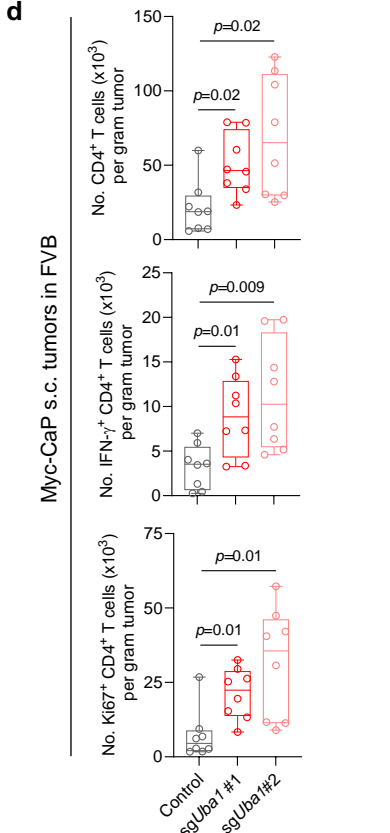

**b** Gating strategy for CD8<sup>+</sup> or CD4<sup>+</sup> T cell quantification

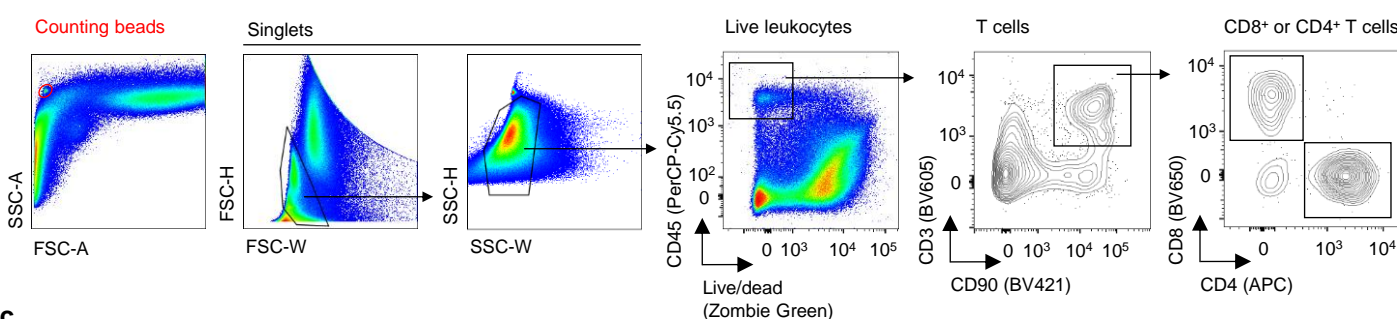

**c** Gating strategy for intracellular markers in T cells  
From CD8<sup>+</sup> T cells

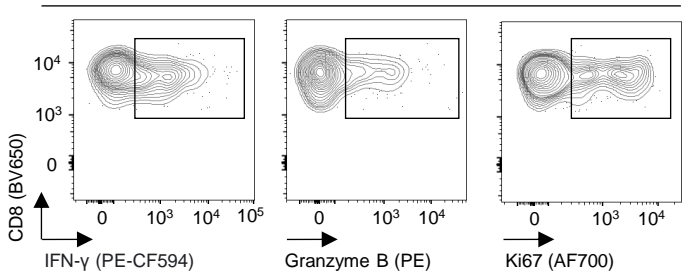

From CD4<sup>+</sup> T cells

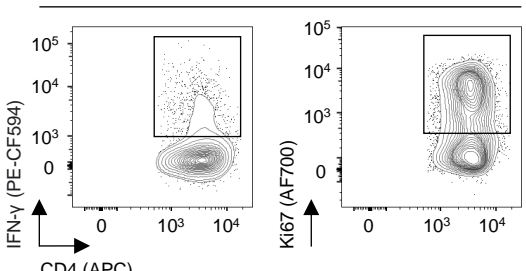

**e** Myc-CaP s.c. tumors in FVB

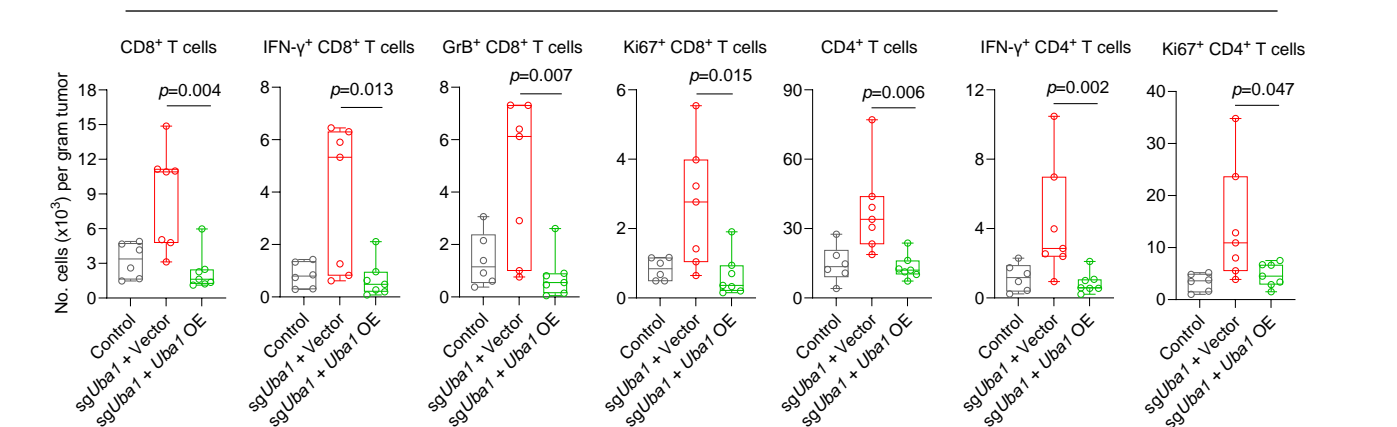

**Supplementary Figure S3:** **a**, Heatmap showing top 10 differentially expressed genes in each of the indicated clusters among CD45<sup>+</sup> immune cells from single cell RNA-sequencing. Three representative genes are shown on the right. **b–c**, Gating strategy for CD8<sup>+</sup> or CD4<sup>+</sup> T cell quantification (**b**) or for intracellular markers in T cells (**c**) in flow cytometry. **d**, Flow cytometry measuring the absolute numbers of CD4<sup>+</sup> T cells, IFN- $\gamma$ <sup>+</sup> CD4<sup>+</sup> T cells, or Ki67<sup>+</sup> CD4<sup>+</sup> T cells in the indicated tumors. **e**, Flow cytometry measuring the absolute numbers of the indicated immune cells in the indicated tumors.

All data are presented as box and whisker plots. Statistics were acquired by two-tailed Student's t test. Data in **d** are pooled from two independent experiments.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S4 — UBA1 inhibition synergizes with anti-PD-1 therapy to control tumor growth.

Supplementary Figure S4

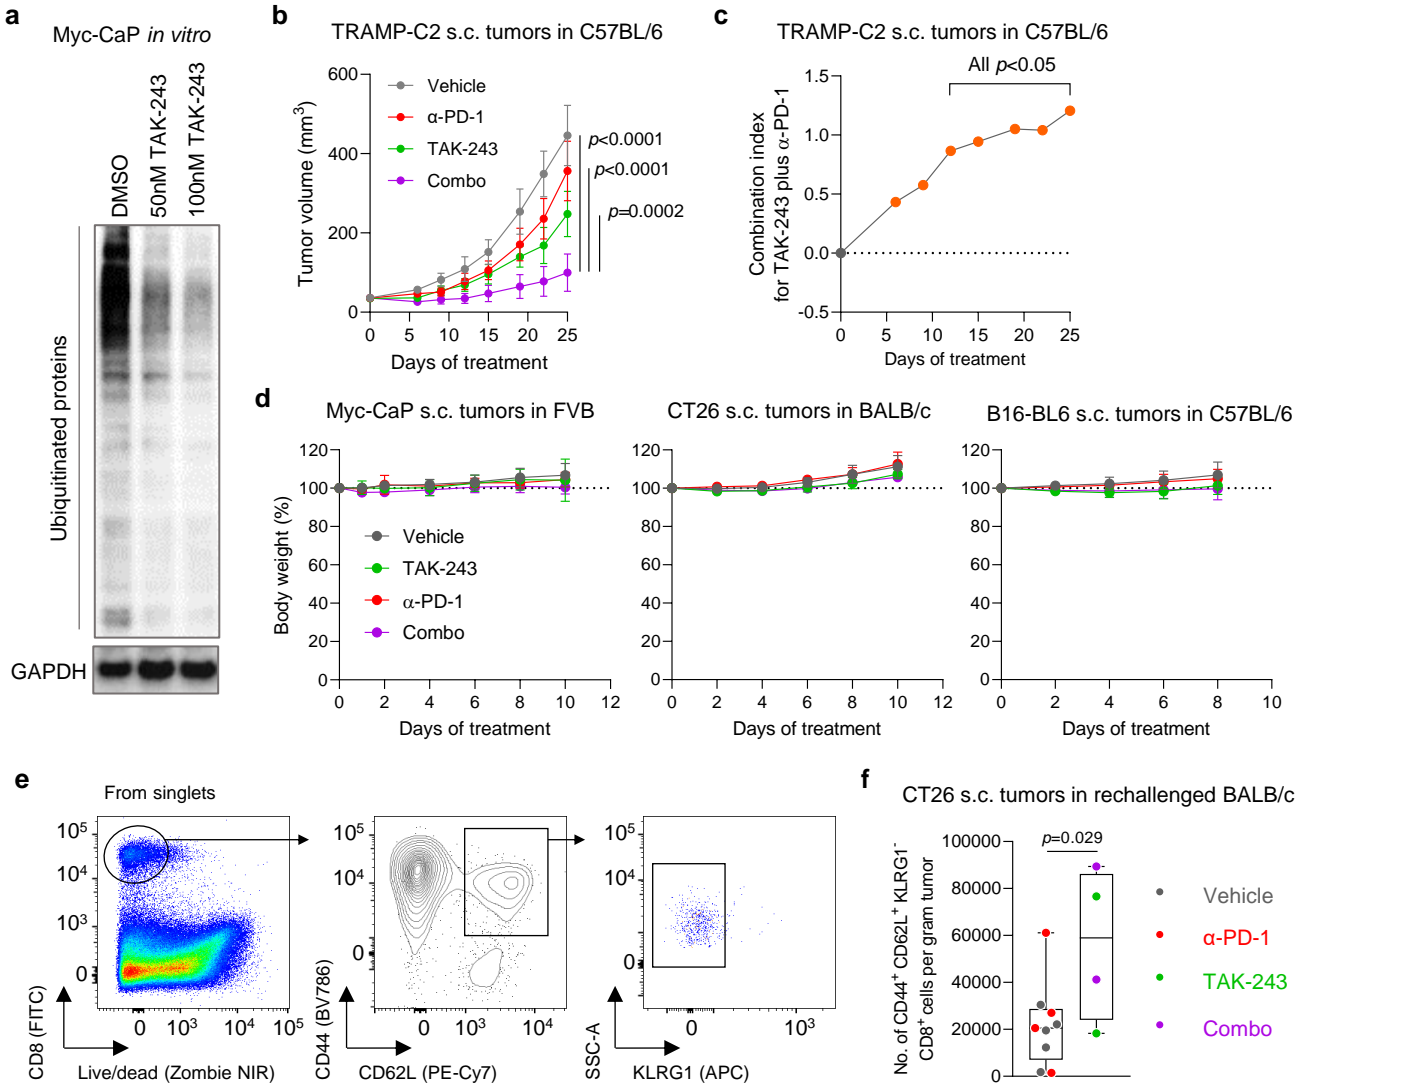

**Supplementary Figure S4:** **a**, Immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells treated with DMSO or TAK-243 at the indicated concentrations for 18 hours. **b**, Change of volume over time of the indicted tumor model, in the indicted mice treated with the indicated agents ( $n = 8$  mice per group). **c**, Evaluation of drug synergism, using CombPDX [44], for the combination of TAK-243 and anti-PD-1 in the indicated model, treated as in **b**. **d**, Body weight of syngeneic mice bearing Myc-CaP (left), CT26 (middle), or B16-BL6 (right) subcutaneous (s.c.) tumors and treated with the indicated agents ( $n = 5-10$  mice per group). TAK-243 was administered via intravenous (i.v.) injection. **e**, Gating strategy for memory CD8<sup>+</sup> T cells. **f**, Flow cytometry measuring the absolute numbers of memory CD8<sup>+</sup> T cells in CT26 s.c. tumors at rechallenged stage, in mice treated with the indicated agents. Combo: combined treatment of TAK-243 and anti-PD-1 ( $n = 4-9$  mice, per group).

Data are presented as mean  $\pm$  SEM in **b**, mean in **c**, mean  $\pm$  SD in **d** and box and whisker plots in **f**. Statistics were acquired by two-way ANOVA in **b** or by two-tailed Student's *t* test in **f**.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S5 — UBA1 inactivation upregulates interferon signaling.

Supplementary Figure S5

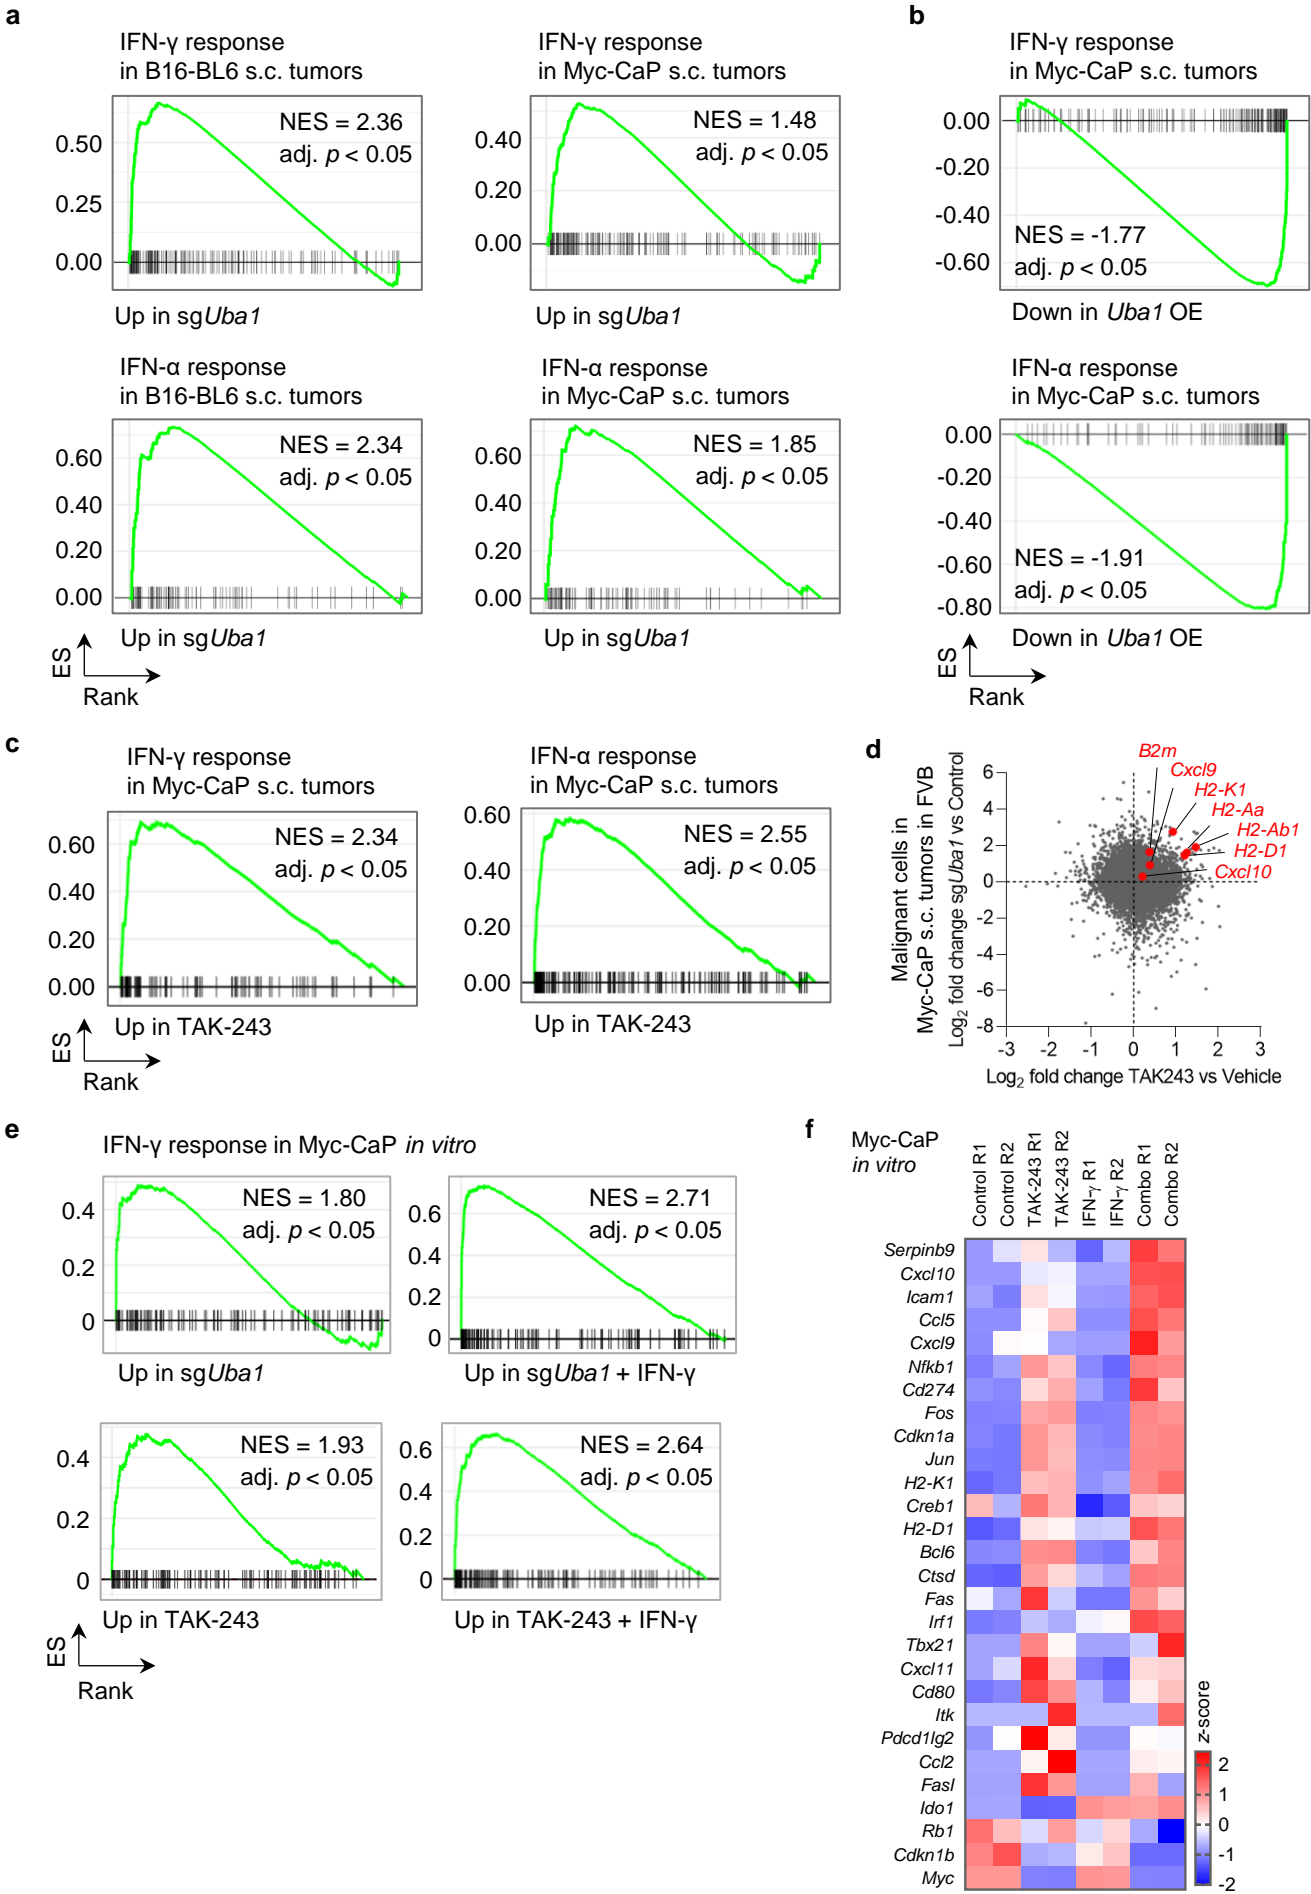

**Supplementary Figure S5: a–c**, Enrichment plots, from bulk RNA-sequencing, of the IFN- $\gamma$  or IFN- $\alpha$  response pathways of the indicated tumors with *Uba1* depletion (sg*Uba1*) versus (vs.) control (**a**), with *Uba1* overexpression (OE) vs. control (empty vector; **b**), or from mice treated with TAK-243 or vehicle (**c**). **d**, Differentially expressed genes identified in the scRNA-seq in **Fig. 5c**. Representative genes that are responsive to IFN- $\gamma$  are highlighted in red. TAK-243 was administered via i.v. injection, in **c–d**. **e**, Plots of the IFN- $\gamma$  response pathway enriched by bulk RNA-sequencing of Myc-CaP cells with *Uba1* depletion (sg*Uba1*) vs. control (top), or Myc-CaP cells treated with or without 50 nM TAK-243 for 18 hours (bottom), and stimulated with or without IFN- $\gamma$ . **f**, Heatmap showing mRNA levels of the indicated IFN- $\gamma$ -regulated genes in Myc-CaP cells treated with or without 50 nM TAK-243 for 18 hours, and stimulated with or without IFN- $\gamma$ . Combo: combination of TAK-243 and IFN- $\gamma$ .

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S6 — UBA1 inactivation upregulates interferon signaling via stabilizing JAK1.

Supplementary Figure S6

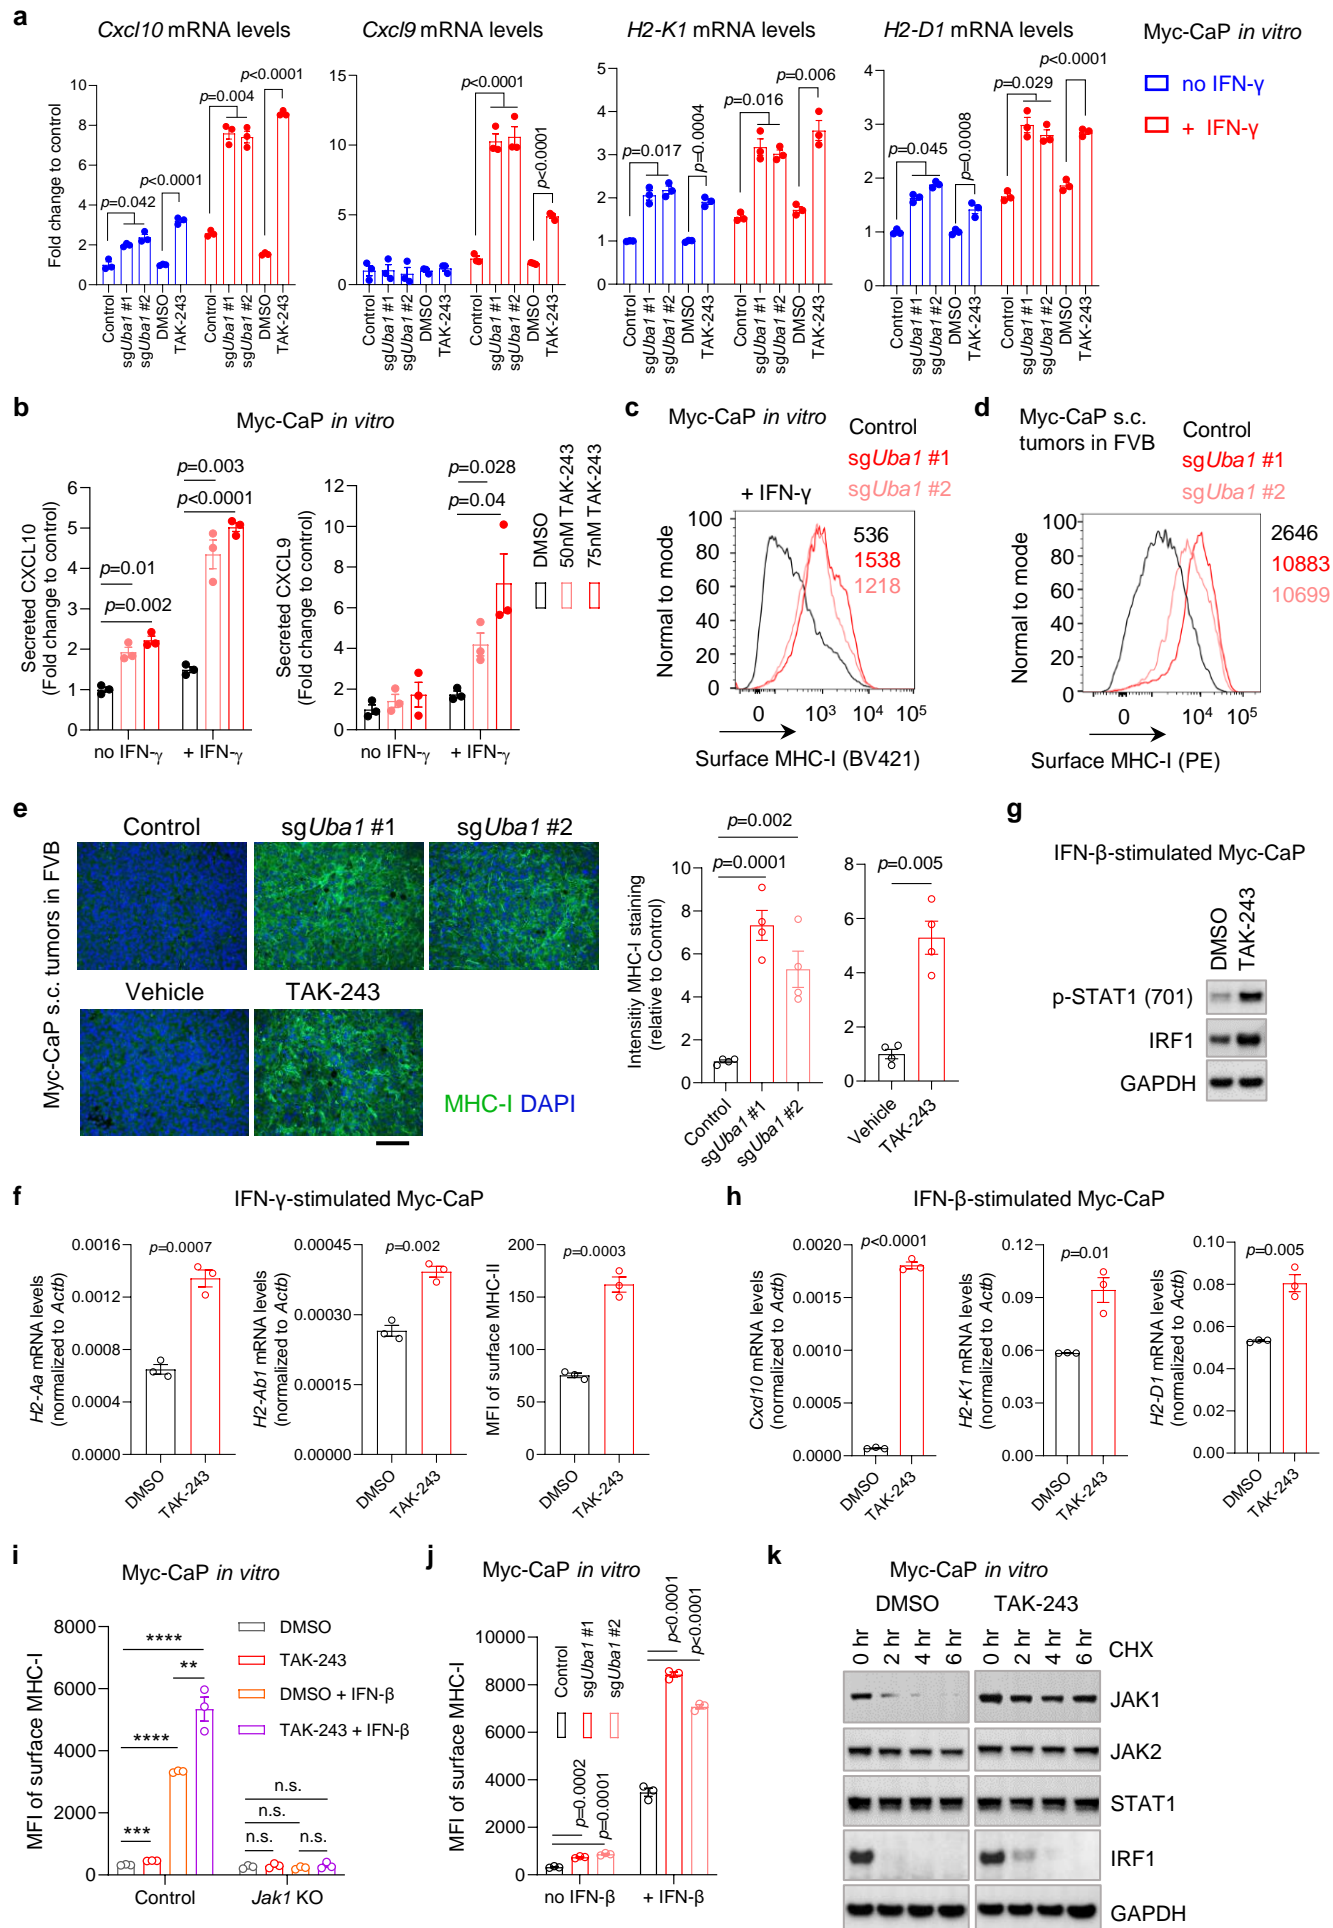

**Supplementary Figure S6:** **a**, Quantitative PCR measuring the mRNA levels of the indicated genes in Myc-CaP cells with *Uba1* depletion (sg*Uba1*) or UBA1 inhibition by 18 hours of 50 nM TAK-243 treatment, in the presence (red) or absence (blue) of IFN- $\gamma$  stimulation. Non-targeting single-guide RNA or DMSO were used as controls, respectively. Data were acquired from technical triplicates, representative of two independent experiments. **b**, ELISA measuring secreted CXCL10 (left) and CXCL9 (right) from Myc-CaP cells treated with TAK-243 at the indicated concentration for 18 hours. Data were acquired from technical triplicates, representative of two independent experiments. **c**, Representative images of flow cytometry measuring surface expression of MHC-I in Myc-CaP cells that received independent single-guide RNAs depleting *Uba1* (sg*Uba1* #1 and sg*Uba1* #2). Cells were stimulated with 1 ng/mL IFN- $\gamma$  for 18 hours. Cells receiving non-targeting single-guide RNA were used as control. Data are representative of three independent experiments. **d**, Representative images of flow cytometry measuring surface expression of MHC-I in GFP-labeled Myc-CaP tumor cells that were *Uba1*-depleted (sg*Uba1* #1 and sg*Uba1* #2) or control ( $n = 4$  mice, per group). **e**, Representative images and quantification of immunofluorescence assessing MHC-I expression in the indicated tumors. **f**, Quantitative PCR measuring the mRNA levels of the indicated genes (left and middle) and flow cytometry measuring the surface expression of MHC-II (right) in Myc-CaP cells treated with 100 nM TAK-243 for 18 hours in the presence of IFN- $\gamma$  stimulation. Data were acquired from technical triplicates, representative of two independent experiments. **g–h**, Immunoblot analysis assessing levels of the indicated proteins (**g**) or quantitative PCR measuring the mRNA levels of the indicated genes (**h**) in IFN- $\beta$ -stimulated Myc-CaP cells treated with or without 100 nM TAK-243 for 18 hours. **i**, Surface expression of MHC-I measured by flow cytometry in the indicated cells treated with or without 50 nM TAK-243 and stimulated with or without IFN- $\beta$ . **j**, Surface expression of MHC-I measured by flow cytometry in the indicated cells, stimulated with or without IFN- $\beta$ . **k**, Immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells treated with 100 nM TAK-243 for four hours and subsequently 50  $\mu$ g/ml of cycloheximide (CHX) for the indicated duration.

IFN stimulation was performed for 18 hours, with IFN- $\gamma$  at 1 ng/mL and IFN- $\beta$  at 0.1 ng/mL. Data are presented as mean  $\pm$  SEM. Statistics were acquired by two-tailed Student's *t* test, except **a** (sg*Uba1* vs. control; by two-way ANOVA). \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ; n.s.: not significant.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S7 — UBA1 inactivation upregulates interferon signaling via stabilizing JAK1.

Supplementary Figure S7

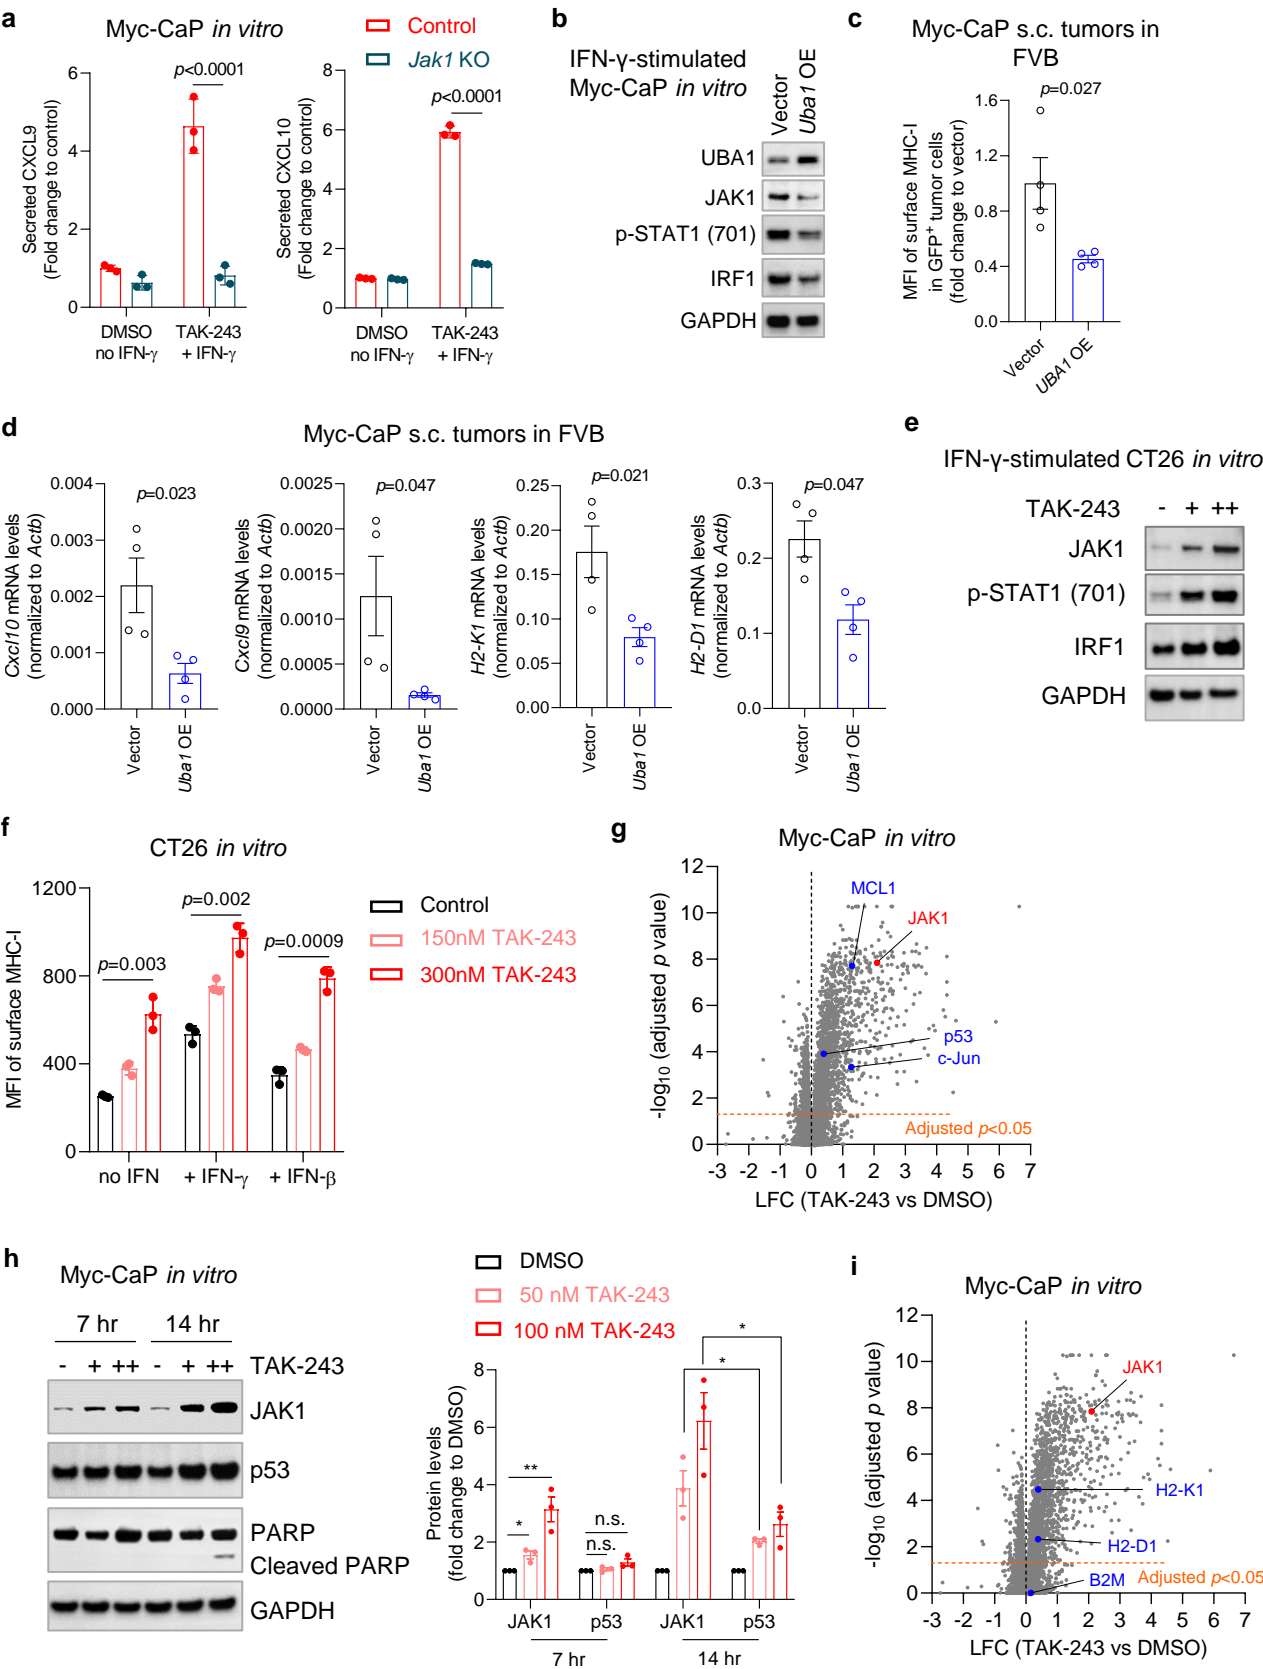

**Supplementary Figure S7:** **a**, ELISA measuring secreted CXCL9 (left) and CXCL10 (right) in Myc-CaP cells that received knockout of *Jak1* (*Jak1* KO) and were treated with 50 nM TAK-243 and stimulated with IFN- $\gamma$  for 18 hours. Cells that received non-targeting single-guide RNA were used as control. Data are representative of two independent experiments with two distinct single-guide RNAs. **b**, Immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells infected with virus carrying *Uba1* overexpression (OE) or empty vector, in the presence of IFN- $\gamma$  stimulation. **c**, Quantification of flow cytometry measuring surface expression of MHC-I in GFP-labeled Myc-CaP tumor cells that carried *Uba1* overexpression (OE) or empty vector ( $n = 4$  mice, per group). **d**, Quantitative PCR measuring the mRNA levels of the indicated genes in tumors derived from Myc-CaP cells with *Uba1* overexpression (OE) or empty vector ( $n = 4$  mice, per group). **e**, Immunoblot analysis assessing levels of the indicated proteins in CT26 cells treated with 150 nM or 300 nM TAK-243 for 18 hours in the presence or absence of IFN- $\gamma$  stimulation. **f**, Flow cytometry measuring surface expression of MHC-I in CT26 cells treated with 150 nM or 300 nM TAK-243 for 18 hours in the presence or absence of IFN- $\gamma$  or IFN- $\beta$  stimulation. IFN stimulation was performed for 18 hours, with IFN- $\gamma$  at 1 ng/mL and IFN- $\beta$  at 0.1 ng/mL. **g**, Mass spectrometry, shown in **Figure 5g**, with the proteins of interest being highlighted. LFC: Log<sub>2</sub> fold change. **h**, Representative images (left) and quantification (right) of Immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells treated with 50 nM or 100 nM TAK-243 for 7 or 14 hours (hr). Data were acquired from three biological replicates. Data are presented as mean  $\pm$  SEM. Statistics were acquired by two-tailed Student's *t* test. \* $p < 0.05$ ; \*\* $p < 0.01$ ; n.s.: not significant. **i**, Mass spectrometry, shown in **Figure 5g**, with the proteins of interest being highlighted.

Data are presented as mean  $\pm$  SD in **a** and **f**, and mean  $\pm$  SEM in **c**, **d** and **h**. Statistics were acquired by two-tailed Student's *t* test. Data in **a** and **f** were acquired from technical triplicates, representative of two independent experiments.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S8 — UBA1 mediates JAK1 ubiquitination via STUB1.

Supplementary Figure S8

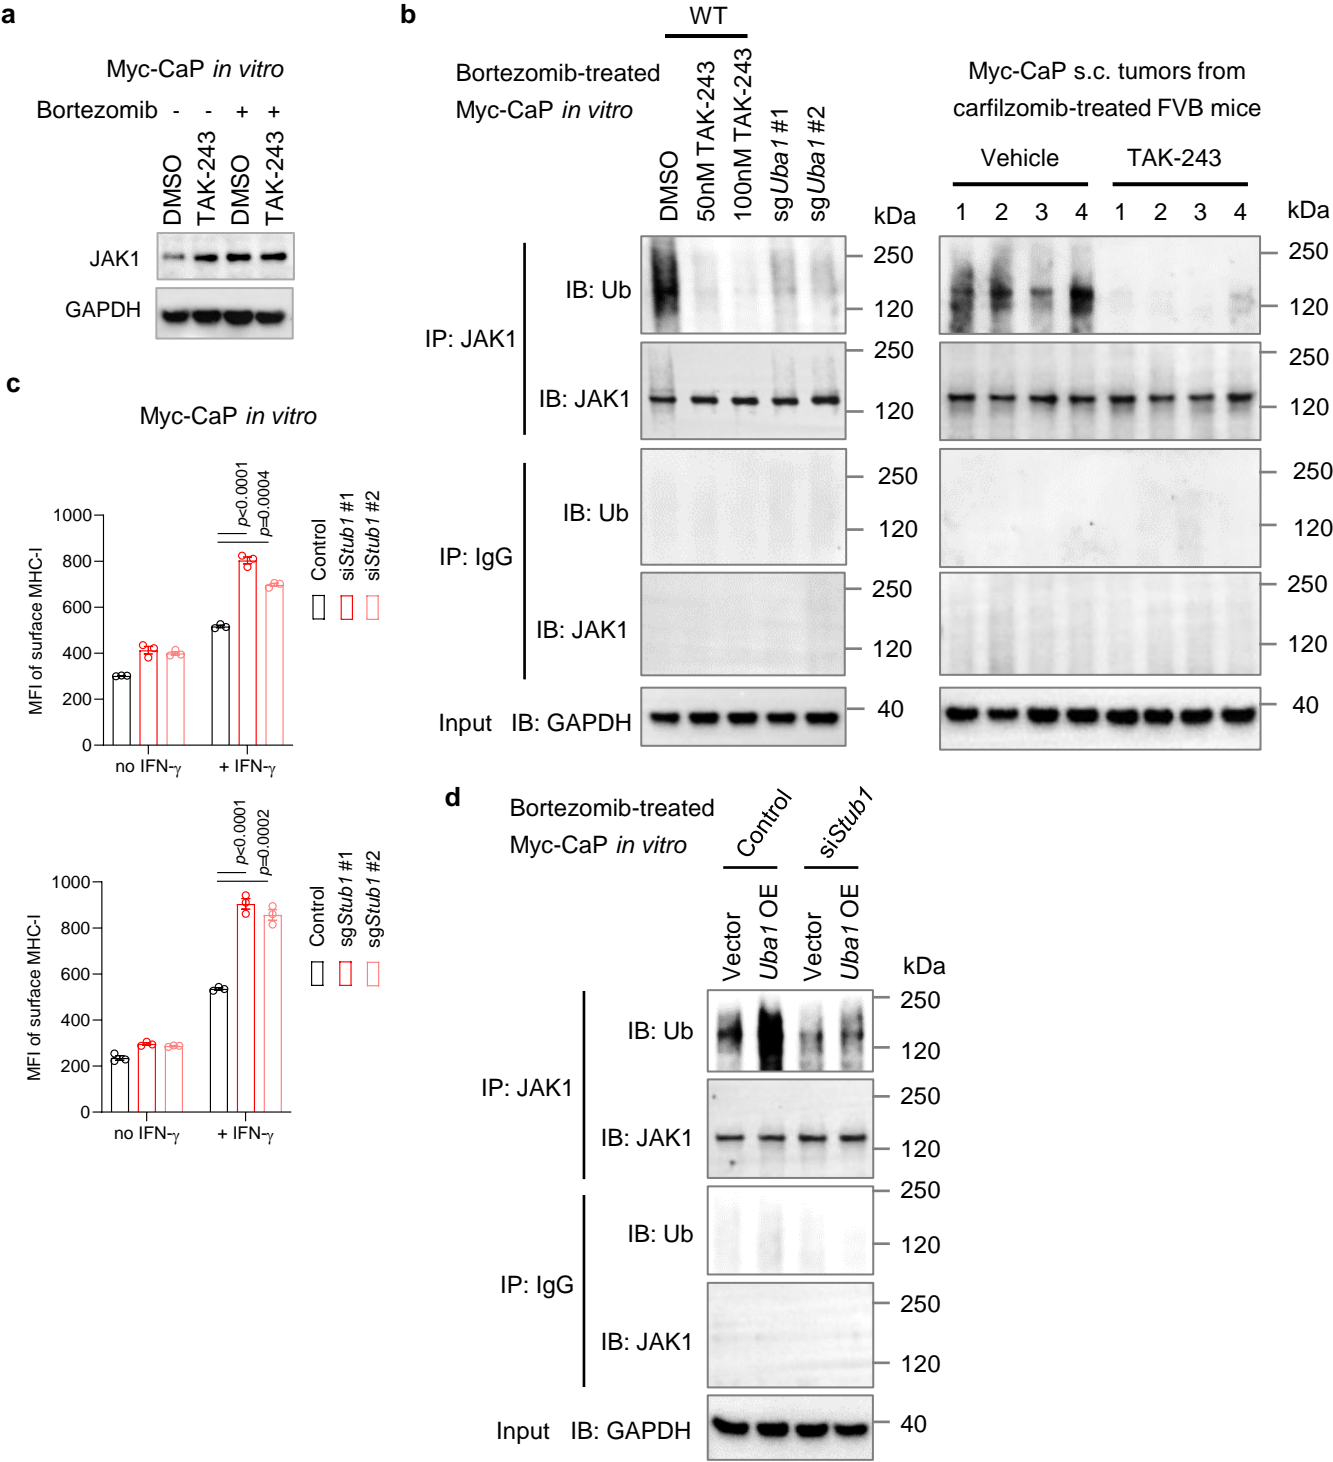

**Supplementary Figure S8:** **a**, Immunoblot analysis assessing levels of the indicated proteins in Myc-CaP cells treated with or without 75 nM TAK-243 for six hours and then with or without 1  $\mu$ M bortezomib for an additional six hours. **b**, Immunoblot analysis assessing levels of the indicated proteins after immunoprecipitation with anti-JAK1 antibody or the control IgG in bortezomib-treated Myc-CaP cells (left) or in Myc-CaP subcutaneous (s.c.) tumors derived from carfilzomib-treated FVB mice (right). Ub: ubiquitin. **c**, Flow cytometry measuring surface MHC-I expression in Myc-CaP cells that received distinct siRNAs (top) or sgRNAs (bottom) targeting *Stub1*. Non-targeting siRNA or sgRNA was used as control, respectively. Data are presented as mean  $\pm$  SD. Statistics were acquired by two-tailed Student's t test. **d**, Immunoblot analysis assessing levels of the indicated proteins after immunoprecipitation with anti-JAK1 antibody or the control IgG in the indicated bortezomib-treated Myc-CaP cells. OE: overexpression.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S9 — UBA1 inactivation upregulates interferon signaling in vivo.

Supplementary Figure S9

a

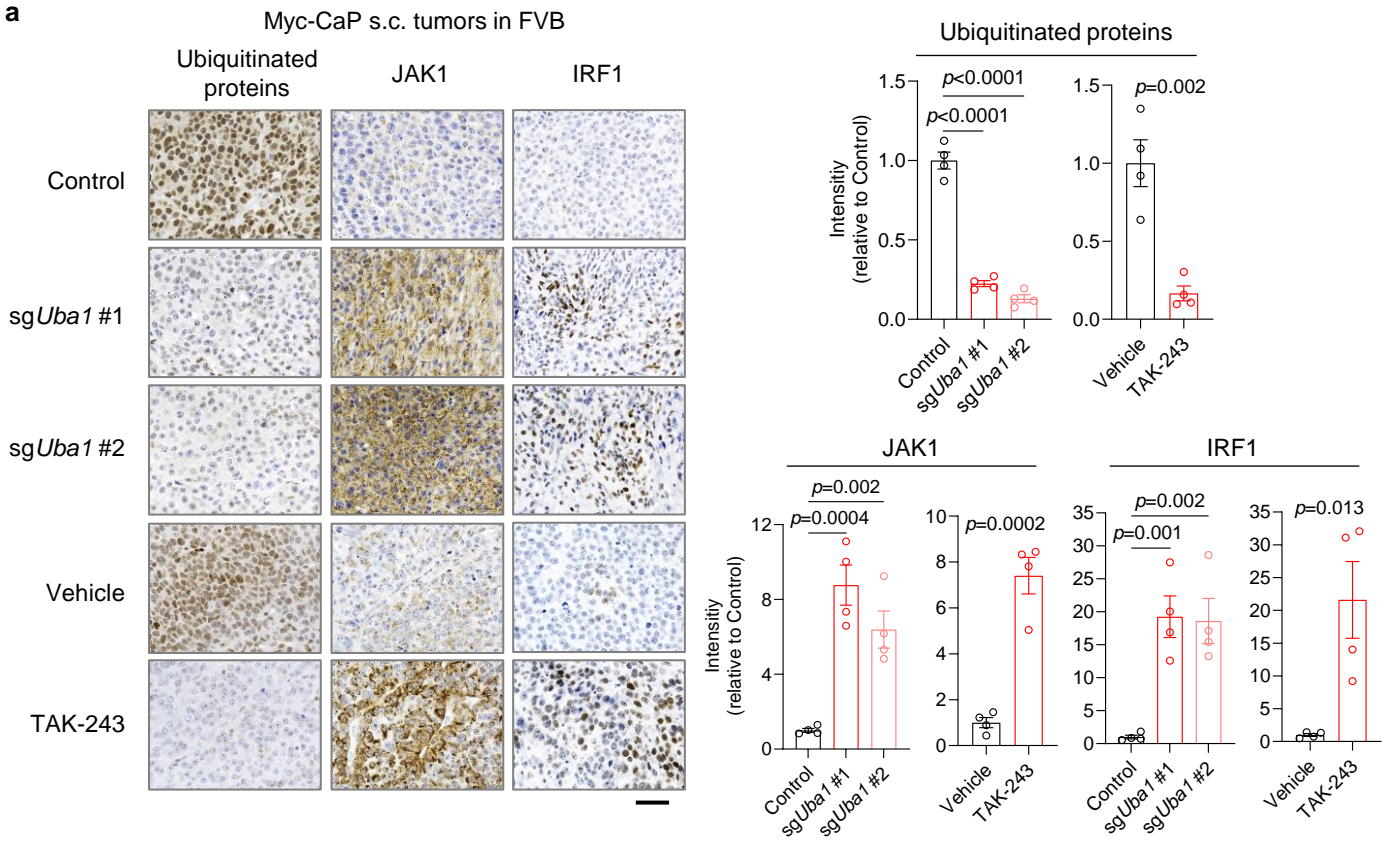

b

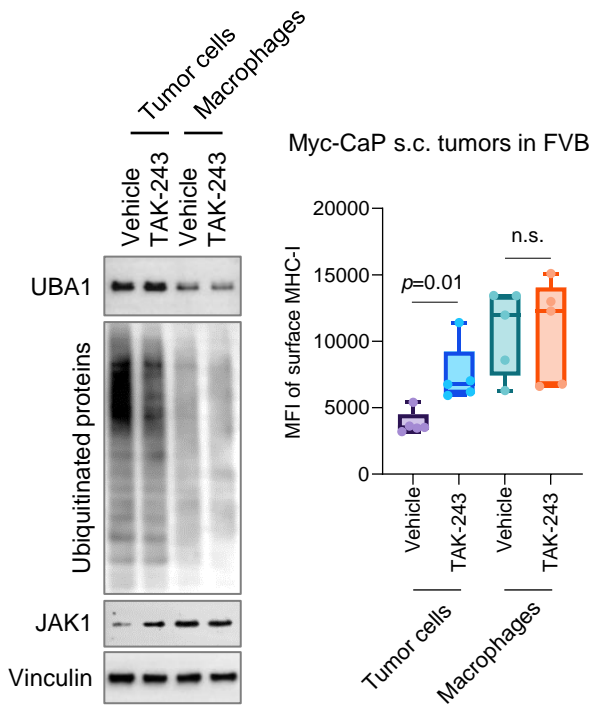

c

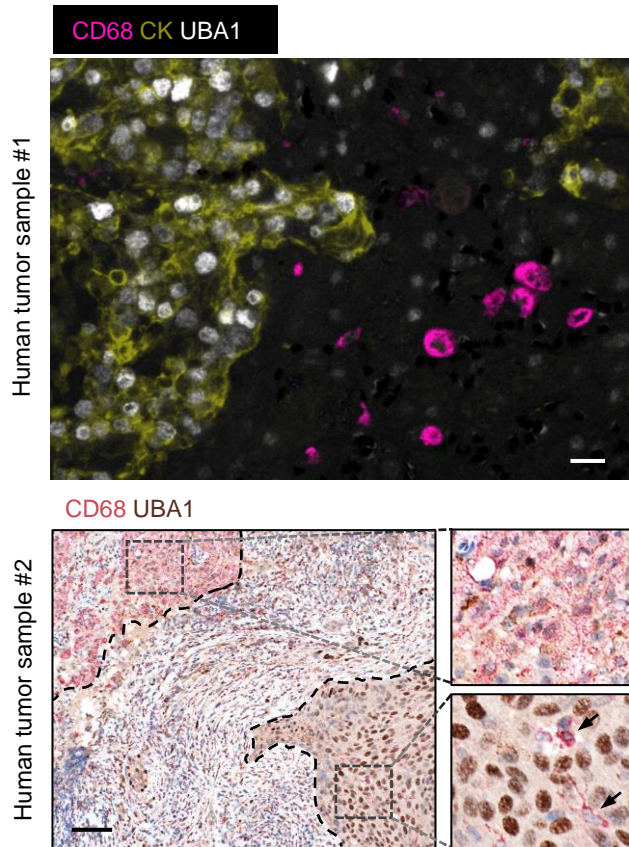

**Supplementary Figure S9:** **a**, Representative images (left) and quantification (right) of immunohistochemistry measuring levels of indicated proteins in *Uba1*-depleted or -inhibited Myc-CaP subcutaneous (s.c.) tumors from FVB mice. Scale bar: 50  $\mu$ m. **b**, Immunoblot analysis assessing levels of the indicated proteins (left) and flow cytometry measuring expression of surface MHC-I (right) in tumor cells or intratumoral macrophages sorted from Myc-CaP subcutaneous (s.c.) tumors. These tumors were harvested 24 hours after a single dose of TAK-243 administration ( $n = 5$  mice per group). Immunoblot analysis samples were pooled from five mice per group. **c**, Top: multiplex immunofluorescence staining CD68 (a macrophage marker), pan-cytokeratin (CK; a tumor cell marker), and UBA1 in a prostate cancer tumor. Scale bar: 20  $\mu$ m. Bottom: Duplex immunohistochemistry staining CD68 and UBA1 in an independent prostate cancer tumor. A dashed line in the top left marks an area with a high abundance of macrophages. A dashed line in the bottom right marks a tumor area. Arrows point out intratumoral macrophages. Scale bar: 50  $\mu$ m.

Data are presented as mean  $\pm$  SEM in **a** or box and whisker plots in **b**. Statistics were acquired by two-tailed Student's *t* test.

# Supplementary material for: The UBA1–STUB1 Axis Mediates Cancer Immune Escape and Resistance to Checkpoint Blockade
**Source:** Cancer Discov. 2024 Nov 14;15(2):363–81. doi: 10.1158/2159-8290.CD-24-0435
**Supplement:** Supplementary Figure S10 — UBA1 inactivation upregulates interferon signaling in human cancer.

Supplementary Figure S10

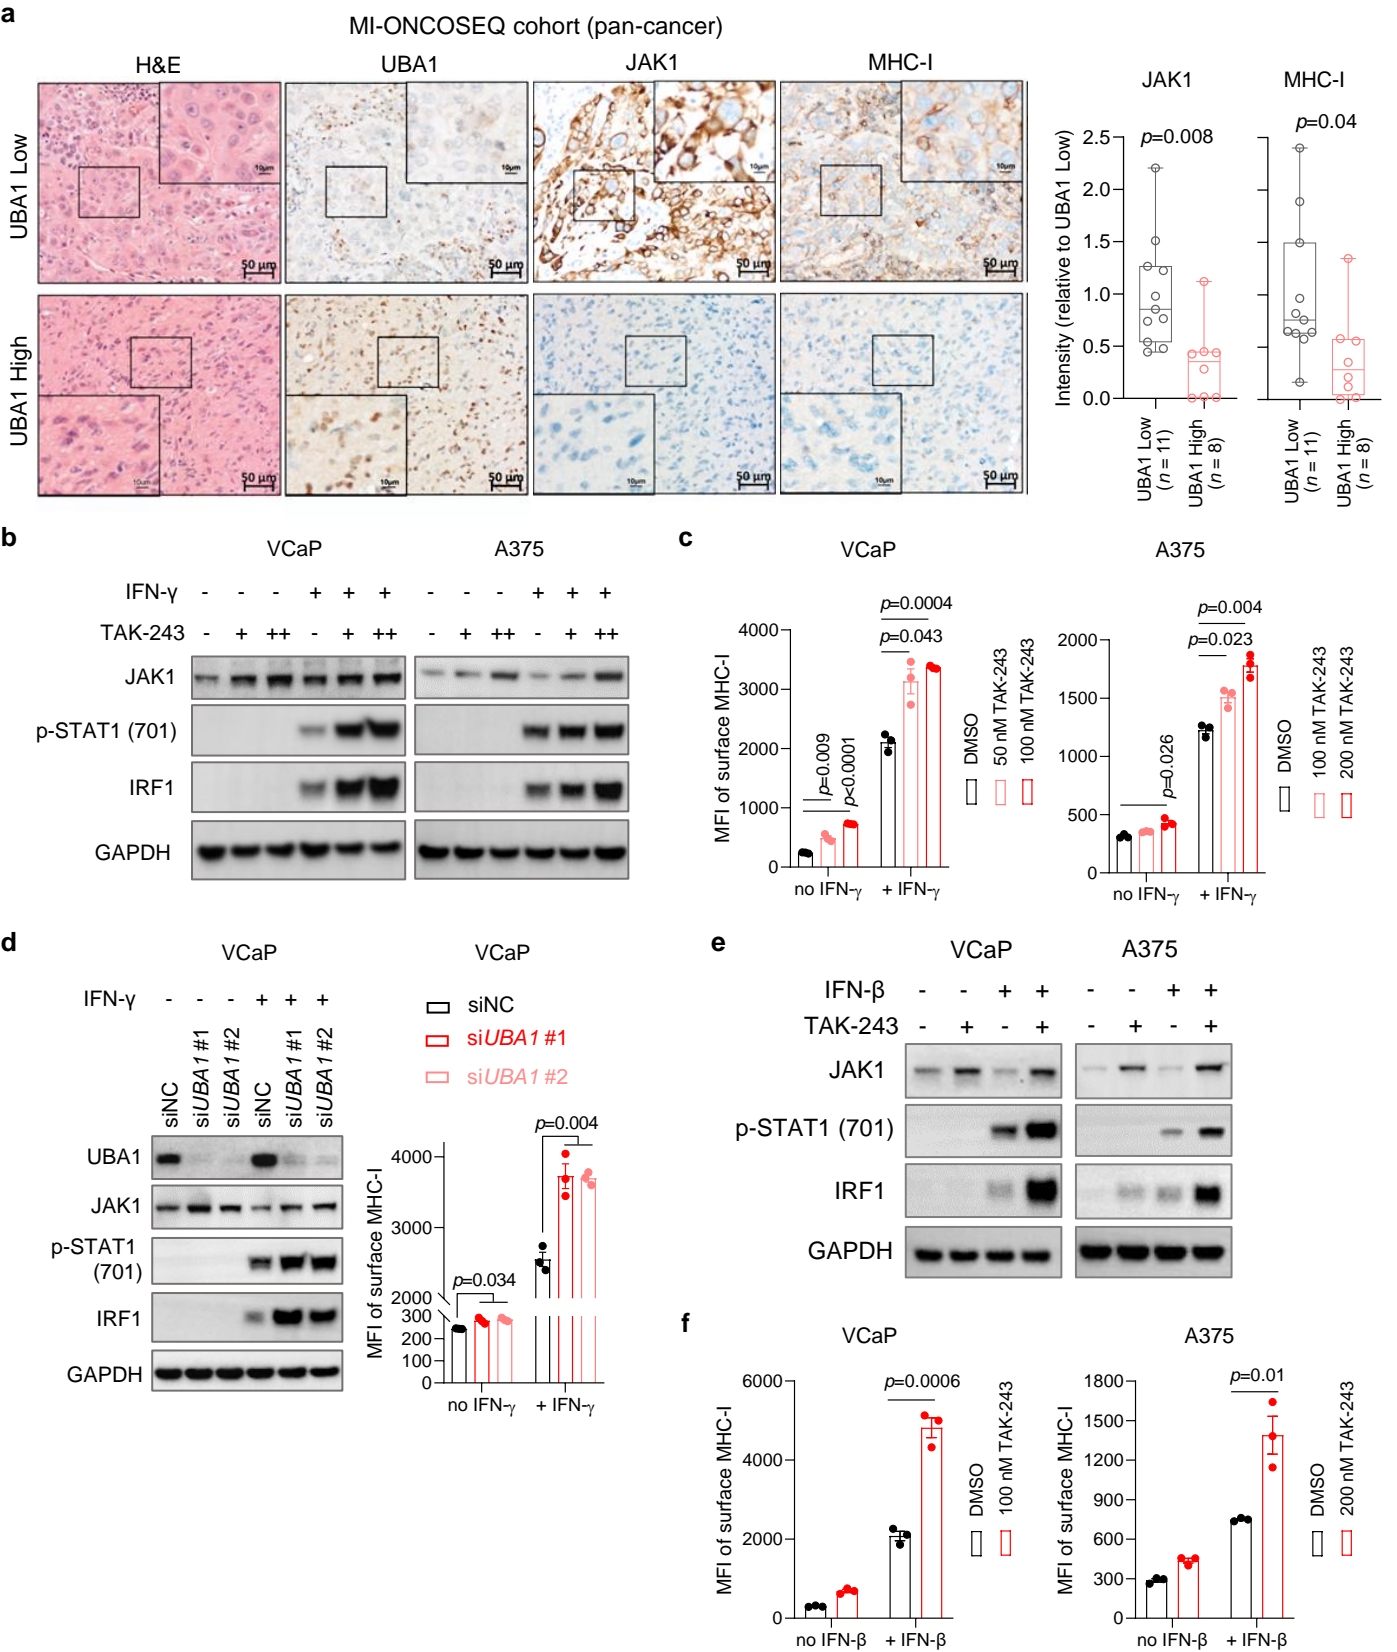

**Supplementary Figure S10:** **a**, Representative images (left) and quantification (right) of immunohistochemistry measuring levels of indicated proteins in tumors from a cohort treated at the University of Michigan, Ann Arbor (MI-ONCOSEQ cohort). Scale bar: 50  $\mu$ m. Data are presented as box and whisker plots and statistics were acquired by two-tailed Student's t test. **b–c**, Immunoblot analysis assessing levels of the indicated proteins (**b**) and flow cytometry measuring surface expression of MHC-I (**c**) in indicated cells treated with low or high doses of TAK-243 for 18 hours in the presence or absence of 1 ng/mL IFN- $\gamma$  stimulation. Concentrations of TAK-243 used in each cell line are indicated in **c**. **d**, Immunoblot analysis assessing levels of the indicated proteins (left) and flow cytometry measuring surface expression of MHC-I (right) in the VCaP cells transfected with independent siRNAs targeting *UBA1* (si*UBA1* #1 and si*UBA1* #2) or non-targeting siRNA (siNC) and treated with or without 1 ng/mL IFN- $\gamma$  for 18 hours. **e–f**, Immunoblot analysis assessing levels of the indicated proteins (**e**) and flow cytometry measuring surface expression of MHC-I (**f**) in the indicated cancer cells treated with or without TAK-243, and stimulated with or without 0.1 ng/mL IFN- $\beta$  for 18 hours.

Data are presented as mean  $\pm$  SEM. Statistics were acquired by two-tailed Student's t test in **a**, **c**, and **f**, or two-way ANOVA in **d**. Data in **b** and **c** were acquired from technical triplicates, representative of two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

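The deposited tables of bulk RNA-seq hold 40077 mouse genes in 51 libraries, 35 from subcutaneous tumors and 16 from cultured Myc-CaP cells. The tumors come from 4 experiments: sgUba1 against control in the B16-BL6 and Myc-CaP models, Uba1 OE against empty vector, and TAK-243 against vehicle. The cells come from 2 experiments, on sgUba1 and on TAK-243, each with and without IFN-γ. Samples were assigned to groups by their labels alone. A total of 10077 genes had 0 counts in every library, and 39 symbols stood at more than 1 gene.

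The authors deposited expected counts per gene, which are estimates and not whole numbers. The design had assumed counts of reads, so the expected counts were rounded to whole numbers before use. The authors also deposited TPM, which are scaled for gene length, used only as an alternative. The paper's text does not name the program that estimated the counts, the genome build or the annotation. GENCODE M21 on GRCm38 was used for positions. The paper's methods describe removal of ribosomal RNA and the sample labels describe capture of poly-A RNA.

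Calculations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, fgsea 1.28.0 and DESeq2 1.42.0. Each tumor experiment was fitted alone, and in cells all 8 libraries of an experiment were fitted together, with IFN-γ comparisons made against stimulated controls. Low counts were removed with filterByExpr, TMM factors were used, and genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05. CPM values are counts scaled to a common library size, and use the TMM factors. Genes were ranked for fgsea by log2 fold change times −log10 p, with lists of at least 5 tested genes, 10000 simple permutations and a random seed of 20, and adjustment over the lists tested.

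The 12 lists were IFN-α response, IFN-γ response, the genes of Supplementary Fig. S5F, T and NK cell, myeloid cell, fibroblast, endothelial cell, skeletal muscle, skin keratinocyte, proliferation, oxidative phosphorylation, and TNF and NF-κB early response. All but the Supplementary Fig. S5F genes were written by hand, as the Hallmark sets that the paper used were not used here. Cultured Myc-CaP cells express 2 of 18 T and NK cell genes, 3 of 18 myeloid genes, 3 of 14 fibroblast genes, 2 of 14 endothelial genes, 5 of 20 muscle genes, 3 of 13 keratinocyte genes, 40 of 40 proliferation genes, 53 of 53 oxidative phosphorylation genes, 35 of 40 TNF and NF-κB genes and 18 of the 28 Supplementary Fig. S5F genes. The IFN-γ list shares 12 genes with the Supplementary Fig. S5F list, 8 with the TNF and NF-κB list and 1 with the T and NK list.

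A list's score in a tumor is the mean log2 CPM of its tested genes with a prior count of 2, and scores were compared by a two-sided exact permutation test over all splits. In cells, where 2 libraries stand against 2, medians are given without a test. Folds against a group with at most 3 counts in every library are lower bounds. Such floors cover counting error only.

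Genes named in the text are those that the paper names for these pathways, the genes of Supplementary Fig. S5F, and per comparison the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Genes outside these are marked as chosen after their values were seen.

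The alternatives tried were DESeq2, limma-voom, RLE normalization, no filter on low counts, at least 10 counts in every library, a block for the replicate number, all 17 Myc-CaP sgRNA and OE tumors in a single fit, only the groups compared, the unstimulated control, Bonferroni adjustment, log2(TPM + 1), log2(TPM + 0.1), ranking by sign and p, genes that the other IFN list lacks, MHC and leukocyte genes left out, camera with a correlation of 0.01, fry, the median in place of the mean over a list, and each library left out in turn. At most 100 splits of the tumors were refitted per comparison.

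The pipeline was tested on simulated data with 200 genes per design changed by at least 1 on the log2 scale. It recovered 86.7% of those tested in a design like the B16-BL6 tumors, 63.7% for the Myc-CaP sgUba1 tumors, 76.1% for the OE tumors, 87.8% for the TAK-243 tumors, 83.9% for the sgUba1 cells and 82.4% for the TAK-243 cells, with 9 to 18 false calls and 0 of the wrong sign. The IFN-γ list, shifted by 1 on the log2 scale, was called in every design, and 0 unshifted lists were. Simulated genes varied independently of each other. The outcome thus does not show how often fgsea calls lists whose genes vary together between tumors. DESeq2 made up to 54 false calls on the same data.

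Depth ran from 8651963 counts in an empty-vector tumor to 38032284 in a cell library. Variation between replicates exceeded counting error in all 75 pairs of replicates, by a chi-square per degree of freedom of 1.84 to 99.2 (median 34.0), and 0 pairs were identical. Separate tumors or cultures are likely to exceed counting error, so the excess alone does not show what limits a comparison. The value was at least 4.6 in pairs of tumors, where spread between replicates outweighed counting error. In the groups of the TAK-243 experiment in cells it was 1.84 to 2.63, so counting error and thus depth weighed more there.

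H2-K1, H2-D1, H2-Aa, H2-Ab1, Ifi30, Trac and Trbc2 were not analysed here. Some genes that these rules select are not reported here. Clinical tables and patient samples were not used, nor were single-cell data.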

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

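All tests in this part were chosen after the result was seen.

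In 84 comparisons of a single tumor with the rest of its group (5 groups, 17 measures), 5 tumors lay far from the others by Dixon's test, where chance alone gives 4.2. Nothing in the design sets these 5 tumors apart from their group, so no biological explanation named by the design was tested. The make-up of the tissue was tested for 3 of them.

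The fibroblast score of B16-BL6 sgUba1 replicate 4 was 3.85, against 4.46 to 4.57 in the others. The oxidative phosphorylation score of Uba1 OE replicate 3 was 6.29, against 6.46 to 6.48. Lower depth is argued against for both, since their totals of 30129609 and 12569857 counts were the highest of their groups. A different make-up of the tissue and chance stay open.

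The skeletal muscle score was high in Myc-CaP sgUba1 replicate 1, at 4.01 against 1.53 to 2.09, and in TAK-243 replicate 1, at 2.99 against 1.15 to 1.45. Muscle in the sample may be a cause. Of a pair of abundant muscle genes chosen after the scores were seen, Acta1 was 35.4 and 11.7 times the highest other tumor of the group. Ckm was only 2.28 and 1.09 times, at 8.27 and 4.94 CPM. As the 2 genes do not move together and both are low, muscle tissue and other sources of these RNAs cannot be told apart.

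Vehicle replicate 1 had an IFN-α score of 3.34, against 3.65 to 3.82 in the other vehicle tumors. Its total of 34314461 counts argues against low depth. Less leukocyte RNA could contribute: its myeloid and its T and NK cell scores both ranked 1 from the lowest among the 6 vehicle tumors. This test could have come out otherwise, but it rests on 1 tumor.

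The effect of IFN-γ differed between the controls of the experiments in cells. Of 14637 genes, 196 had an interaction at an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment), 88 with a larger effect in the TAK-243 controls and 108 with a smaller one. Irf1 responded more in the TAK-243 controls by 0.97 on the log2 scale (adjusted p = 6e-04) and Tap1, named for its effect in the TAK-243 controls, by 1.92 (adjusted p = 0.0408), each in both libraries. Lower depth is argued against, as the sgRNA controls had a median of 31220706 counts and the TAK-243 controls 15033498. Spread between replicates was larger in the unstimulated sgRNA controls (chi-square per degree of freedom 18.11) than in the groups of the TAK-243 experiment (1.84 to 2.63). Its part in these differences was not tested. A weaker IFN-γ stimulus in the whole sgRNA experiment was tested in the sgUba1 cells of that experiment. Over 59 genes of the IFN-γ list that IFN-γ raised in the TAK-243 controls, the median effect in sgUba1 cells was 42.3% of that in the TAK-243 controls, under the 50% that the test had set for a weaker stimulus. That selection favors the TAK-243 controls, where the genes were picked. A second selection, made after the first value was seen, took the 20 list genes that IFN-γ raised beyond 1 on the log2 scale in TAK-243-treated cells. On these, the median effect in sgUba1 cells was 101% of that in the TAK-243 controls (1.45 against 1.44) and that in the sgRNA controls 43.8%. The choice of genes decides the outcome, so a weaker stimulus and a lower response of the sgRNA control line cannot be told apart. The paper's methods describe sgRNA lines as transfected, selected and expanded from single cells, which stays open as an untested difference.

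Arhgap44, which the paper does not discuss, had at least 23 counts in every Myc-CaP tumor labelled sgUba1 and at most 2 in any of the 7 sgRNA control libraries of tumors and cells. The other Myc-CaP controls were cells of the TAK-243 experiment without TAK-243 (with or without IFN-γ), empty-vector tumors and vehicle tumors. Of their libraries, 13 of 13 were above the floor of 3 counts, with 8 to 119 counts. This is consistent with a loss of Arhgap44 RNA in the control sgRNA line, more than with a gain in the sgUba1 line, and the loss could have preceded any effect of Uba1. An effect of Uba1 on Arhgap44 is not excluded, as no library from before the sgRNA was introduced was used here.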

How the results depend on the processing

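No alternative was added after the results were seen. In all, 139 results were recomputed, 52 for comparisons and 87 for single genes, and 465 of 585 values under an alternative kept their direction and their side of the threshold, or stayed within the replicate spread or 1.5 times the count. For single genes 83 of 87 did, among them Cdsn in Myc-CaP tumors labelled sgUba1, which got no adjusted p from DESeq2 and is counted by its fold change alone. Jak1 in sgUba1 cells (adjusted p = 0.0783) and Igtp with TAK-243 and IFN-γ (0.202) lost a call by DESeq2, Cxcl9 with Uba1 OE gained 1 (0.0133), and B2m in Myc-CaP tumors labelled sgUba1 went from 0 to 0.002 with DESeq2. Adjusted p are by fgsea with Benjamini-Hochberg adjustment unless a set test is named. Where no reason is given, the cause was not tested.

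With DESeq2, genes past the threshold numbered 534 in B16-BL6 tumors (127 by edgeR), 1862 in Myc-CaP tumors labelled sgUba1 (492, with 53.4% higher against 37.8%), 707 with Uba1 OE (4), 544 with TAK-243 tumors (25, with 39.5% higher against 60%), 395 for IFN-γ in sgRNA controls (603), 2617 for IFN-γ in TAK-243 controls (4216) and 230 for the TAK-243 interaction (347). DESeq2 also made more false calls on simulated tumors. The NES was 1.5 for IFN-α in sgUba1 cells (adjusted p = 0.214), 1.48 for IFN-γ in sgUba1 cells with IFN-γ (0.125), 1.97 and 1.83 for IFN-γ in sgRNA controls (0.0816 and 0.142) and 1.69 for IFN-α in the sgUba1 interaction (0.043).

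With limma-voom, 300 genes passed in Myc-CaP tumors labelled sgUba1 and 2 with OE. The NES was 1.69 (adjusted p = 0.0322) and 1.65 (0.0307) for IFN-α and IFN-γ in B16-BL6 tumors, and 1.70 (0.0261) and −1.45 (0.0952) for IFN-α in the sgUba1 and TAK-243 interactions. With RLE normalization, IFN-γ in sgRNA controls gave 292 genes (65.8% higher against 77.9%) and the sgUba1 interaction 414 (22.7% against 14.3%), and the IFN-γ median in sgUba1 cells with IFN-γ was 0.22 (0.217).

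With no low-count filter, which tests more genes, the counts were 204 in B16-BL6 tumors, 33 with OE, 45 with TAK-243 tumors, 1460 for IFN-γ in sgRNA controls and 1487 for the sgUba1 interaction. The NES was 1.57 for both lists in B16-BL6 tumors (adjusted p = 0.0443), 1.63 for IFN-α in sgUba1 cells (0.203), 1.67 for IFN-γ in the sgUba1 interaction (0.152) and −1.25 for IFN-α in the TAK-243 interaction (0.401). The medians were 0.194 for IFN-α in sgUba1 cells, 0.402 and 0.224 with IFN-γ, 0.071 for IFN-α with TAK-243 and 0.035 with TAK-243 and IFN-γ.

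With at least 10 counts in every library, which tests fewer genes, 0 genes passed in TAK-243 tumors, where 2425 passed an unadjusted p under 0.05. IFN-γ in sgRNA controls gave 180 genes (43.9% higher) and the sgUba1 interaction 365 (33.7%). For IFN-γ in TAK-243 controls 52.3% were higher against 67.6%, and for the TAK-243 interaction 53.7% against 15.6%. The NES was 1.70 and 1.65 in B16-BL6 tumors (adjusted p = 0.0182 for both) and 1.85 for IFN-α in the sgUba1 interaction (2.2e-05), and those of the TAK-243 interaction changed sign, to 1.27 (0.242) and 1.29 (0.237).

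With Bonferroni adjustment, stricter by construction, the counts were 24, 3, 1 and 3 in B16-BL6, Myc-CaP sgUba1, OE and TAK-243 tumors, 511 and 974 in sgUba1 cells without and with IFN-γ, 5793 and 6036 with TAK-243, 29 and 1000 for IFN-γ in sgRNA and TAK-243 controls, and 15 and 57 for the interactions with sgUba1 and TAK-243.

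With log2(TPM + 1), the NES was 1.62 (adjusted p = 0.0315) and 1.43 (0.04) in B16-BL6 tumors, 2.2 for IFN-α in the sgUba1 interaction (9.01e-08), and 0.84 (0.997) and 1.15 (0.378) in the TAK-243 interaction, both with changed sign. The medians were 0.2 and 0.247 for IFN-α in sgUba1 cells without and with IFN-γ, 0.092 for IFN-γ with IFN-γ, 0.168 for IFN-γ with TAK-243 and 0.065 for IFN-α with TAK-243 and IFN-γ. With log2(TPM + 0.1), IFN-α gave 1.93 (5.75e-05) and −1.25 (0.72) in the sgUba1 and TAK-243 interactions, and IFN-γ in the latter changed sign to 0.99 (0.868).

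Ranking by sign and p gave 2.14 (adjusted p = 7.65e-07) and 2.12 (8.68e-10) in B16-BL6 tumors, 1.48 for IFN-γ in sgUba1 cells (0.0115), and 2.08 (3.47e-06) and −0.98 (0.822) for IFN-α in the sgUba1 and TAK-243 interactions.

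With only the genes that the other IFN list lacks, which leaves fewer genes, IFN-α and IFN-γ gave 1.52 (adjusted p = 0.0603) and 1.2 (0.194) in Myc-CaP tumors labelled sgUba1, −1.30 (0.202) and −1.46 (0.0545) with OE, and 1.58 (0.0524) for IFN-α in TAK-243 tumors. In cells they gave 1.44 (0.3) and −0.94 (0.659, changed sign) with sgUba1, 1.54 (0.108) and 1.09 (0.491) with sgUba1 and IFN-γ, and −0.80 (0.754) and −0.75 (0.824) for IFN-α with TAK-243 without and with IFN-γ, both with changed sign. IFN-γ in sgRNA controls gave 1.87 (0.0626) and 1.62 (0.119), the sgUba1 interaction 1.67 for IFN-γ (0.0616), and the TAK-243 interaction −0.66 (0.903) and 1.22 (0.449, changed sign). Without MHC and leukocyte genes, IFN-α in the TAK-243 interaction gave −1.48 (0.0852).

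Against the unstimulated control, IFN-α with TAK-243 and IFN-γ gave 1.8 (adjusted p = 1.05e-04). All 17 Myc-CaP tumors in a single fit gave 1406 genes for sgUba1 and 0 for OE, where 2096 passed an unadjusted p under 0.05. Only the groups compared gave 30 genes for IFN-γ in sgRNA controls and 1.64 for IFN-α in sgUba1 cells (0.0524), and 56.2% of genes higher for IFN-γ in TAK-243 controls.

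By camera, the adjusted p was 1.17e-06 and 1.56e-06 in B16-BL6 tumors, 0.00346 for IFN-α in the sgUba1 interaction, and 0.918 and 0.78 with changed sign in the TAK-243 interaction. By fry it was 0.0575 and 0.0655 in Myc-CaP tumors labelled sgUba1, 0.182 for both with OE, 0.063 for both in TAK-243 tumors, 1.07e-04 for IFN-γ in sgUba1 cells, 0.016 and 0.0393 for IFN-α with TAK-243 without and with IFN-γ, and 0.00266 and 0.149 for IFN-α in the sgUba1 and TAK-243 interactions.

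Replicate numbers might mark pairs of samples, so residual correlations between samples that share a number were checked. They ran from −0.012 to 0.248 over 12 pairs of sgRNA cells, from 0 to 0.05 over 12 pairs of TAK-243 cells, from 0.019 to 0.191 over 3 pairs of B16-BL6 tumors, from −0.061 to −0.046 over 3 pairs of Myc-CaP sgRNA tumors, from −0.034 to 0.106 over 3 pairs of OE tumors and from −0.265 to 0.433 over 5 pairs of TAK-243 tumors. In cells, with 2 libraries per group, the 2 pairs of each combination of groups give the same value by construction. The samples share only a number. With a block for it, 2 genes passed in Myc-CaP tumors labelled sgUba1, 0 with OE, where 2731 passed an unadjusted p under 0.05, and 8 with TAK-243, and IFN-γ in the sgUba1 interaction gave 1.67 (adjusted p = 0.0814).

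With each library left out in turn, genes past the threshold ran from 43 (without control replicate 1) to 320 (without sgUba1 replicate 4) in B16-BL6 tumors, from 10 (without control replicate 2) to 692 (without sgUba1 replicate 2) in Myc-CaP tumors labelled sgUba1, from 0 (without empty vector replicate 2, where 1845 passed an unadjusted p under 0.05) to 386 (without OE replicate 1) with OE, and from 1 (without vehicle replicate 1) to 299 (without TAK-243 replicate 5) in TAK-243 tumors. The NES of IFN-α and IFN-γ ran from 1.21 to 1.83 and from 1.21 to 1.76 in B16-BL6 tumors, where both were lowest without control replicate 2 and passed the threshold without 3 of the 7 tumors. They ran from 1.66 to 1.88 and from 1.24 to 1.67 in Myc-CaP tumors labelled sgUba1, from −2.11 to −1.75 and from −2.02 to −1.57 with OE, and from 1.76 to 2.03 and from 1.88 to 2.13 in TAK-243 tumors. The score differences ran from 0.132 to 0.498 and from 0.15 to 0.447 in B16-BL6 tumors, from 0.375 to 0.507 and from 0.217 to 0.335 in Myc-CaP tumors labelled sgUba1, from −0.614 to −0.348 and from −0.477 to −0.259 with OE, and from 0.181 to 0.281 and from 0.156 to 0.254 in TAK-243 tumors. The medians ran from 0.207 to 0.262 and from 0.016 to 0.138 in sgUba1 cells, from 0.314 to 0.367 and from 0.184 to 0.21 in sgUba1 cells with IFN-γ, from −0.011 to 0.124 and from 0.201 to 0.35 with TAK-243, and from −0.053 to 0 and from 0.167 to 0.222 with TAK-243 and IFN-γ.

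Among single genes with a library left out, 422 of 506 values kept their direction and call, or in cells, where no test was made, stayed within the replicate spread, while 52 lost and 1 gained a call, 15 moved and 16 changed direction. The last were for small changes: Jak1 in B16-BL6 tumors (from −0.051 without sgUba1 replicate 3 to 0.036 without sgUba1 replicate 4), Irf1 (from −0.098 without control replicate 1 to 0.43 without control replicate 2), B2m (from −0.306 without control replicate 2 to 0.214 without control replicate 3) and Jak1 (from −0.134 without control replicate 3 to 0.074 without control replicate 2) in Myc-CaP tumors labelled sgUba1, and Jak1 (from −0.078 without TAK-243 replicate 5 to 0.086 without TAK-243 replicate 2) in TAK-243 tumors. Depth limits genes near the floor, such as Cxcl9 in cells with 9 to 38 counts per library and the T and NK genes of the OE experiment, whose libraries were the smallest. In the OE design, 76.1% of simulated changes of at least 1 on the log2 scale were recovered. Depth alone thus did not hide most changes of that size. Whether it limits the count of genes with smaller changes was not tested.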

Differences from the paper's values

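No setting was chosen after the values were compared, and the paper's values are those of the Hallmark sets, read by eye from figures. The lists used here are others.

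For B16-BL6 tumors labelled sgUba1, the paper's NES is about 2.4 in Supplementary Fig. S5A for IFN-γ response, read by eye, against 1.54, and about 2.3 in Supplementary Fig. S5A for IFN-α response, read by eye, against 1.58. None of the 18 alternatives set before the data were examined closed either gap. Ranking by sign and p came nearest, at 2.12 and 2.14.

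For Myc-CaP tumors labelled sgUba1, the paper's NES for IFN-α response is about 1.9 in Supplementary Fig. S5A, read by eye, against 1.81. The gap rests on reading to 2 digits, as a finer reading puts the paper's value within the 0.05 taken as the error of reading. With limma-voom (1.91), no low-count filter (1.86), at least 10 counts in every library (1.93), without sgUba1 replicate 2 (1.88) and without sgUba1 replicate 7 (1.85), the value fell within the paper's, and with the others of 22 alternatives set before the data were examined, from 1.52 to 2.3, it did not.

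For TAK-243 tumors, the paper's NES is about 2.3 in Supplementary Fig. S5C for IFN-γ response, read by eye, against 2.07, a gap that none of the 22 alternatives set before the data were examined closed, from 1.81 to 2.62. For IFN-α response it is about 2.6 in Supplementary Fig. S5C, read by eye, against 1.97, and only ranking by sign and p (2.63) fell within the paper's value as read to 2 digits. More genes are marked in the IFN-α panel of Supplementary Fig. S5C than in its IFN-γ panel, so it is open whether the curves are exchanged. Both gaps rest on the panel titles, under which Fig. 5B gives the values too.

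For cells, the paper's NES for IFN-γ response, all read by eye, is about 1.8 in Supplementary Fig. S5E for sgUba1 against 1.33 (from −0.94 to 1.48 over the alternatives), about 2.7 in Supplementary Fig. S5E for sgUba1 with IFN-γ against 1.68 (1.09 to 1.99), about 1.9 in Supplementary Fig. S5E for TAK-243 against 1.82 (1.54 to 1.83) and about 2.6 in Supplementary Fig. S5E for TAK-243 with IFN-γ against 1.87 (1.63 to 2.08, the last with the unstimulated control). For IFN-α response it is about 2.3 in Fig. 5D for sgUba1, read by eye, against 1.70 (1.44 to 1.88), about 2.9 in Fig. 5D for sgUba1 with IFN-γ, read by eye, against 1.96 (1.54 to 2.45), and about 2.2 in Fig. 5D for TAK-243 with IFN-γ, read by eye, against 1.11 (−0.75 to 1.8, the last with the unstimulated control). None of the alternatives set before the data were examined closed any of these gaps.

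Fig. 5A gives both IFN responses as enriched past the threshold in the B16-BL6 model. Here neither passed (adjusted p = 0.0728, fgsea with Benjamini-Hochberg adjustment), and both passed with limma-voom, no low-count filter, at least 10 counts in every library, log2(TPM + 1), ranking by sign and p, and camera, and without control replicate 4, sgUba1 replicate 2 or sgUba1 replicate 4. Fig. 5A also shows oxidative phosphorylation as the lowest of its enriched pathways in that model, where the list used here had the lowest NES too, −1.67, without passing (adjusted p = 0.0778). It passed by camera (adjusted p = 3.54e-09) and not by fry (0.234). Of further pathways that Fig. 5A gives as enriched in that model, the TNF and NF-κB and the skeletal muscle lists did not pass here (adjusted p = 0.0759 and 0.0672), and passed by camera (0.0061 and 0.0147). Fig. 5B gives oxidative phosphorylation as lower in TAK-243 tumors, where it did not pass here (adjusted p = 0.0905) and did by camera (0.00293).

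Fig. 5D gives IFN-γ response as enriched in sgUba1 cells without IFN-γ, which did not pass here (adjusted p = 0.232). It passed when genes were ranked by sign and p (adjusted p = 0.0115) and by fry (1.07e-04). It also gives IFN-α response as enriched with TAK-243 and IFN-γ, which did not pass here (adjusted p = 0.381) and did against the unstimulated control (1.05e-04) and by fry (0.0393). Oxidative phosphorylation, enriched in Fig. 5D for sgUba1 with IFN-γ, had an adjusted p of 0.685 here.

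The paper states that the enrichment in cells was more marked under IFN-γ. Its text does not say whether the controls under IFN-γ were stimulated, and the interaction uses stimulated ones. Against the unstimulated control, which adds the effect of IFN-γ itself, TAK-243 with IFN-γ gave NES of 1.8 (IFN-α) and 2.08 (IFN-γ). Without IFN-γ they were 1.2 and 1.82. A difference from the paper may thus rest on the control used. For sgUba1 the interaction with IFN-γ was positive, with an NES of 1.68 for the IFN-γ list (adjusted p = 0.0427, fgsea) and 1.40 for the IFN-α list (adjusted p = 0.122). The IFN-γ call was lost with a replicate block, with no low-count filter and without the IFN-α genes, up to an adjusted p of 0.152. For the IFN-α list the adjusted p ran from 9.01e-08 to 0.435 over the alternatives. Both NES stayed positive in all of them. For TAK-243 the interaction with IFN-γ was not positive: its NES was −1.15 for the IFN-γ list (adjusted p = 0.384, fgsea) and −1.63 for the IFN-α list (adjusted p = 0.0216), with changed sign under at least 10 counts in every library, log2(TPM + 1) and camera for both lists, and under log2(TPM + 0.1) and genes the other list lacks for the IFN-γ list. None of these passed.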

Other observations

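The tests of control tumors among those labelled sgUba1, of whether the effects in the 2 experiments in cells can be compared, of Jak1 normalization, of the sex and host cells behind Xist, of tumor cell share behind proliferation and of poly-A selection were chosen after the result was seen.

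Other splits of the same tumors were refitted in each tumor comparison, the real split included. For B16-BL6 tumors, 1 of 35 splits gave as many genes past the threshold as the real one, 17 gave as large an NES for the IFN-α list and 18 for the IFN-γ list. For Myc-CaP tumors labelled sgUba1, the numbers were 1, 19 and 36 of 100 splits drawn from 120. For Uba1 OE they were 1, 7 and 9 of 35. For TAK-243 they were 2, 1 and 1 of 100 drawn from 462. Splits of the tumors regardless of treatment thus often gave an NES as large as that of the IFN lists in the sgUba1 and OE comparisons, and rarely in the TAK-243 comparison. The adjusted p of fgsea treats genes and not tumors as the units.

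More or less leukocyte RNA in the tumors may explain part of the change of the IFN-γ list, which holds genes that leukocytes express. With MHC and leukocyte genes left out, 23 results stayed the same and 1, the IFN-α list in the TAK-243 interaction in cells, was weaker. The result of the IFN-γ list in tumors thus did not rest on the genes left out. That list shares only 1 gene with the T and NK cell list and 0 with the myeloid list. Apart from MHC-related genes, the omission thus removed little, and it cannot decide how much leukocyte RNA contributed. RNA of the list's other genes from leukocytes stays possible. The T and NK cell score differed by 0.48 in the B16-BL6 tumors labelled sgUba1 (0.481, exact permutation test, two-sided, p = 0.0286), by 0.482 in the Myc-CaP tumors labelled sgUba1 (p = 0.0417, exact) and by 0.239 with TAK-243 (p = 0.223, exact). The myeloid score moved the same way, by 0.56, 0.61 and 0.73. With Uba1 OE, too few T and NK genes were counted for a score, and the myeloid score of −0.64 (p = 0.114, exact) leaves leukocyte RNA and a change in the tumor cells open. A different share of tumor cells would move the markers of all other cells alike. The myeloid score minus the endothelial score differed by 0.914 (exact permutation p = 0.00833) in the Myc-CaP tumors labelled sgUba1, by −0.655 (p = 0.0286, exact) with OE and by 0.924 (p = 0.00216, exact) with TAK-243, which argues against it there. In B16-BL6 the difference of 0.63 (p = 0.0571, exact) leaves it open. A response of tumor cells to IFN made by leukocytes stays open too, and was not tested in bulk RNA.

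With TAK-243, the proliferation list fell in all 5 tumors. Fewer tumor cells in the samples could cause this, but the myeloid and endothelial scores moved apart by 0.924, which a lower share of tumor cells alone would not give. An effect of TAK-243 on proliferation, which the design names, remains a hypothesis, as other technical causes were not tested.

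Control tumors of the same experiment among the tumors labelled sgUba1 could explain why their Uba1 lies on both sides of the Myc-CaP control tumors. A first test used Vwa3a and was replaced, as this gene had been chosen for how clearly it separates these tumors. The test then used 327 genes chosen in cultured cells, those that differed between sgUba1 and control cells beyond 1 on the log2 scale and at an adjusted p under 0.05, both with and without IFN-γ (Uba1, Vwa3a and Krt19 left out). Of the 7 tumors labelled sgUba1, 0 were closer in the mean of these genes to the control tumors than to the other tumors labelled sgUba1. Their scores were 1.944 to 2.213 against 1.572 to 1.805 in the controls, but the smallest gap of 0.139 is less than the range of 0.233 among the controls, and the test had required a larger one. This test alone thus leaves control tumors among the 7 open. Vwa3a was 0.733 ± 0.181 CPM in the 7 (at most 12 counts), against 28.3 ± 3.74 CPM in their controls. It was also low in sgUba1 cells, at 0.423 against 14.3 CPM without IFN-γ. Arhgap44 had 23 to 115 counts in the 7 and at most 2 in any of the 7 sgRNA control libraries. Control tumors would carry the control levels, so these values argue against them. Both genes were named for their large changes. Why Uba1 RNA lies on both sides of the controls was not settled. The tumors differ in more than Uba1: over their 21 pairs, the chi-square per degree of freedom was 9.71 to 22.67 in 9 pairs and 61.3 to 86.89 in 12, each of which sets replicate 1, 2 or 3 against replicate 4, 5, 6 or 7. Different guides, single-cell sublines or batches stay open, as the sample labels name none, and so do RNA of edited alleles that escape decay, unedited cells and Uba1 RNA from host cells. The 492 genes and the list results of this comparison come from a fit of all 7 tumors as 1 group, and no separate fit was made, as the labels give no division.

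Differences between sgUba1 and control cells could come from the control line instead. Of 508 genes that differed beyond 1 on the log2 scale, 49% lay farther from the untreated cells of the TAK-243 experiment in the sgRNA controls than in the sgUba1 cells, against 58.7% of 4108 genes with smaller changes. The test had set 50% as the line below which the control line is not the cause, and 49% is below it. That the outcome is treated as open was decided after the value was seen, because it is so close to the line. The change in the control line and that in the sgUba1 line cannot be told apart, as the sample labels do not say how many lines or single-cell sublines stand behind each group. Across genes, which are not independent replicates, the groups correlated at 0.987 to 0.988.

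The changes with sgUba1 and with TAK-243 in unstimulated cells did not correlate across 14245 genes (Pearson r 0.003, Spearman rho −0.05). Genes are not independent replicates. Of 3593 genes past the threshold in both, 48.3% went the same way. Small effects and counting noise could hide a shared response, but of 205 genes that changed beyond 1 on the log2 scale in both, 56.6% went the same way, which argues against noise as the cause. Effects that cannot be compared between experiments stay open. The IFN-γ effect in the controls went the same way in 95.1% of 367 genes, but it is taken within each control line, so a change of the sgRNA control line cancels out of it. With IFN-γ the share was 55.6% of 4758 genes. Hypotheses that stay open are a depletion of Uba1 that differs in degree or duration from inhibition, and effects of TAK-243 on other enzymes. Neither was tested.

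Genes that IFN-γ induces moved apart in the experiments. The 20 genes induced in the sgRNA controls had a median log2 fold change of −0.30 with TAK-243 and IFN-γ against IFN-γ, with 8 higher and 12 lower. The 60 genes induced in the TAK-243 controls had a median of 1.11 in sgUba1 cells with IFN-γ, with 46 higher. The condition set for opposite changes was met. That the outcome is treated as open was decided after the values were seen, because the members go both ways with TAK-243 (6 higher and 8 lower past the threshold), so opposite changes and a mixed response cannot be told apart.

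The rise of Jak1 RNA with TAK-243 in cells could come from normalization between libraries. Its lowest log2 fold change over TMM, RLE, DESeq2 and TPM, with and without IFN-γ, was 1.49, while the median gene moved by 0.03 and 0.02, which argues against it. A rise of Jak1 RNA with TAK-243 is a hypothesis for a further contribution to JAK1 protein. The paper does not report it, and protein was not measured in these libraries.

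Across 14817 genes, the changes in Myc-CaP tumors labelled sgUba1 and in tumors with Uba1 OE had a Pearson r of −0.49. Genes are not independent replicates. Leukocyte RNA could produce this, but over the 12510 genes expressed in cultured Myc-CaP cells the r was −0.564. Of 4200 combined splits of the tumors of both experiments, 26 gave a correlation as far from 0, a share of 0.00619, which argues against an accident of the split. Opposite effects of lower and higher Uba1 are a hypothesis, limited by the Uba1 RNA of the tumors labelled sgUba1 and by control lines whose number the sample labels do not give. The r was −0.35 between OE and TAK-243 tumors and 0.18 between Myc-CaP sgUba1 and TAK-243 tumors.

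Xist, chosen after its values were seen, was 2.72 CPM in B16-BL6 control replicate 2 and 52 to 83 CPM in the other controls. A male host might explain this, but the paper's methods give female C57BL/6 mice for models other than TRAMP-C2, which goes against it. Only 1 of 3 Y-linked genes was higher in this tumor than in the other controls, which does not decide it, since tumor cells may carry a Y chromosome too. Fewer host cells were tested first by asking whether the T and NK, myeloid, fibroblast and endothelial scores were lower, and 3 of 4 were lowest in this tumor. The test was then rewritten, after that value was seen, to ask for a fall as large as that of Xist. The largest fall of a score was 0.5 on the log2 scale against 4.6 for Xist, which argues against fewer host cells as the whole cause. This tumor also has the lowest IFN scores of its group, and the B16-BL6 differences without it are given with the single omissions.

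Rmrp, an RNA without a poly-A tail that was chosen after its values were seen, took at least 0.188% of counts in every library, or 1891 to 8742 CPM. Libraries made by poly-A selection would likely hold little of it, so this argues against the poly-A selection of the sample labels.

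Between experiments, 82% of 206 genes past the threshold in both Myc-CaP cells and tumors with sgUba1 went the same way, and 8 of 9 did for TAK-243. For B16-BL6 and Myc-CaP tumors labelled sgUba1, 2 of 6 did.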
